# Direct conversion of cardiac fibroblasts into endothelial-like cells using *Sox17* and *Erg*

**DOI:** 10.1038/s41467-024-48354-6

**Published:** 2024-05-16

**Authors:** Gregory Farber, Yanhan Dong, Qiaozi Wang, Mitesh Rathod, Haofei Wang, Michelle Dixit, Benjamin Keepers, Yifang Xie, Kendall Butz, William J. Polacheck, Jiandong Liu, Li Qian

**Keywords:** Reprogramming, Transdifferentiation, Angiogenesis

## Abstract

Endothelial cells are a heterogeneous population with various organ-specific and conserved functions that are critical to organ development, function, and regeneration. Here we report a *Sox17*-*Erg* direct reprogramming approach that uses cardiac fibroblasts to create differentiated endothelial cells that demonstrate endothelial-like molecular and physiological functions in vitro and in vivo. Injection of these induced endothelial cells into myocardial infarct sites after injury results in improved vascular perfusion of the scar region. Furthermore, we use genomic analyses to illustrate that *Sox17*-*Erg* reprogramming instructs cardiac fibroblasts toward an arterial-like identity. This results in a more efficient direct conversion of fibroblasts into endothelial-like cells when compared to traditional *Etv2*-based reprogramming. Overall, this *Sox17*-*Erg* direct reprogramming strategy offers a robust tool to generate endothelial cells both in vitro and in vivo, and has the potential to be used in repairing injured tissue.

## Abstract (web summary)

Regeneration of cardiac endothelial cells is challenging as these cells must receive proper cues for tissue formation and integrate in the pre-existing vasculature. Here, Farber et. al identify Sox17-Erg as an efficient combination to reprogram cardiac fibroblasts into endothelial-like cells both in vivo and in vitro.

## Introduction

Cardiac disease remains a global malady that requires new innovations to prevent and treat tissue damage. Regenerating new tissue not only requires the production of necessary specialized cardiac cells but also the functional integration of these cells with the surrounding tissue. The generation of new cardiac endothelial cells is particularly challenging, as these new cells must not only provide proper cues for new tissue formation in the cardiac-specific microenvironment but also engraft with pre-existing vasculature. Furthermore, organ-specific endothelial heterogeneity makes it crucial to create a properly specialized endothelial cell equipped to support healthy organ function.

Direct reprogramming is a promising approach to generate the cells necessary to repair injured cardiac tissue. Conversion of cardiac fibroblasts into induced-cardiomyocytes via direct reprogramming has yielded both cardiomyocyte-like cells and reduced fibrosis, resulting in improved cardiac function after in vivo myocardial infarction^1,2^. Reprogramming has also proven to be a viable methodology to generate endothelial cells from non-endothelial cell types^3–8^. Current transcription factor-based reprogramming approaches have centered around using *Etv2*, a transcription factor involved in the differentiation of immature endothelial cells from angioblasts^9^. Prior studies have illustrated that *Etv2* alone, as well as with additional transcription factors, is able to generate induced endothelial cells (iECs). However, these traditional methodologies report a wide range of reprogramming efficiencies depending on the starting cell type, and they often require additional purification steps or reinfection of the reprogramming cocktail to aid in the generation of iECs and maintain the induced endothelial identity^4,8^. Since endothelial cells further differentiate after the *Etv2*-mediated cell fate decision during embryonic development, and *Etv2* is not expressed in adult endothelial cells, we sought a direct reprogramming approach that involves factors found in adult cardiac endothelium, targets a fully differentiated endothelial cell fate, and is applicable to organ-specific fibroblasts.

In this study, we screened both previously published and other genes that are associated with developing and mature cardiac endothelium and found that the retroviral-induced expression of *Sox17* and *Erg* directly reprograms murine cardiac fibroblasts into induced-endothelial cells. The created iECs display the functional properties of endothelial cells, interact with cardiomyocytes, and improve vascular perfusion of myocardial scar area in adult mouse hearts post-myocardial infarction when injected at the time of injury. Genomic analyses revealed that this reprogramming strategy generates endothelial cells that are more arterial in nature based on marker gene expression and the mechanism in which they transition from fibroblasts to endothelial cells. When compared to *Etv2*-based reprogramming, this reprogramming mechanism instructs the targeted fibroblasts to a differentiated endothelial identity, whereas traditional *Etv2* reprogramming directs the targeted fibroblasts to an immature endothelial state. Furthermore, this more direct approach allows for more efficient generation of iECs in both neonatal and adult cardiac fibroblasts as well as lung and skeletal muscle fibroblasts when compared to *Etv2*-based reprogramming. This study also demonstrates the in vivo ability of this *Sox17*-*Erg* retroviral-based approach to convert native murine cardiac fibroblasts present in infarcted myocardium into endothelial cells.

## Results

### Sox17 and Erg reprogram murine cardiac fibroblasts

We designed a screening strategy to identify the reprogramming factors that best convert neonatal cardiac fibroblasts into endothelial cells by combining the methodologies used in MGT-mediated iCM reprogramming and published strategies for iEC reprograming (Fig. 1a). Murine cardiac neonatal fibroblasts were first isolated and then infected with retrovirus on the following day. The cells were then stained and quantified for PECAM1 expression 7 days after retroviral infection. We analyzed previously published scRNAseq datasets from E12.5 developing coronary endothelial cells and adult murine heart cells to contextualize the previously published reprogramming factors and to identify new potential factors for reprogramming (Fig. 1b)^10,11^. All of the identified factors except *Etv2* were found to be expressed in at least one cluster of the developing heart endothelial cells, an expected finding given that *Etv2* targets a cell fate decision prior to the establishment of specialized endothelial identity^9^ (Fig. 1c, e). Analysis of the expression of these factors in the adult heart also illustrated the lack of *Etv2* expression in adult heart cells, which is predominantly restricted to the testes of adult mice^9^. Of the selected genes, only *Sox17* and *Erg* were found to be specifically expressed in adult cardiac endothelial and endocardial cells. In contrast, other genes were highly expressed in endothelial cells but also expressed in other cell types, such as *Nr2f2* and *Fli1* (Fig. 1d, f). Ten factors were selected and screened by pooling all 10 genes and then removing one factor to determine the most essential component. Removal of *Sox17* had the most drastic negative effect on the number of PECAM1-positive cells (Fig. 1g, average of 3.8% for 10F to 1.4% with removal of *Sox17*). With *Sox17* identified as the most crucial factor, cells were then reprogrammed with either *Sox17* alone or with an additional factor to determine whether an additional factor increases the number of generated PECAM1-positive cells. Four potential candidates (*Erg*, *Etv2*, *Fli1*, and *Klf2*) were identified as having a positive impact on *Sox17*-mediated iEC generation (Fig. 1h, average of 2.6% for *Sox17* alone to >7% for potential candidates). These five factors were then pooled and single constructs were removed to determine whether removal of any of the non-*Sox17* constructs would impact reprogramming. Notably, only the removal of *Etv2* resulted in the increase of PECAM1-positive cells relative to the five-factor combination (Fig. 1i, average of 7.3% for 5F to 10.8% with removal of *Etv2*). Finally, the remaining possible combinations of reprogramming cocktails were compared to *Sox17* alone, as well as the previously published cocktail *Etv2 Erg Fli1*. The addition of *Erg* to *Sox17* resulted in the simplest reprogramming cocktail comprised of the fewest factors that resulted in the greatest number of PECAM1-positive cells (Fig. 1j–n, Supplementary Fig. 1, 5.6% for *Etv2 Erg Fli1* and 22.5% for *Sox17 Erg*).

**Fig. 1:**
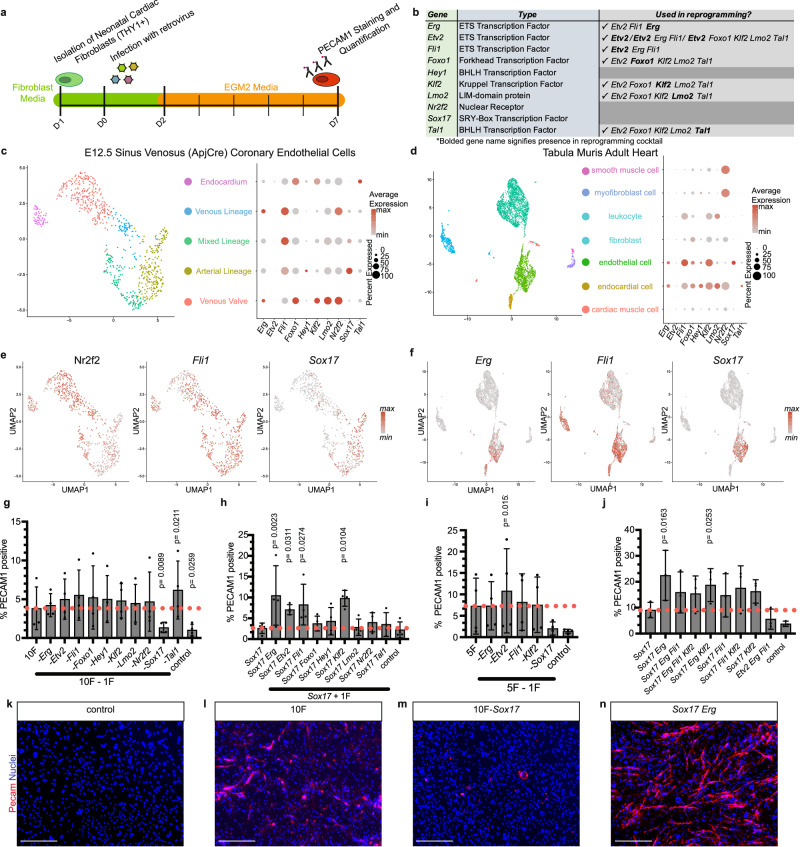
Sox17 and Erg reprogram murine cardiac fibroblasts. **a** Schematic of screening factors that impact the direct reprogramming of cardiac fibroblasts to iECs. **b** Table of previously published and other factors to be tested in iEC direct reprogramming. **c** UMAP of E12.5 coronary endothelial cells with dot plot of selected factor gene expression. **d** UMAP of Tabula Muris Adult Heart cells with dot plot of selected factor gene expression. **e** Expression profiles of *Nr2f2*, *Fli1*, and *Sox17* in E12.5 murine cardiac endothelial cells. **f** Expression profiles of *Erg*, *Fli1*, and *Sox17* in adult murine cardiac cells. **g**–**j** Quantification of day 7 PECAM1 immunofluorescence screening data (two-sided ratio paired Student’s *t*-test, mean with SD) (**g**–**i** *n* = 4 independent samples, **j** *n* = 3 independent samples). **k**–**n** Representative day 7 images of screening selected reprogramming factors (scale bars 275 µm). Source data are provided as a Source Data file.

### Sox17-Erg reprogramming generates functional iECs

With *Sox17*-*Erg* creating PECAM1-expressing cells by Day 7 of reprogramming, we further characterized the endothelial molecular function and marker expression of these cells and investigated when these cells acquire and maintain endothelial cell identity. A PECAM1-positive cell depletion step was added to the fibroblast isolation protocol in order to limit the potential impact of primary neonatal endothelial cell contamination on the characterization of iECs (Fig. 2a, Supplementary Fig. 2). Flow cytometry analysis of Day 7 samples demonstrated that *Sox17*-*Erg* reprogramming resulted in a greater number of PECAM1-positive CDH5-positive cells (average of 12.57%) than both *Etv2* (4.03%) and negative control (0.76%) samples (Fig. 2b, e). *Sox17*-*Erg* samples continued to have a greater number of PECAM1 CDH5 dual positive cells at both 2 weeks and 4 weeks than control samples (Fig. 2c–e). Immunofluorescence analysis of day 7 and 4-week samples further validated our flow cytometry findings and demonstrated that iECs expressed two pan-endothelial marker genes, CDH5 and PECAM1, at day 7 through 4 weeks post-retroviral infection at significantly higher percentages when compared to control samples. Of note, iECs formed cord-like structures by Day 7 when cultured on collagen-coated dishes and when plated on Matrigel for a cord-formation assay similar to what is observed in cultured primary endothelial cells^12^ (Fig. 2f, g, Supplementary Fig. 3d). Beyond the cord formation, the *Sox17*-*Erg* generated iECs demonstrated additional endothelial cell functional properties in vitro. iECs uptake Ac-LDL and produce nitric oxide at higher levels than control fibroblast cells (Fig. 2h, i, Supplementary Fig. 3a, b). iECs also responded to TNFalpha stimulation in a similar fashion to native endothelial cells, as seen by increased expression of *Icam1, Sele*, and *Vcam1* relative to their unstimulated condition (Fig. 2j). Interestingly, this ability of iECs to respond to TNFalpha may be inherited from their initial fibroblast identity since fibroblasts can also respond to TNFalpha. However, stimulated-iECs responded slightly differently in *Icam1* and *Vcam1* expression when compared to control cells. The resulting TNFalpha stimulation of iECs also corresponded to binding THP1 monocytes at higher levels than without TNFalpha stimulation, further confirming their endothelial-like functionality in inflammatory conditions (Fig. 2k, Supplementary Fig. 3c).

**Fig. 2:**
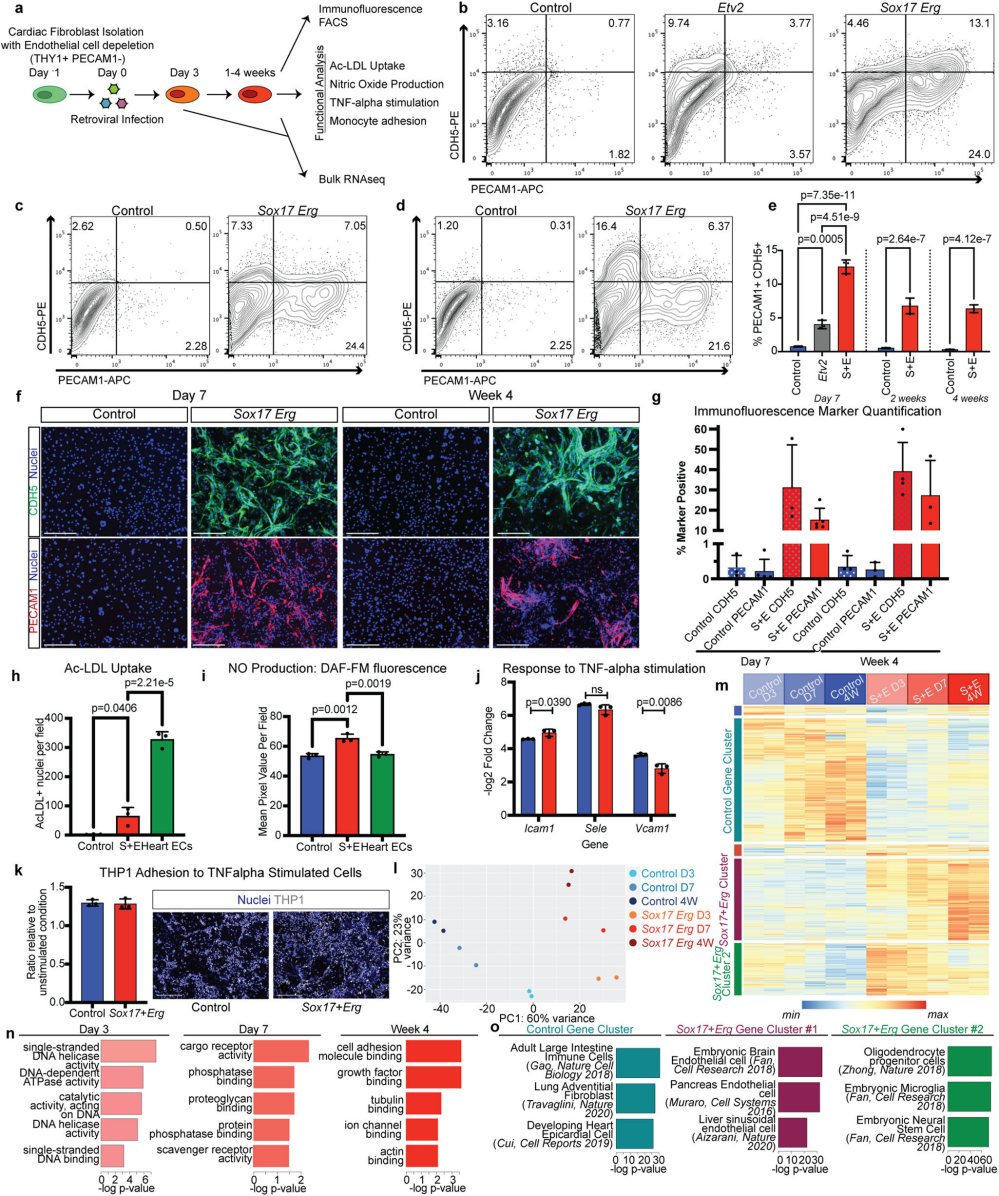
Sox17-Erg reprogramming generates functional iECs. **a** Workflow schematic of the generation of and functional characterization of iECs. Representative CDH5 PECAM1 flow cytometry analysis of Day 7 (**b**), 2 weeks (**c**), and 4 weeks (**d**) samples. **e** Graph of CDH5 PECAM1 double positive cells from flow cytometry analysis (one-way ANOVA with Tukey post-test, *n* = 3 independent samples, mean with SD). **f** Immunofluorescence staining of 7-day and 4-week control and iEC samples (scale bars 275 µm). **g** Quantification of CDH5 and PECAM1 immunofluorescence data (mean with SD) (PECAM1 day 7 *n* = 5 independent samples, PECAM1 week 4 *n* = 3 independent samples, CDH5 day 7 *n* = 3 independent samples, CDH5 week 4 *n* = 4 independent samples). **h** Quantification of Ac-LDL Uptake of 4-week-old samples (*n* = 3 independent samples) (one-way ANOVA with Tukey post-test, mean with SD). **i** Quantification of DAF-FM signal intensity to detect NO production (*n* = 3 independent samples) (one-way ANOVA, mean with SD). **j** qPCR of TNFalpha stimulation response genes relative to unstimulated condition (control in blue, *Sox17*-*Erg* in red) (*n* = 3 independent samples) (two-sided Student’s *t*-test, mean with SD). **k** Quantification and representative images of THP1 cell adhesion to stimulated control and *Sox17*-*Erg* iECs (*n* = 3 independent samples, mean with SD) (scale bars 275 µm). **l** Principal component analysis of bulk RNAseq control and *Sox17*-*Erg* iEC samples. **m** Heatmap of differentially expressed genes identified between control and *Sox17*-*Erg* iEC samples with further characterization of the identified gene clusters using GO Biological Process enrichment. **n** GO Molecular Function enrichment of differentially expressed genes specific to the age of iEC samples (one-sided Fisher’s exact test with Benjamini–Hochberg correction). **o** Enrichment comparison analysis of identified differentially expressed gene clusters found in **k** to previously published datasets (one-sided Fisher’s exact test with Benjamini–Hochberg correction). Source data are provided as a Source Data file.

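Fibroblasts isolated from neonatal mouse hearts were infected with *Sox17* and *Erg* retroviruses or served as controls, and RNA was isolated at Day 3, Day 7 and 4 weeks for bulk RNAseq. Each of the 6 groups had 2 libraries, 12 in all. Stranded mRNA libraries were sequenced with 2 × 50 paired-end reads, high GC content was trimmed with BBDuk, and transcript expression was quantified with Salmon. The authors deposited estimated counts for 35727 Ensembl genes, rounded to whole numbers and not normalized for library size. The paper's text does not name the Salmon version, the genome build or the annotation, and gene positions given here are those of GRCm38 in the GENCODE M21 annotation. Total counts on genes were 27088272 and 22477092 in the control libraries at Day 3, 25054384 and 25748545 at Day 7, and 41240449 and 24120758 at 4 weeks. In the *Sox17*-*Erg* libraries they were 19011635 and 24362607 at Day 3, 36835500 and 22757129 at Day 7, and 28943145 and 24987395 at 4 weeks. The 10 genes with the most counts took between 7.58% and 13.0% of each library. Replicates of a group had a Pearson correlation between 0.969 and 0.979 across genes on the log2 scale, where genes are not independent replicates, and between 1052 and 1472 genes per group differed more than 2-fold between the 2 libraries. The counts of each pair of replicates differed far beyond counting error, with a chi-square per degree of freedom between 28.5 and 73.2.

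Counts were normalized with edgeR's TMM method, and the 15506 genes past its filterByExpr function were tested. One quasi-likelihood model with a mean for each group was fitted to all 12 libraries, which left 6 residual degrees of freedom, and differentially expressed genes (DEGs) were those with a Benjamini-Hochberg adjusted p under 0.05. In counts simulated from the means and sizes of these libraries, where 195 of the 15136 tested genes were changed at Day 7, the test called 139 of the changed genes and 9 of its 148 calls were false. DESeq2, which the paper used, called 155 of them on the same simulated counts, and 55 of its 210 calls were false. These counts were drawn once, with gene spreads that edgeR had estimated, and DESeq2's own filters on low counts and outliers were turned off. Far fewer genes were changed than the 1470 and 1230 called at Day 7 in the data. The false shares therefore need not hold for the data or for the paper's DESeq2 calls. At a single time point, 2 libraries against 2 cannot give an exact two-sided permutation p below 0.33. Single genes were therefore also tested over the 3 time points together, with the labels permuted within each time point, where the permutations give a smallest two-sided p of 0.0093. A gene with at most 3 counts in every library of a group was taken to be at the floor of that group, and a fold against it is given as a lower bound. Error terms and floors cover the libraries and their counting error only.

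*Sox17* (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354) had 606 ± 247 TMM-normalized CPM (SD, n = 2) in the *Sox17*-*Erg* samples at Day 3, 895 ± 147 at Day 7 and 975 ± 86.3 at 4 weeks. No control library held more than 9 counts of it. It was at least 7420-fold higher than in the control samples at Day 7 and at least 7990-fold higher at 4 weeks. *Erg* (ENSMUSG00000040732, chromosome 16, 95359169 to 95586593) had 36.2 ± 14.7 CPM at Day 3, 18.2 ± 1.60 at Day 7 and 46.5 ± 26.5 at 4 weeks, with log2 fold changes over control of 5.03, 4.67 and 8.49 (adjusted p = 0.017, 0.017 and 0.002). Both genes had a stratified exact permutation p of 0.0093. The gene counts do not separate reads of the retroviral copies from those of the endogenous genes, and 15.7% of the 31-base words of the *Sox17* transcripts also occur in 1 other annotated gene.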

Bulk RNAseq was performed on Day 3, Day 7, and 4-week control and *Sox17*-*Erg* samples to further determine which genes were activated by *Sox17*-*Erg* reprogramming and to identify when their endothelial identity was acquired and maintained. Comparison of the different conditions illustrated that the *Sox17*-*Erg* samples established a distinct identity by Day 3 and maintained an endothelial-like identity into 4 weeks, supporting our functional analyses that utilize 4-week-old iECs (Fig. 2l). 

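The first principal component of the 500 most variable genes held 51.1% of the variance between the 12 libraries and the second held 19.1%. On the first component the *Sox17*-*Erg* libraries lay at 42.8 and 32.0 at Day 3, 39.8 and 26.9 at Day 7, and 36.3 and 33.6 at 4 weeks. The control libraries lay at -10.3 and -10.8, at -36.9 and -43.9, and at -55.9 and -53.4. The second component followed time in both groups, from -24.3 and -25.7 at Day 3 to 37.8 and 31.3 at 4 weeks in *Sox17*-*Erg* samples, and from -32.1 and -31.0 to 18.6 and 13.2 in control samples. Of the other transformations tried, DESeq2's variance stabilizing transformation moved the shares most, to 60.6% and 23.3%. Over the same 500 genes, the Euclidean distance between replicates was 39.7 to 53.3. Between a *Sox17*-*Erg* and a control library it was 64.6 to 71.9 at Day 3, 79.9 to 94.5 at Day 7 and 97.1 to 103 at 4 weeks, above every distance between replicates. Libraries of different time points were 48.6 to 75.7 apart within *Sox17*-*Erg* and 46.8 to 78.9 apart within control.

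**Figure D1:**
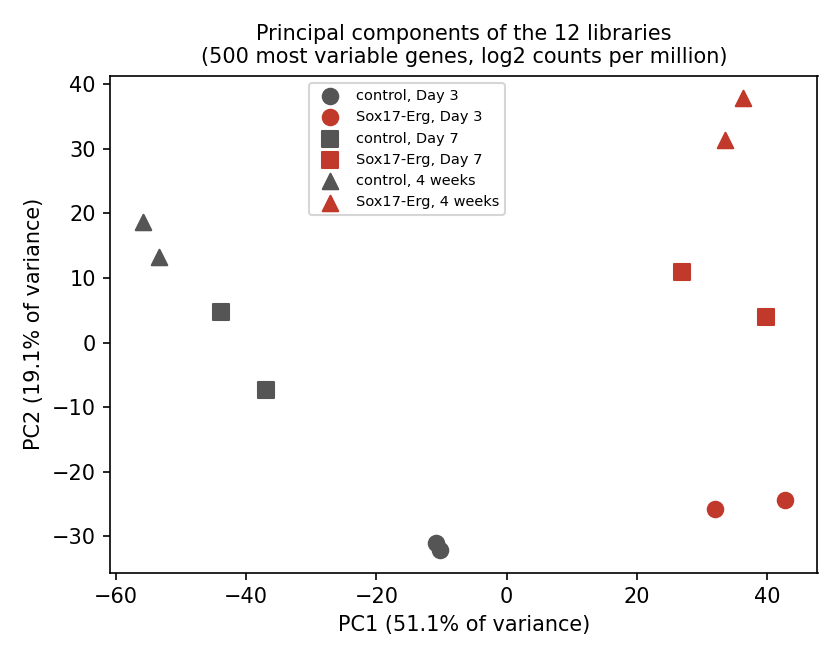
First and second principal components of log2 CPM of the 500 most variable genes, with 1 point per library, coloured by group and shaped by time point. All *Sox17*-*Erg* libraries lie between 26.9 and 42.8 on the first component and all control libraries at -10.3 or below.

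At Day 3, 1115 genes were higher and 795 lower in *Sox17*-*Erg* than in control samples by edgeR's quasi-likelihood test at an adjusted p under 0.05. At Day 7 there were 1470 higher and 1230 lower genes, and at 4 weeks 1845 and 1703. Across the 3 time points, 556 genes were higher and 352 lower at all of them. As a ratio, the Day 3 counts moved most with a stricter adjusted p under 0.01, which left 304 higher and 117 lower genes. A fit of the 4 Day 7 libraries alone called 609 higher and 479 lower genes, and the DESeq2 Wald test called 1677 and 1595 at Day 7. At 4 weeks a GC-content offset, added after the data were seen, gave 1719 higher and 1890 lower genes, which reversed the majority. The offset also moved the median log2 fold change of all genes there from -0.014 to -0.051. The reversal can therefore not be laid to GC content alone.

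Libraries with the same replicate number deviated together from their group means. The correlation of these deviations across genes was 0.19 at Day 3, 0.30 at Day 7 and 0.17 at 4 weeks. With the replicate number as a block over all libraries, 1230 genes were higher and 1030 lower at Day 3, 1572 and 1460 at Day 7, and 1923 and 1895 at 4 weeks. A separate replicate block within each time point gave 1973 and 1619 genes at Day 3, 2142 and 2065 at Day 7, and 2405 and 2398 at 4 weeks. Between time points the correlation of same-numbered libraries was 0.17 in control and 0.22 in *Sox17*-*Erg* from Day 3 to Day 7. In control it was -0.10 from Day 3 to 4 weeks and -0.11 from Day 7 to 4 weeks, in *Sox17*-*Erg* it was -0.05 in both, and a replicate block with the numbers crossed at 4 weeks gave 1712 and 1369, 1840 and 1724, and 2140 and 2120 genes. These last 2 pairings were chosen after the data were seen.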

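A total of 4812 genes were differentially expressed between *Sox17*-*Erg* and control samples at 1 or more of the time points. Their log2 CPM were scaled to z-scores per gene over the 12 libraries and divided by k-means clustering with k = 3 and 50 starts, since the paper's text does not name a clustering method. The cluster with the lowest *Sox17*-*Erg* expression relative to control held 2206 genes. Of the other clusters, the one whose *Sox17*-*Erg* expression rose with time held 1329 genes, and the one whose *Sox17*-*Erg* expression fell after Day 3 held 1277 genes. Ward hierarchical clustering into 3 groups gave 2235, 1342 and 1235 genes, of which 2192, 1244 and 1155 were in the same k-means cluster. With k = 5, the clusters picked by the same rule held 832, 1058 and 926 genes, and with only the 2674 genes that changed by a log2 fold change of at least 1, they held 1339, 772 and 563. The first cluster moved most with k = 5 and the other clusters with the minimum fold change. On simulated genes drawn from 3 well separated profiles, k-means with k = 3 placed 100% of 600 genes in the cluster they were drawn from. This checks the procedure only and cannot tell whether the DEGs here form 3 groups.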

Clustering of the differentially expressed genes (DEGs) at each timepoint revealed three distinct gene groups. The control gene cluster DEGs were more lowly expressed by Day 3 in *Sox17*-*Erg* samples and remained expressed in the control samples. 

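In the k-means clustering, the median log2 fold change of the control gene cluster in *Sox17*-*Erg* against control samples was -0.67 at Day 3, -0.89 at Day 7 and -0.99 at 4 weeks. Of its 2206 genes, 1983 had a negative log2 fold change at Day 3, 2148 at Day 7 and 2127 at 4 weeks. The decrease passed an adjusted p under 0.05 in 766 genes at Day 3, in 1228 at Day 7 and in 1671 at 4 weeks. The mean z-score of the cluster in the control samples was 0.17 at Day 3, 0.77 at Day 7 and 1.03 at 4 weeks. In the *Sox17*-*Erg* samples it was -0.85, -0.57 and -0.56. Within the control samples, 917 of these genes were higher and 100 lower at 4 weeks than at Day 3. *Smoc2*, 1 of the 5 genes nearest the center of the cluster, had a log2 fold change of -2.36 at Day 3 (standard error 0.62, adjusted p = 0.04), -2.90 at Day 7 (0.61, 0.013) and -3.60 at 4 weeks (0.63, 0.0037). *Pde3a*, another of these, changed by -0.71 (0.13, 0.013), -0.93 (0.13, 0.0019) and -1.13 (0.13, 0.00045).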

*Sox17*-*Erg* Cluster#1 pertained to genes that were more highly expressed by Day 7 and maintained their expression by 4 weeks. These genes included canonical endothelial cell marker genes (i.e. *Pecam1*, *Cdh5*, *Vwf* and *Tek*), and artery development and endothelial cell migration were among the top GO Biological Process terms when these genes were analyzed by enrichment analysis (Fig. 2m, Supplementary Fig. 4a). 

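The 1329 genes of *Sox17*-*Erg* Cluster#1 had a median log2 fold change over control of 0.51 at Day 3, 0.87 at Day 7 and 1.31 at 4 weeks. At Day 3 the increase passed the threshold in 482 of them, at Day 7 in 785 and at 4 weeks in 1144. Their mean z-score in the *Sox17*-*Erg* samples was 0.12 at Day 3, 0.66 at Day 7 and 1.31 at 4 weeks, while it stayed at -0.74, -0.73 and -0.62 in the control samples. Within the *Sox17*-*Erg* samples, 1109 of the genes had a positive log2 fold change from Day 3 to Day 7, with a median of 0.37, and 118 of them passed an adjusted p under 0.05. From Day 7 to 4 weeks 1136 had a positive log2 fold change, with a median of 0.36. This rise passed the threshold in 110 genes and a fall passed it in 1. *Sox13*, 1 of the 5 genes nearest the center of the cluster, had a log2 fold change over control of 1.31 at Day 3 (standard error 0.17, adjusted p = 0.0023), 2.14 at Day 7 (0.17, 0.00012) and 2.97 at 4 weeks (0.17, 1.7e-05).

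**Figure D2:**
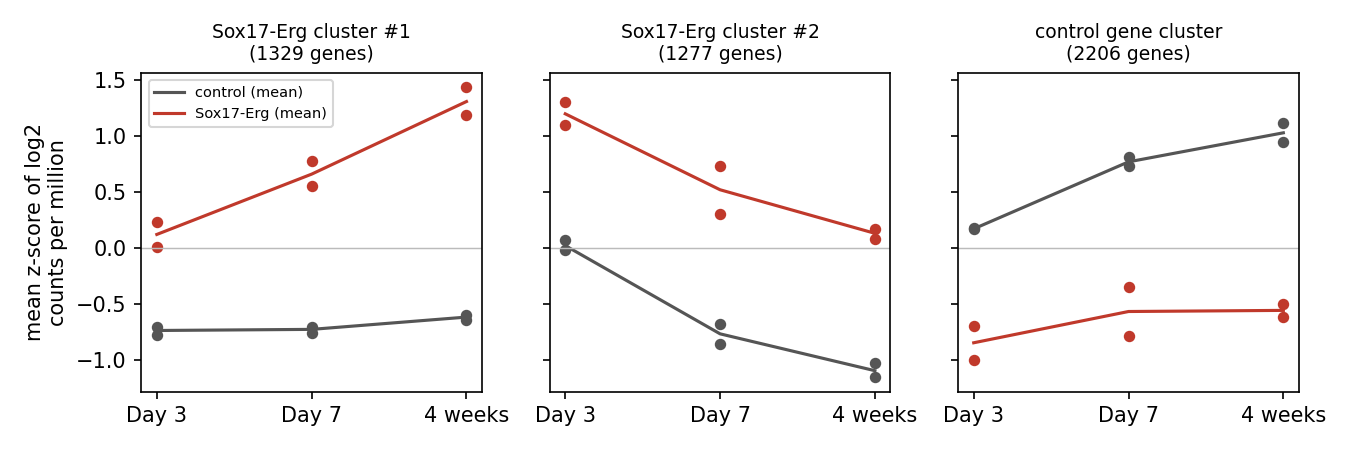
Mean z-score of log2 CPM over the genes of each k-means cluster against time, with 1 point per library and lines through the group means of control and *Sox17*-*Erg* samples. In Cluster#1 the *Sox17*-*Erg* mean rises from 0.12 at Day 3 to 1.31 at 4 weeks and the control mean ends at -0.62.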

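*Pecam1*, *Cdh5*, *Vwf* and *Tek* all fell in Cluster#1 of the k-means clustering. *Pecam1* (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) had 23.3 ± 0.405 CPM (SD, n = 2) in *Sox17*-*Erg* samples and 14.7 ± 2.96 in control samples at Day 3, 45.5 ± 16.9 and 10.7 ± 2.43 at Day 7, and 106 ± 16.0 and 5.82 ± 3.34 at 4 weeks. Its log2 fold change was 0.67 at Day 3 (standard error 0.38, adjusted p = 0.27), 2.10 at Day 7 (0.39, 0.0069) and 4.21 at 4 weeks (0.42, 2e-04). *Cdh5* (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511) had 178 ± 42.5 CPM in *Sox17*-*Erg* samples at Day 3, 324 ± 107 at Day 7 and 445 ± 72.2 at 4 weeks, against 7.60 ± 9.46, 4.15 ± 5.55 and 0.410 ± 0.225 in control samples. Its log2 fold change was 4.58 at Day 3 (standard error 1.23, adjusted p = 0.043), 6.29 at Day 7 (1.34, 0.013) and 10.17 at 4 weeks (1.67, 0.0027). *Vwf* (ENSMUSG00000001930, chromosome 6, 125546774 to 125686679) did not differ from control beyond the spread between replicates at Day 3 (log2 fold change 0.04, adjusted p = 0.99) or Day 7 (-0.11, 0.95), where the control libraries differed by more than the groups did. At 4 weeks *Vwf* had 57.9 ± 14.1 CPM in *Sox17*-*Erg* samples and 2.53 ± 0.675 in control samples, a log2 fold change of 4.53 (standard error 0.95, adjusted p = 0.0088). *Tek* (ENSMUSG00000006386, chromosome 4, 94739289 to 94874976) was higher in *Sox17*-*Erg* samples by a log2 fold change of 1.54 at Day 3 (standard error 0.19, adjusted p = 0.0024), 0.97 at Day 7 (0.19, 0.0089) and 0.54 at 4 weeks (0.19, 0.07). Over the 3 time points, the stratified exact permutation p was 0.0093 for *Pecam1*, *Cdh5* and *Tek* and 0.12 for *Vwf*. When the replicate number was a block, the log2 fold change of *Vwf* at Day 7 was 0.23, and DESeq2 gave -0.03 at Day 3. A replicate block within each time point, chosen after the data were seen, gave 0.53 for *Vwf* at Day 7 and 0.53 for *Tek* at 4 weeks (adjusted p = 0.042). All adjusted p-values are from edgeR's quasi-likelihood test.

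**Figure D3:**
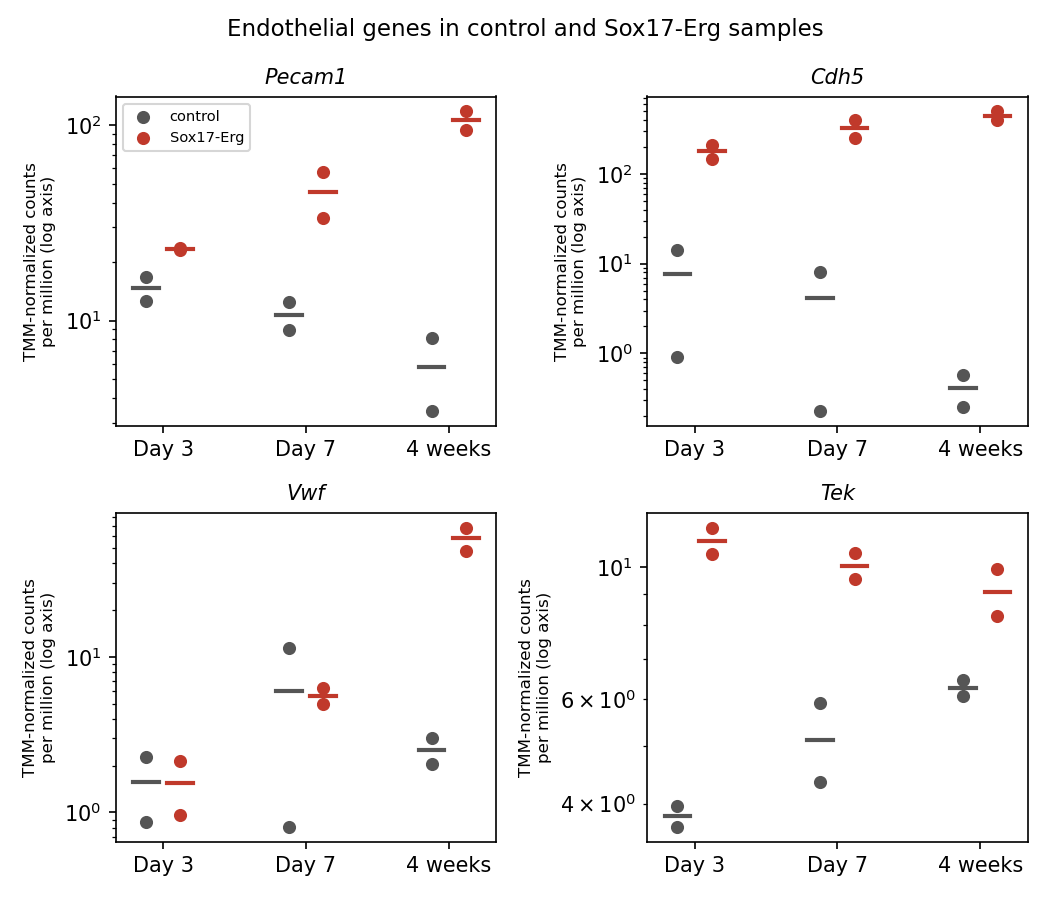
TMM-normalized CPM of *Pecam1*, *Cdh5*, *Vwf* and *Tek* on log axes, with 1 point per library and a bar at the mean of each group at each time point. *Pecam1* reaches a mean of 106 in the *Sox17*-*Erg* samples at 4 weeks, and *Vwf* separates from control only at 4 weeks, with 57.9 against 2.53.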

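The k-means cluster of 1277 genes that were highest in *Sox17*-*Erg* samples at Day 3 had a mean z-score of 1.20 in those samples at Day 3, 0.52 at Day 7 and 0.13 at 4 weeks. In the control samples it fell over the same time from 0.02 to -0.77 and -1.10. The median log2 fold change over control was therefore nearly level, at 0.54, 0.59 and 0.57, and the increase passed an adjusted p under 0.05 in 624, 685 and 697 genes. Within the *Sox17*-*Erg* samples the median log2 change was -0.30 from Day 3 to Day 7, where 96 genes were lower at the threshold, and -0.16 from Day 7 to 4 weeks, where 50 were. Within the control samples 631 of the genes were lower at 4 weeks than at Day 3. *Cdc25a*, 1 of the 5 genes nearest the center of this cluster, was higher than in control samples by a log2 fold change of 1.06 at Day 3 (standard error 0.19, adjusted p = 0.012), 0.97 at Day 7 (0.19, 0.0097) and 1.08 at 4 weeks (0.20, 0.0044). A list of 10 cell cycle genes that the paper gives for its first single-cell *Sox17 Erg* cluster (Supplementary Data 1) was followed as a set. Of the 9 that could be tested, 6 fell in this k-means cluster, *Top2a*, *Ube2c*, *Cenpf*, *Prc1*, *Cenpe* and *Mki67*, where 8.24% of all tested genes did (Fisher's exact test, p = 2.1e-05, adjusted p = 0.00017 over 48 tests). Of the 9, 0 were called at Day 3 or Day 7 and 6 at 4 weeks, so these entered the clustering by their 4-week calls. The median log2 fold change of the 9 over control was 1.46 at Day 3 (adjusted p = 0.0033 by limma's camera test), 0.79 at Day 7 (0.19) and 2.11 at 4 weeks (0.019). Replicate number as a block gave medians of 1.47 (0.0039), 0.78 (0.19) and 2.24 (0.021). Blocking on replicate within each time point, chosen after the data were seen, gave 0.78 at Day 7 with an adjusted p of 0.035, while an estimated inter-gene correlation gave adjusted p-values of 0.39, 0.65 and 0.47. *Mki67* (ENSMUSG00000031004) had 425 ± 59.0 CPM (SD, n = 2) in *Sox17*-*Erg* samples and 154 ± 25.1 in control samples at Day 3, 196 ± 129 and 90.7 ± 64.6 at Day 7, and 54.9 ± 37.4 and 11.5 ± 0.234 at 4 weeks.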

The second set of *Sox17*-*Erg* differentially expressed genes was highly expressed by Day 3 but later more lowly expressed and related to activities in the nucleus suggesting transcriptional changes but endothelial identity is not yet established. 

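Genes unique to a time point were those higher in *Sox17*-*Erg* than in control samples at an adjusted p under 0.05 there and not called higher at the other 2 time points. There were 374 such genes at Day 3, 220 at Day 7 and 700 at 4 weeks. The median log2 fold change of the Day 3 genes was 0.62 at Day 3, 0.29 at Day 7 and 0.17 at 4 weeks, and 274 of the 374 also had a positive log2 fold change at both later time points. That of the Day 7 genes was 0.67 at Day 7, 0.28 at Day 3 and 0.32 at 4 weeks, with 178 of the 220 positive throughout. The 4-week genes had a median of 1.16 at 4 weeks, 0.20 at Day 3 and 0.41 at Day 7, with 473 of the 700 positive throughout. A call at 1 time point only does not test the difference between time points, which passed the threshold for 13 genes between Day 3 and Day 7, 6 between Day 7 and 4 weeks and 498 between Day 3 and 4 weeks. The sets depend on how the libraries are fitted. With each time point fitted to its own 4 libraries, 669 genes were unique to Day 3 and 31 to Day 7.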

The acquisition and maintenance of endothelial identity and function were further defined by GO Molecular Function enrichment of the unique *Sox17*-*Erg* differentially expressed genes at each timepoint. 

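Short lists of genes, 5 families of the kinds named by GO Molecular Function terms, were set against the genes unique to each time point. Their member lists were written after the data were seen, and a listed gene need not be a strict member of the family. Of the 9 MCM helicase genes tested, *Mcm6* and *Mcm7* were unique to Day 3 (Fisher's exact test against the 15506 tested genes, p = 0.019, adjusted p = 0.45 over 48 tests). At Day 3 the 9 genes together had a median log2 fold change of 1.13 (adjusted p = 0.00071 by the camera test), and all 9 were positive. *Mcm6* (ENSMUSG00000026355) changed by 1.13 at Day 3 (standard error 0.22, adjusted p = 0.016), 0.69 at Day 7 (0.22, 0.064) and 0.57 at 4 weeks (0.23, 0.1). *Mcm7* (ENSMUSG00000029730) changed by 1.41 (0.30, 0.019), 0.52 (0.29, 0.26) and 0.45 (0.30, 0.31). Of the 9 cell cycle genes that the paper lists for its first single-cell *Sox17 Erg* cluster, 0 were unique to Day 3 or Day 7 and 6 were unique to 4 weeks (Fisher's exact test, adjusted p = 3e-05), the only set of the 48 tests to pass 0.05. All 9 were also positive at Day 3, with a median log2 fold change of 1.46, and at Day 7, but 0 were called there. Their being unique to 4 weeks is thus a matter of the threshold and is not evidence of a late effect. Of the other lists, *Loxl2* of the scavenger receptor list (log2 fold change 0.93, standard error 0.23, adjusted p = 0.034) and the integrin gene *Itgal* (1.37, 0.38, 0.048) were unique to Day 3. None of the 21 genes of the scavenger receptor list and none of the 14 of the LDL receptor list was unique to Day 7. There 1 integrin gene was, *Itga4*, with a log2 fold change of 1.71 at Day 7 (standard error 0.41, adjusted p = 0.021). At 4 weeks the unique genes held the integrin gene *Itgb3* (1.54, 0.27, 0.0041) and, of the scavenger receptor list, *Cxcl16* (1.01, 0.17, 0.0034) and *Scara3* (1.92, 0.32, 0.0029). They also held *Sort1*, which was on the LDL receptor list. The 21 integrin genes had a median log2 fold change of 0.55 at 4 weeks (adjusted p = 0.012 by the camera test), with 14 of them positive, against 0.13 at Day 3 (0.78) and 0.31 at Day 7 (0.053). For the MCM and integrin lists the camera test was run only at its preset inter-gene correlation of 0.01. Of the insulin-like growth factor binding proteins, *Igfbp3* was unique to Day 3.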

At Day 3 the enrichment terms were related to activity in the nucleus, which transitioned to receptor activity at Day 7 and then centered around growth factor binding and cell adhesion molecules at 4 weeks (Fig. 2n). Cell type enrichment analysis of the differentially expressed gene groups further confirmed the acquisition of endothelial cell identity. The *Sox17*+*Erg* Gene Cluster#1 genes were similar to other published endothelial cell gene sets whereas the control cluster genes enriched for more fibroblast-like cell types (Fig. 2o). Thus, by Day 7 of *Sox17*-*Erg* reprogramming, the targeted cells converted to an endothelial identity that is maintained for at least four weeks and iECs displayed canonical endothelial cell functionality and marker expression in vitro.

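Marker genes that the paper lists for its single-cell clusters (Supplementary Data 1) were counted in the k-means clusters of the bulk RNAseq. Each such list held 10 genes, the number per cluster that Fig. 4i shows as top markers, so longer marker lists were not tested. Of 12 fibroblast markers, *Thy1*, *Tcf21* and the 10 genes of the single-cell cluster Control #2, 9 fell in the control gene cluster, where 14.2% of the tested genes fell (Fisher's exact test, adjusted p = 4.1e-05 over 48 tests). The exceptions were *Thy1*, *Fmo2* and *Gpx3*, which were not among the DEGs. DESeq2 did call *Thy1* lower at Day 3 (-0.84, adjusted p = 0.011). So did a replicate block within each time point, chosen after the data were seen (-0.87, adjusted p = 0.023). All 12 had negative log2 fold changes at every time point, with a median of -1.81 at Day 3, -2.48 at Day 7 and -2.53 at 4 weeks (adjusted p = 3.3e-08, 3.7e-07 and 2.2e-05 by the camera test). The replicate block gave medians of -1.87, -2.52 and -2.62. With the inter-gene correlation estimated from the data, the adjusted p-values were 0.16, 0.19 and 0.27. *Dcn* (ENSMUSG00000019929) had 331 ± 71.5 CPM (SD, n = 2) in control samples and 111 ± 64.7 in *Sox17*-*Erg* samples at Day 3, and 2603 ± 357 and 263 ± 54.4 at 4 weeks. Of 6 endothelial genes that the paper names, *Pecam1*, *Cdh5*, *Vwf*, *Tek* and *Icam2* fell in Cluster#1, where 8.57% of the tested genes fell (adjusted p = 0.00018), and *Kdr* fell in the second *Sox17*-*Erg* cluster. Since the paper named 4 of these genes as members of its own Cluster#1 in the same libraries, this overlap was largely fixed in advance. All 10 listed markers of the single-cell cluster *Sox17 Erg* #3 fell in Cluster#1 (adjusted p = 1e-09). So did 5 of the 9 tested markers listed for *Sox17 Erg* #2 (0.0026) and 3 of the 9 for *Etv2* #4 (0.13). A list of 18 tested endothelial genes that the paper does not name for the bulk RNAseq, written after the data were seen, had none in Cluster#1 and 6 in the second *Sox17*-*Erg* cluster (0.013). The published gene sets of Fig. 2o were not analysed here.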

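The 6 endothelial genes *Pecam1*, *Cdh5*, *Vwf*, *Tek*, *Kdr* and *Icam2* had a median log2 fold change in *Sox17*-*Erg* against control samples of 2.12 at Day 3, 3.04 at Day 7 and 4.37 at 4 weeks. The adjusted p-values of limma's camera test over 12 tests were 5.3e-06, 2.8e-06 and 3.9e-07. The paper named *Pecam1*, *Cdh5*, *Vwf* and *Tek* as rising Cluster#1 genes in these same libraries, so most of the list was chosen for the pattern and these p-values are not an independent test of it. Of the 6 genes, 4 were higher at an adjusted p under 0.05 at Day 3, 5 at Day 7 and 5 at 4 weeks. With the replicate number as a block, the medians were 2.11, 3.03 and 4.46 (adjusted p = 1.2e-07, 9.9e-08 and 4.9e-08). The alternative that moved the test most was an inter-gene correlation estimated from the data in place of the preset 0.01, with which the adjusted p-values were 0.065, 0.064 and 0.064. *Icam2* (ENSMUSG00000001029) rose from a log2 fold change of 2.70 at Day 3 (standard error 0.42, adjusted p = 0.0063) to 3.98 at Day 7 (0.44, 0.00059) and 5.91 at 4 weeks (0.50, 7.8e-05). *Kdr* (ENSMUSG00000062960) was higher by 4.43 at Day 3 (0.47, 0.001), 4.45 at Day 7 (0.47, 0.00047) and 3.26 at 4 weeks (0.44, 0.0011). The difference between the effects at Day 3 and 4 weeks passed the threshold for *Pecam1* (3.54, standard error 0.55, adjusted p = 0.011) and *Icam2* (3.20, 0.64, 0.031). Other endothelial genes were followed in lists written after the data were seen. Of these, 18 tested genes such as *Egfl7*, *Tie1* and *Cd93* had a median log2 fold change of 0.51 at Day 3, -0.05 at Day 7 and 1.62 at 4 weeks (adjusted p = 0.32, 0.32 and 0.0044 by the camera test). They lay at percentiles 99.8, 44.5 and 100 of 10000 random lists of the same size and expression. An estimated inter-gene correlation was not tried for this list. Another 15 tested genes such as *Calcrl*, *Ramp2* and *S1pr1* had medians of -0.09, -0.15 and 0.09, at percentiles 24.5, 18.5 and 77.4.

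From the separation of the samples, the gene clusters and their enrichment in Fig. 2l–o, together with its assays of marker proteins and function, the paper concludes that the targeted cells had converted to an endothelial identity by Day 7 and kept it for at least 4 weeks.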

### iECs engraft into infarcted tissue

To improve reprogramming efficiency and fluorescently label reprogrammed cells, we created two polycistronic constructs that contain a GFP-tag, *Sox17* and *Erg* (Fig. 3a)^13,14^. The positions of *Sox17* and *Erg* were swapped in these constructs to determine whether the relatively higher expression of either factor impacts the number of PECAM1-expressing cells on Day 7 (Supplementary Fig. 4b). *Sox17* in the first position resulted in a greater number of PECAM1-positive cells at Day 7 (Fig. 3c and d, average of 18.5% for ESG and 27.3% for SEG). In addition, the *Sox17*-*Erg*-*GFP* (SEG) construct was also more efficient in converting infected cells, with an average conversion rate of 52.3% compared to only 35.3% with *Erg*-*Sox17*-*GFP* (Fig. 3b, d).

**Fig. 3:**
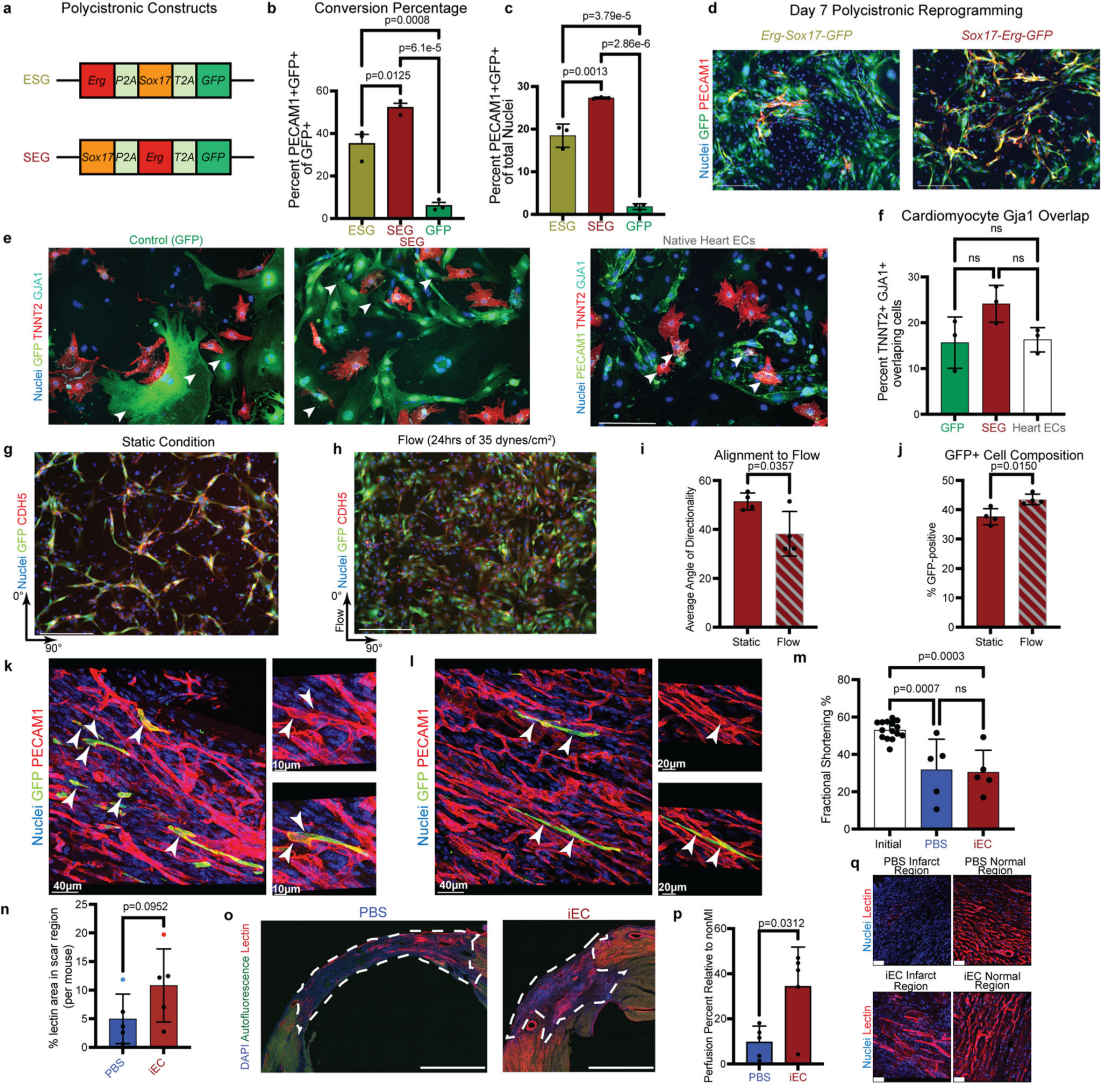
iECs engraft into infarcted tissue. **a** Polycistronic constructs containing *Sox17*, *Erg*, and *GFP*. **b** Quantification of the percent of cells that are infected with polycistronic construct and are PECAM1-positive relative to the number of infected cells at day 7 (*n* = 3 independent samples) (one-way ANOVA with Tukey post-test, mean with SD). **c** Quantification of PECAM1-positive cells at day 7 of reprogramming (*n* = 3 independent samples) (one-way ANOVA with Tukey post-test, mean with SD). **d** Representative images of day seven reprogramming of polycistronic constructs (scale bar 275 µm). **e** Representative images of cardiac fibroblast, iEC, or neonatal cardiac endothelial cells cultured with neonatal cardiomyocytes with white arrows indicating cardiomyocytes interacting with non-cardiomyocytes (scale bar 150 µm). **f** Quantification of percent cardiomyocytes with GJA1+ interactions with non-cardiomyocytes (*n* = 3 independent samples) (one-way ANOVA with Tukey post-test, mean with SD). **g** Day 7 iECs cultured under static conditions (scale bar 275 µm). **h** iECs cultured for 24 h at 35 dynes/cm^2^ flow (scale bar 275 µm). **i** Quantification of GFP alignment to the direction of flow (*n* = 4 independent samples) (two-sided Student’s *t*-test, mean with SD). **j** Quantification of percent GFP-positive cells after static or flow conditions (*n* = 4 independent samples)(two-sided Student’s *t*-test, mean with SD). **k**, **l** Deconvolved three-dimensional images of infarcted murine heart regions that contain SEG iECs that engrafted into pre-existing vasculature (arrows indicate GFP+ PECAM1+ SEG iECs). **m** Fractional shortening of heart before and 4 weeks post myocardial infarction (initial *n* = 15 animals, iEC and PBS *n* = 5 animals) (one-way ANOVA with Tukey post-test, mean with SD). **n** Comparison of percent lectin perfusion post myocardial infarction of scar region (*n* = 5 animals) (two-sided Mann–Whitney test; mean with SD; selected samples for representative images are blue (PBS) or red (iEC)). **o** Representative maximum intensity projection images of lectin-perfused PBS and iEC scar regions (scar region outlined with dashed line). **p** Comparison of normalized percent lectin perfusion in scar area to non-scar area (*n* = 5 animals)(two-sided Student’s *t*-test, mean with SD). **q** Representative three-dimensional images of lectin perfused injury and non-injury areas (scale bar 40 µm). Source data are provided as a Source Data file.

Now that we were able to trace which fibroblasts are infected with the reprogramming construct, we then mixed Day 7 iECs, non-reprogrammed cardiac fibroblasts, or native endothelial cells with isolated primary murine cardiomyocytes at a ratio of one to one to evaluate whether direct reprogramming resulted in endothelial-cardiomyocyte interactions that occur in vivo. Remarkably, when cultured with iECs and observed 5 days after cell plating, the cardiomyocytes were found to be forming GJA1 junctions with the iECs at a similar percentage to both native fibroblasts and cardiac endothelial cells (Fig. 3e, f).

Given that the iECs readily formed tubes and displayed other endothelial functional properties, we tested whether this reprogramming conferred the ability to withstand shear stress due to laminar flow and whether the iECs aligned with the direction of flow like native endothelial cells. 

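Among genes that the paper links to arterial endothelium, *Gja4*, *Gja5*, *Dll4*, *Notch1* and *Hey1* had a median log2 fold change in the bulk RNAseq of *Sox17*-*Erg* against control samples of 3.26 at Day 3, 5.63 at Day 7 and 6.04 at 4 weeks. The adjusted p-values of the camera test were 0.00031, 5.3e-06 and 1e-07. The paper proposes a more arterial nature from these same libraries and names *Gja5* as rising in them. These p-values are therefore not a fully independent test of that reading. With the replicate number as a block, the medians were 3.31, 5.49 and 6.17 (adjusted p = 0.00038, 5.9e-06 and 9.9e-08). An inter-gene correlation estimated from the data gave adjusted p-values of 0.16, 0.12 and 0.065, so the list then passed at no time point. All 5 genes were in Cluster#1 of the k-means clustering. Of the 5, 2 were called higher at Day 3, 4 at Day 7 and 5 at 4 weeks, and each had a stratified exact permutation p of 0.0093. *Hey1* (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256) had 51.6 ± 3.45 CPM (SD, n = 2) in *Sox17*-*Erg* samples and 0.753 ± 0.317 in control samples at 4 weeks, a log2 fold change of 6.04 (standard error 0.65, adjusted p = 0.00028). At Day 3 it was already higher by 4.62 (0.78, 0.0087). *Dll4* (ENSMUSG00000027314) had 1.24 ± 0.470 CPM in *Sox17*-*Erg* samples at Day 3, 9.16 ± 11.0 at Day 7 and 89.2 ± 8.16 at 4 weeks. It was at least 76.0-fold higher than in control samples at Day 7 and at least 731-fold higher at 4 weeks, where no control library had a count. The Day 7 bound is taken from a group mean smaller than its SD, so it does not hold for each library alone. *Gja4* (ENSMUSG00000050234) changed by 0.61 at Day 3 (standard error 0.56, adjusted p = 0.5), 1.41 at Day 7 (0.52, 0.096) and 2.37 at 4 weeks (0.53, 0.012), and *Notch1* (ENSMUSG00000026923) by 0.54 (0.16, 0.062), 1.15 (0.17, 0.0021) and 1.98 (0.17, 8.9e-05). DESeq2 called *Gja4* at Day 7 (1.40, adjusted p = 0.024) and *Notch1* at Day 3 (0.52, 0.039), and a replicate block within each time point, chosen after the data were seen, called both *Dll4* (3.28, 0.029) and *Notch1* (0.55, 0.01) at Day 3. *Nr2f2*, which the paper measured by qPCR among arterial, venous and immature endothelial genes, was higher at Day 3 only (0.71, standard error 0.18, adjusted p = 0.035), with -0.12 (0.18, 0.68) at 4 weeks.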

Since our bulk RNAseq data suggested that these iECs are potentially more arterial in nature, we subjected iECs to higher shear stresses that are expected in arterial and capillary vessels. After 24 h of flow at 35 dynes/cm^2^ of shear stress, iECs began to align with and elongate parallel to the direction of flow (Fig. 3g–i). Furthermore, we observed a greater percentage of GFP-positive cells in the flow condition, suggesting that non-reprogrammed fibroblasts did not survive the laminar flow and that reprogramming confers the ability for the reprogrammed cells to withstand the shear stresses normally found in capillaries and arteries in vivo (Fig. 3j).

To determine whether the ability to interact with cardiomyocytes and to survive laminar flow in vitro translates to in vivo functionality, we evaluated whether the iECs could engraft with host tissue by injecting one million SEG-generated Day 7 iECs into infarcted regions of SCID murine hearts. All mice that received injections of iECs showed engraftment of iECs when the hearts were harvested for analysis seven days post-injection. Three-dimensional confocal imaging revealed that the injected cells were able to attach to native endothelial cells in myocardial scar regions (Fig. 3k, l, Supplementary Fig. 5).

The presence of PECAM1-positive iECs on Day 7 led us to evaluate the impact of iEC injection on cardiac function and scar vessel perfusion at four weeks post-injury. Injection of iECs did not impact cardiac function measured by ejection fraction or fractional shortening when compared to PBS control samples (Fig. 3m, Supplementary Fig. 5c). We did observe a positive trend in the percent area of lectin perfused vessels found in the iEC infarct injury area (average of 10.83%) when compared to PBS control hearts (average of 4.99%) (Fig. 3n, o). However, when the lectin-perfused volume of a scar region was normalized to a non-scar region of the same sample to take into account the impact of myocardial injury on overall cardiac vessel perfusion, we observed a statistically significant increase in iEC-injected mice (Fig. 3p, q, Supplementary Fig. 5d).

### Sox17 Erg generate a distinct type of iECs

With *Sox17 Erg* being able to generate functional endothelial cells without *Etv2*, we performed scRNAseq of *Sox17 Erg* reprogramming in parallel with the traditional *Etv2* reprogramming to compare the mechanisms of these two reprogramming cocktails. Single-cell RNA sequencing was performed on *Etv2*, *Sox17 Erg*, and control samples that were pooled and multiplexed at both Day 3 and Day 7 timepoints (Fig. 4a). After the samples were demultiplexed, the captured cells were filtered based on quality control metrics, merged, and clustered resulting in 10,023 cells (Supplementary Fig. 6). Uniform manifold approximation and projection (UMAP) of the samples revealed that all three sample types clustered distinctly (Fig. 4b, c). Four clusters could be directly linked to *Etv2* reprogramming, while *Sox17*-*Erg* had five associated clusters. Plotting of cell expression of fibroblast (*Thy1* and *Tcf21*) and endothelial genes (*Cdh5*, *Vegfr2*, *Pecam1*) illustrated the relative downregulation of fibroblast genes and upregulation of endothelial genes in both reprogramming methodologies when compared to the control condition (Fig. 4d–h). All clusters demonstrated unique marker gene expression signatures, and several of the *Etv2* and *Sox17 Erg* top cluster genes were endothelial-associated, such as *Emcn* for *Etv2*#3 and *Cav1* for *Sox17 Erg*#2 (Fig. 4i, Supplementary Data 1). To further compare the differently generated iEC cluster types, GO-term analysis of the marker genes revealed that two clusters for both *Etv2* and *Sox17 Erg* best represented acquired endothelial identity based on enrichment for endothelial cell development and endothelial cell migration terms (Fig. 4j). The marker genes for these clusters were then analyzed using KEGG Enrichment, and *Etv2*#2 and *Sox17-Erg*#2 were selected for further investigation based on the enrichment for focal adhesion and fluid shear stress and atherosclerosis (Fig. 4k). When compared to published gene sets, both iEC gene sets enriched for endothelial subtypes. However, *Etv2*#2 was more similar to hepatic sinusoidal endothelial cells whereas the marker genes for *Sox17 Erg*#2 were more similar to hepatic microvascular endothelial cells and brain endothelial cells (Fig. 4l). These results suggested that the iECs generated by both strategies are distinct and provided preliminary evidence that the two mechanisms for the generation of these iECs are different. Because our aim was the generation of mature cardiac endothelial cells, we annotated the identities of individual cells based on the Tabula Muris Adult Heart scRNAseq dataset used in the initial screening of the *Sox17*-*Erg* cocktail^11^. Both *Etv2* and *Sox17*-*Erg* generated cells that were annotated to cardiac endothelial cells with clusters *Etv2*#2, *Sox17 Erg*#2, and *Sox17 Erg*#3 being the primary clusters with cells identified as cardiac endothelial cells (Fig. 4m). Interestingly, we observed a dramatic increase in the density of G2M stage cells in the *Sox17*-*Erg* Day 3 cells when compared to control and *Etv2* Day 3 cells (Fig. 4n). This initial increase of *Sox17*-*Erg* cells in the G2M stage followed by transitioning to G1/G0 is comparable to what has been reported in the acquisition of arterial identity in the developing mouse retinal and cardiac vasculature^10,15,16^. Furthermore, this cell stage transition paired with unique cluster identities highlights the acquisition of a differentiated, most likely arterial, endothelial identity in *Sox17 Erg* reprogrammed cells. The differences in marker expression, differentiated identity, and cell cycle states led us to investigate whether there are differences in cell signaling in the context of this in vitro data (Fig. 4o). Interestingly, all *Etv2*-related clusters appeared primed to receive signals rather than send them while *Sox17 Erg* clusters were predicted to send more signals rather than receive (Supplementary Fig. 7).

**Fig. 4:**
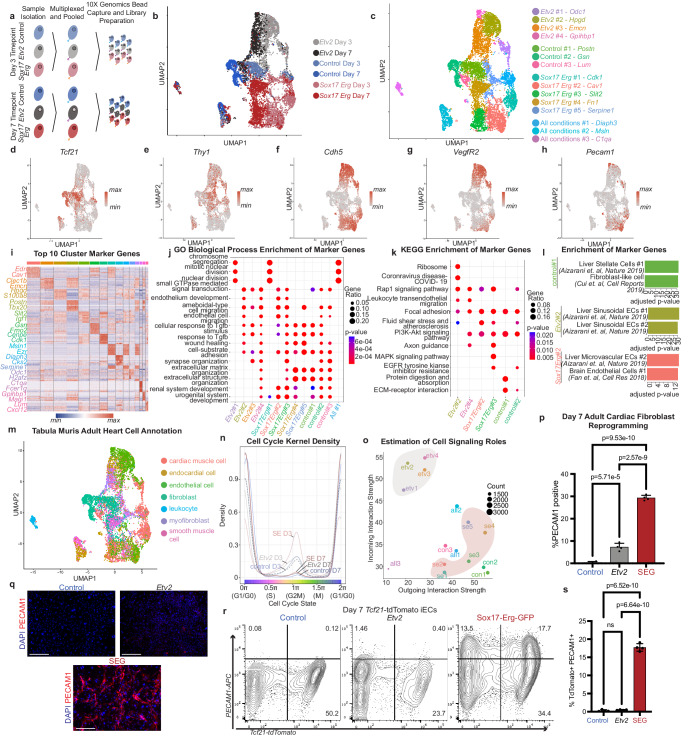
Sox17 and Erg generate a distinct type of iEC. **a** Schematic of multiplexing and pooling scRNAseq samples. **b** UMAP of scRNAseq data annotated by sample type. **c** UMAP of scRNAseq data annotated by cluster names. **d**, **e** Expression profiles of fibroblast marker genes (*Tcf21* and *Thy1*). **f**–**h** Expression profiles of endothelial marker genes (*Cdh5*, *Vegfr2*, *Pecam1*). **i** Heatmap of top 10 cluster-specific marker genes. **j** Plot of GO Biological Process enrichment of cluster-specific marker genes (one-sided Fisher’s exact test with Benjamini–Hochberg correction). **k** Plot of KEGG enrichment of cluster-specific marker genes of a subset of clusters identified in **j** (one-sided Fisher’s exact test with Benjamini–Hochberg correction). **l** Enrichment analysis of top endothelial-like clusters (*Etv2*#2 and *Sox17 Erg*#2) and control sample to previously published gene sets (one-sided Fisher’s exact test with Benjamini–Hochberg correction). **m** Gene set annotation of iEC and control samples to Tabula Muris Adult Heart. **n** Cell cycle density graph, annotated by sample type, illustrating the proportion of cells predicted to be in each stage of the cell cycle. **o** Incoming and outgoing estimated cell signaling roles of identified cell clusters. **p** Quantification of ratio of PECAM1-positive cells of day 7 adult cardiac fibroblast reprogramming (*n* = 4 independent samples) (one-way ANOVA with Tukey post-test, mean with SD). **q** Representative images of day 7 reprogramming of adult murine cardiac fibroblasts (scale bar 150 µm). **r** *Tcf21*-tdTomato PECAM1 Day 7 flow cytometry analysis of lineage-traced adult cardiac fibroblasts. **s** Comparison of Day 7 *Tcf21*-tdTomato PECAM1 double positive cells from control, *Etv2*, and SEG conditions (*n* = 4 independent samples) (one-way ANOVA with Tukey post-test, mean with SD). Source data are provided as a Source Data file.

The difference in the types of generated iECs led us to explore whether the starting identity of the reprogrammed cells affects the reprogramming of either approach. To test this, we reprogrammed fibroblasts isolated from 3-month-old murine hearts with either *Etv2* or SEG. Adult cardiac fibroblasts were chosen because they are more differentiated than neonatal fibroblasts and therefore less plastic, and the age of the cells has been shown to affect traditional *Etv2*-based reprogramming^8,17^. SEG reprogramming was able to generate 4-fold greater number of PECAM1-positive iECs by Day 7 when compared to *Etv2* (Fig. 4p, q). To further validate that the generation of the iECs is due to the conversion of fibroblasts into endothelial cells, we utilized a *Tcf21* tamoxifen-inducible CRE-recombinase to label the *Tcf21* fibroblast lineage with tdTomato in adult mice. The adult cardiac fibroblasts of these lineage-traced mice were then plated and isolated using THY1-positive MACS selection 7 days after the last tamoxifen dose. Flow cytometry analysis of Day 7 reprogrammed and control cells revealed that SEG iEC reprogramming led to a statistically significant increase in PECAM1-positive *Tcf21*-tdTomato-positive cells than both *Etv2* and negative samples. Interestingly, we detected no significant increase in the amount of these double-positive cells in the *Etv2* samples relative to the negative control. This difference in reprogramming efficiency in isolated adult cardiac fibroblasts led us to evaluate whether SEG is more efficient in reprogramming fibroblasts from other adult organs into iECs. Using the THY1-positive MACS isolation methodology, we isolated fibroblasts from adult murine skeletal muscle (quadriceps muscle) and lung. For both skeletal muscle and lung iECs, SEG resulted in a greater number of PECAM1-positive cells at Day 7 than *Etv2* (Supplementary Fig. 8). This ability for *Sox17*-*Erg* to reprogram adult fibroblast from multiple organs at a higher rate than *Etv2* further illustrates the potency of *Sox17*-*Erg* direct reprogramming.

### Sox17-Erg reprogramming navigates a different route

The independent clustering of control, *Etv2*, and *Sox17*-*Erg* samples and the distinct types of endothelial cells generated by the two different strategies led us to perform pseudotime analysis of the scRNAseq data, which revealed three trajectories specific to each sample type (Fig. 5a). We isolated each trajectory and found the gene modules that best described the cell fate transitions of each condition (Fig. 5b, c). When condition-specific gene modules were split into three stages and analyzed by GO Molecular Function enrichment, both *Etv2* and *Sox17*-*Erg* had similar first and second stages (Fig. 5d). Despite the similar GO-term enrichment, the trajectories diverged by Stage#2 seen by cluster-specific expression of module genes (Fig. 5e, f). By stage two of *Etv2* reprogramming, unique genes were activated that were not highly expressed in *Sox17*-*Erg* clusters, and the *Etv2* discrete identity was less clear by stage 3 (Fig. 5e). For *Sox17*-*Erg* reprogramming, the pseudotime progression was even starker with the stage three genes being specific to Sox17-Erg#3 cluster and lowly expressed in the *Etv2* clusters. Comparison of cluster-marker genes and the pseudotime gene modules identified genes that provided further insight into the mechanisms and the targeted cell fate of these two reprogramming strategies (Fig. 5f). While both *Etv2* and *Sox17*-*Erg* activated a generic endothelial gene program seen by *Cdh5* expression or marker gene expression (*Hpgd* and *Igfbp3*), *Etv2* directed the targeted fibroblasts to an immature endothelial fate seen by the activation and maintained expression levels of *Vegfr3* (Fig. 5g). The expression of *Vegfr3* was of particular note because it is normally expressed in developing coronary vessels and lymphatic vessels and its expression is shut off in properly matured adult coronary vessels^18–20^. *Sox17*-*Erg*, however, directly targeted a differentiated arterial fate as seen by the gradual decrease in *Cdk1* expression and increase of *Gja5*, both of which mimic what has been observed in the development of pre-artery and arterial vessels^10,21,22^ (Fig. 5g). This decrease in *Cdk1* expression matched what we observed in the shift of distribution of cell cycle states at Day 3 versus Day 7 (Fig. 4n). Furthermore, *Sox17*-*Erg* appeared to skip the intermediate immature state by not expressing *Vegfr3* during its pseudotime trajectory while *Etv2* iECs did not activate the arterial programming genes (Fig. 5g). This potentially signifies that *Sox17*-*Erg* directly targets a terminally differentiated fate while *Etv2* directs towards an intermediary precursor stage.

**Fig. 5:**
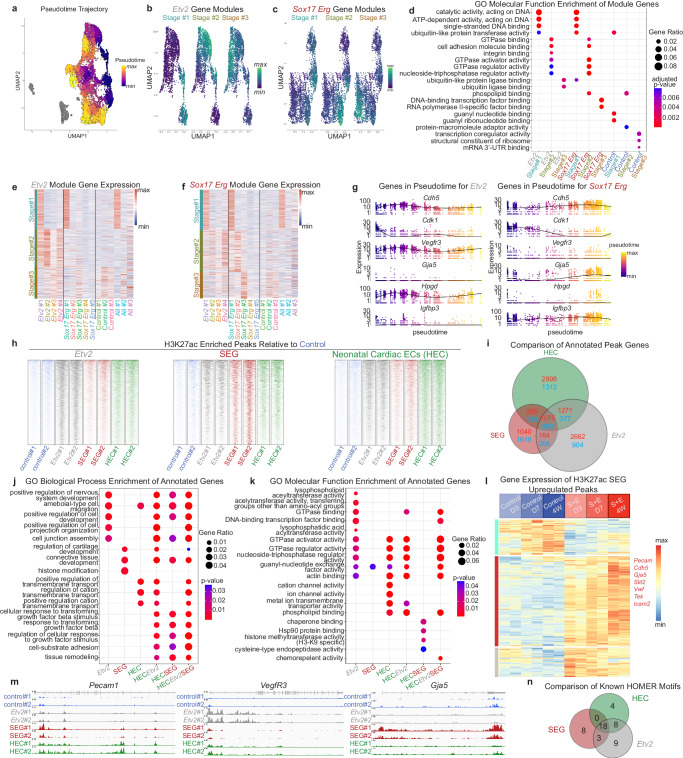
Sox17-Erg reprogramming navigates a different route. **a** UMAP of scRNAseq data annotated by pseudotime (gray cells are outside projected pseudotime). **b** UMAP of *Etv2* cluster subset of scRNAseq data annotated by *Etv2* stage gene modules. **c** UMAP of *Sox17 Erg* cluster subset of scRNAseq data annotated by *Sox17 Erg* stage gene modules. **d** Plot of GO Molecular Function enrichment of stage-specific genes identified in **b** and **c** (one-sided Fisher’s exact test with Benjamini–Hochberg correction). **e** Heatmap of cluster-specific expression of *Etv2* pseudotime stage genes. **f** Heatmap of cluster-specific expression of *Sox17 Erg* pseudotime stage genes. **g** Pseudotime expression of key genes in *Etv2* and *Sox17 Erg* cluster subsets. **h** Heatmap of identified H3K27ac sample-specific peaks. **i** Venn diagram of annotated H3K27ac upregulated and downregulated peak genes (upregulated genes marked in red and downregulated in blue). **j** Plot of GO Biological Process enrichment of annotated genes compared in (**I**). **k** Plot of GO Molecular Function enrichment of annotated genes compared in **I** (one-sided Fisher’s exact test with Benjamini–Hochberg correction). **l** Gene expression heatmap of bulk RNAseq samples of SEG H3K27ac annotated upregulated genes. **m** H3K27ac peak locations in *Pecam1*, *Vegfr3*, and *Gja5*. **n** Venn diagram of known HOMER motif of H3K27ac sample-specific peaks.

### Sox17-Erg activates differentiated endothelial identity

Given the differences in the two trajectories and end products of these reprogramming approaches, we performed H3K27ac CUT&Tag on Day 3 samples to determine the genes activated by these cocktails and to compare them to control fibroblasts and isolated neonatal cardiac endothelial cells^23^ (NCEC). The peaks specific to each condition were determined by identifying the differentially expressed peaks relative to those in control fibroblast samples. As expected, sample-specific peak sets showed low enrichment in control samples, and both the *Etv2*-iEC and SEG-iEC samples showed enrichment for the primary endothelial cell peaks (Fig. 5h, Supplementary Fig. 9). Additionally, the *Etv2* and SEG-specific peaks were found to be enriched in the primary endothelial cell samples. Comparison of the annotated peak genes illustrated that many genes were shared between the *Etv2*-iECs, SEG-iECs, and primary endothelial samples (Fig. 5i). However, based on the number of annotated genes, SEG-iEC reprogramming was a more focused reprogramming strategy. While our results showed that there is a greater number of *Etv2*-iEC reprogramming annotated peak genes that overlap with NCEC peak genes, there are more off-target affected genes (unrelated to NCEC) when compared to SEG-iECs. GO-enrichment analysis of these annotated peak genes further highlighted the similarities and differences of *Etv2* versus *Sox17*-*Erg* reprogramming, with many of genes enriching for similar biological processes (Fig. 5j).

Although there are many similarities in Molecular Function, *Etv2*-iEC reprogramming has more off-target molecular functions that are not found in neonatal endothelial cells (Fig. 5k). To further contextualize how Day 3 chromatin activation correlates to transcription, we compared the differentially expressed genes from our bulk RNAseq data to the annotated SEG H3K27ac upregulated peak genes (Fig. 5l). Of the peaks that positively correlated with increased gene expression, we again observed two sets of genes, one that eventually decreased in expression by Day 7 and one that progressively increased in expression from Day 7 to 4 weeks. Included in the genes that continued to increase in expression were known endothelial marker genes (*Pecam1*, *Cdh5*, and *Vwf*) as well as cluster marker genes observed in our scRNAseq analysis (*Gja5* and *Slit2*). 

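Within the *Sox17*-*Erg* samples, the log2 fold change from Day 7 to 4 weeks was 1.22 for *Pecam1* (standard error 0.37, adjusted p = 0.13 by edgeR's quasi-likelihood test), 0.46 for *Cdh5* (1.04, 0.87) and 3.36 for *Vwf* (0.89, 0.092). It was 0.58 for *Gja5* (0.71, 0.73) and -0.26 for *Slit2* (0.27, 0.67). None of the 5 changes passed an adjusted p under 0.05 in this test. DESeq2 called the rise of *Pecam1* (1.23, adjusted p = 0.023) and of *Vwf* (3.38, 0.024). A replicate block within each time point, chosen after the data were seen, called that of *Vwf* (3.25, 0.03). From Day 3 to Day 7 the log2 fold changes were 0.97 for *Pecam1* (0.37, 0.16), 0.86 for *Cdh5* (1.04, 0.66), 1.83 for *Vwf* (0.95, 0.28) and 0.39 for *Slit2* (0.27, 0.41), and the change of *Gja5* had an adjusted p of 0.25. *Gja5* (ENSMUSG00000057123, chromosome 3, 96904693 to 97077416) had 32.7 ± 27.5 CPM (SD, n = 2) in *Sox17*-*Erg* samples at Day 3, 91.9 ± 89.1 at Day 7 and 138 ± 12.4 at 4 weeks. Against control samples its log2 fold change was 5.58 at Day 3 (standard error 0.99, adjusted p = 0.011), 7.93 at Day 7 (1.09, 0.0017) and 8.84 at 4 weeks (1.12, 0.00069). The annotated *Gja5* gene overlaps *Gpr89*, also higher than control at Day 7, and its transcripts share 16.6% of their 31-base words with other genes. *Slit2* (ENSMUSG00000031558, chromosome 5, 47983138 to 48307733) had 297 ± 56.7 CPM at Day 3, 390 ± 78.0 at Day 7 and 326 ± 118 at 4 weeks, and was higher than in control samples at each time point, by 2.90 (0.29, 8e-04), 3.04 (0.29, 3e-04) and 2.65 (0.29, 0.00029). The H3K27ac peaks of Fig. 5l were not analysed here.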

Since *Gja5* and *Vegfr3* were identified as genes that highlight the different mechanisms for SEG-iECs and *Etv2*-iECs, respectively, and the increase of *Gja5* expression correlates with H3K27ac activity, we then plotted the H3K27ac peaks for both *Gja5* and *Vegfr3* to compare the different conditions. While all three non-control samples showed increased peaks in *Pecam1*, *Etv2*-iECs showed the greatest peak enrichment for *Vegfr3* and SEG-iECs for *Gja5* (Fig. 5m, Supplementary Fig. 10). These differences in reprogramming mechanism and targeted fate was additionally apparent in quantitative qPCR analysis comparing known arterial, venous, and immature endothelial cell gene expression in control, *Etv2*, SEG, and native adult murine cardiac endothelial cells (Supplementary Fig. 11a, b). With the premise that the isolated native cardiac endothelial cells are heterogeneous, we observed that the SEG samples expressed similar or higher levels of arterial markers (*Dll4*, *Gja5*, and *Hey1*) compared to native cardiac endothelial cells on Day 3 and Day 7. *Etv2* samples maintained increased levels of *Vegfr3*, *Nr2f2*, and *Vwf* on Day 3 and Day 7 when compared to fibroblasts, with *Vegfr3* being expressed at higher levels than native endothelial cells on Day 3. This further confirms the more direct mechanism of SEG reprogramming by targeting a differentiated endothelial identity despite that both methods are designed to create iECs. HOMER known motif analysis further highlighted this point, with most of the known peak motifs overlapping, although SEG and *Etv2* each had their own set of unique motifs (Fig. 5n). Plotting the scRNAseq expression of the top transcription factors identified from the motif analysis revealed potential unique downstream mediators that are activated by these two reprogramming strategies with *Fli1* being associated with *Etv2* and *Ets1* for *Sox17*-*Erg* (Supplementary Fig. 11c). Overall, by activating this arterial-like cell fate *Sox17*-*Erg* is able to efficiently reprogram cardiac fibroblasts and directly transition to a mature endothelial identity without an intermediate step that is normally found in development.

### Sox17-Erg iEC heterogeneity highlights downstream mediators

The transcriptional differences apparent in neonatal cardiac fibroblast iECs at different timepoints (Fig. 2m) led us to explore the heterogeneity in adult cardiac iECs (aiECs) using scRNAseq. 

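In the bulk RNAseq, 317 genes were higher and 214 lower at Day 7 than at Day 3 within the *Sox17*-*Erg* samples by edgeR's quasi-likelihood test at an adjusted p under 0.05. From Day 7 to 4 weeks 178 genes rose and 104 fell. Without adjustment, 3636 genes had a p under 0.05 between Day 3 and Day 7 and 2850 between Day 7 and 4 weeks. Within the control samples, 2154 genes were higher and 1948 lower at 4 weeks than at Day 3. The difference in *Sox17*-*Erg* effect between 4 weeks and Day 3 passed the threshold for 498 genes. Of these, 345 had a larger and 153 a smaller log2 fold change at 4 weeks. Between 4 weeks and Day 7 it passed for 6 genes, with 1004 at an unadjusted p under 0.05. *Cd9* was among both these 6 and the 13 genes that differed between Day 7 and Day 3, with differences of 2.12 (standard error 0.23, adjusted p = 0.02) and 1.75 (0.23, 0.043), and was picked out after its values were seen. With the replicate number as a block, 460 genes rose and 323 fell from Day 3 to Day 7, 253 rose and 153 fell from Day 7 to 4 weeks, and 621 differed in effect between 4 weeks and Day 3. The balance of rising and falling genes depended on the pairing and on a GC-content offset. Added after the data were seen, the offset alone gave 269 rising and 243 falling from Day 3 to Day 7 and 175 and 112 from Day 7 to 4 weeks. Chosen after the data were seen, a replicate block within each time point gave 1245 rising and 1180 falling from Day 3 to Day 7 and 696 and 718 from Day 7 to 4 weeks. With a GC-content offset added to it, 1080 rose and 1242 fell from Day 3 to Day 7, and 718 rose and 773 fell from Day 7 to 4 weeks. With the DESeq2 Wald test 908 genes rose and 626 fell from Day 3 to Day 7.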

Cells from control and SEG samples that were Day 3, Day 7, 2 weeks, and 4 weeks of age were multiplexed (two replicates per timepoint) and single-cell RNA sequenced, resulting in 19,939 cells for analysis (Supplementary Fig. 11a). Control and SEG samples clustered differentially with clear clusters being representative of each sample type (Fig. 6a–c, Supplementary Fig. 11b). SEG-related samples demonstrated increased expression of endothelial cell genes (*Cdh5*, *Vegfr2*, and *Pecam1*), and decreased expression of fibroblast genes (*Thy1* and *Tcf21*) as seen in the neonatal iECs (Figs. 4d–h and 6d). Of the fourteen defined clusters, control and SEG samples were linked to six clusters, each based on the sample composition of the individual clusters. All fourteen clusters had clearly defined marker genes; however only four clusters (SEG#1, SEG#3, SEG#4, and SEG#5) highly expressed the reprogramming factors, canonical endothelial marker genes (*Cdh5*, *Vegfr2*, and *Pecam1*), neonatal iEC marker genes (*Cdk1*, *Cav1*, *Slit2*), and arterial marker genes (*Gja4*, *Gja5*, *Dll4*, and *Notch1*) (Fig. 6e, f, Supplementary Fig. 12c, d). Interestingly, SEG samples showed changes in the percent composition of these clusters based on the age of the sample, with SEG#1 and SEG#4 showing steady decreases proportional to the sample age (Fig. 6c and Supplementary Fig. 12b). SEG#3 and SEG#5 both showed an increase from Day 3 to 2 weeks followed by a decrease to Day 7-like levels at 4 weeks. Gene regulatory network analysis was then performed using SCENIC to identify potential downstream transcription factor mediators of the *Sox17*-*Erg* reprogramming process as well as those of the resulting aiEC heterogeneity seen by the changes in cluster composition at the captured timepoints. Each cluster was identified to have unique transcription factors-linked regulons with higher average activity (Fig. 6g). The *Elk3* regulon was of particular interest due to the large number of genes in the regulon (1354 genes) and its activity being enriched in the SEG#1, which is predominately found in the Day 3 SEG samples. Further analysis revealed that *Elk3* is highly expressed in the SEG aiEC clusters with some activity in the control clusters (Fig. 6h). Sixty percent of the genes found in the *Elk3* regulon were found in the aiEC marker genes that are conserved in the four aiEC clusters, which included canonical endothelial genes (Fig. 6i). GO Biological Process enriched endothelial development and endothelial differentiation genes found in the *Elk3* regulon also overlapped with the genes with increased H3K27ac activity in both neonatal SEG and native neonatal heart endothelial cells (HEC), linking *Elk3* to the early stages of the activated *Sox17*-*Erg* direct reprogramming process (Fig. 6j, k). This is also indicated by in silico perturbation of *Elk3* using CellOracle, which resulted in shift vectors of not fully committed iECs (i.e. SEG cells with lower *Cdh5* and *Pecam1* expression) away from iECs with higher expression of endothelial cell markers (Supplementary Fig. 12e)^24^. Analysis of both neonatal *Etv2* and *Sox17*-*Erg* samples showed increased expression of *Elk3*. However, when plotted along pseudotime, the expression profiles of *Elk3* and select downstream components in *Etv2* cells showed an initial spike in expression, whereas in *Sox17*-*Erg* samples, a more gradual increase was apparent (Supplementary Fig. 12f–i). Despite the increase in *Elk3* expression, comparison of the SEG *Elk3* regulon genes to the upregulated H3K27ac SEG and *Etv2* genes further illustrated the similarities (*Cdh5* and *Notch1*) and differences (*Gja5*) of the early stages of these two reprogramming approaches (Supplementary Fig. 12i).

**Fig. 6:**
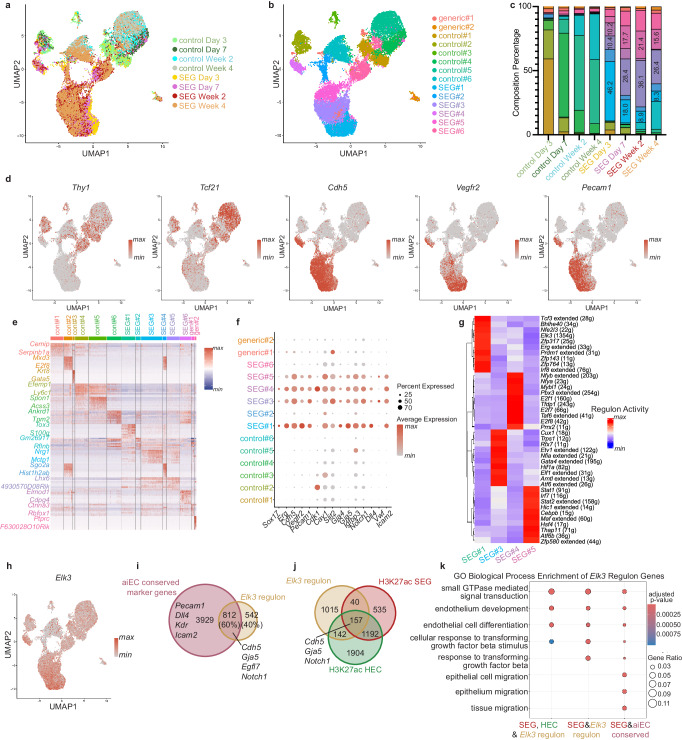
aiEC heterogeneity changes during reprogramming. **a** UMAP of aiEC scRNAseq labeled by sample type. **b** UMAP of aiEC scRNAseq labeled by cluster name. **c** Percent cluster composition of samples. Top three aiEC-related cluster percentages are labeled for SEG samples. **d**, Expression profiles of fibroblast and endothelial genes. **e** Top 10 marker gene heatmap for each cluster. **f** Cluster-specific expression of reprogramming and endothelial genes. **g** Heatmap of top 10 identified gene regulatory network regulons for selected aiEC endothelial-like clusters. **h** Expression profile of *Elk3*. **i** Venn diagram of aiEC conserved marker genes and *Elk3* regulon genes. **j** Venn diagram of *Elk3* regulon genes, H3K27ac SEG upregulated genes in neonatal iECs and H3K27ac neonatal heart endothelial cell genes. **k** GO Biological Process Enrichment analysis of *Elk3* regulon to H3K27ac HEC and SEG, and aiEC conserved genes (one-sided Fisher’s exact test with Benjamini–Hochberg correction).

### Sox17-Erg directly reprograms cardiac fibroblasts in vivo

With one of the key advantages of direct reprogramming being the in situ conversion of the starting cell type to the targeted cell type, we then utilized the canonical fibroblast lineage tracing methodology used in iCM reprogramming to validate the conversion of adult cardiac fibroblasts into endothelial cells^2^. Adult *Tcf21*-iCre *Rosa26*-tdTomato mice were given 5 consecutive days of tamoxifen to induce the expression of tdTomato in *Tcf21*-positive cells, which are primarily fibroblasts and not endothelial cells. The mice then underwent left anterior descending coronary artery ligation surgery followed by injection of GFP or SEG retrovirus into the infarct region at least one week after the last tamoxifen injection. For both experimental conditions, the proliferating *Tcf21*-positive cells that were targeted by the injected retrovirus became GFP and *Tcf21*-tdTomato-positive. If a fibroblast converted into an induced-endothelial cell, the cell would then become GFP, *Tcf21*-tdTomato, and PECAM1 positive (Fig. 7a). The heart samples were then collected seven days post-injury, processed, imaged, and then analyzed for the percentage of retrovirus targeted *Tcf21*-positive fibroblasts that were converted into endothelial cells. As expected, the GFP retrovirus hearts resulted in no *Tcf21*-tdTomato cells expressing PECAM1 (Fig. 7b–d). SEG hearts had a statistically significant conversion of *Tcf21*-positive cells into PECAM1-positive cells (average of 35.56%) when compared to the GFP control samples (Fig. 7b, e–h and Supplementary Fig. 13), thus demonstrating the ability for *Sox17*-*Erg* to directly reprogram cardiac fibroblasts into endothelial cells in vivo.

**Fig. 7:**
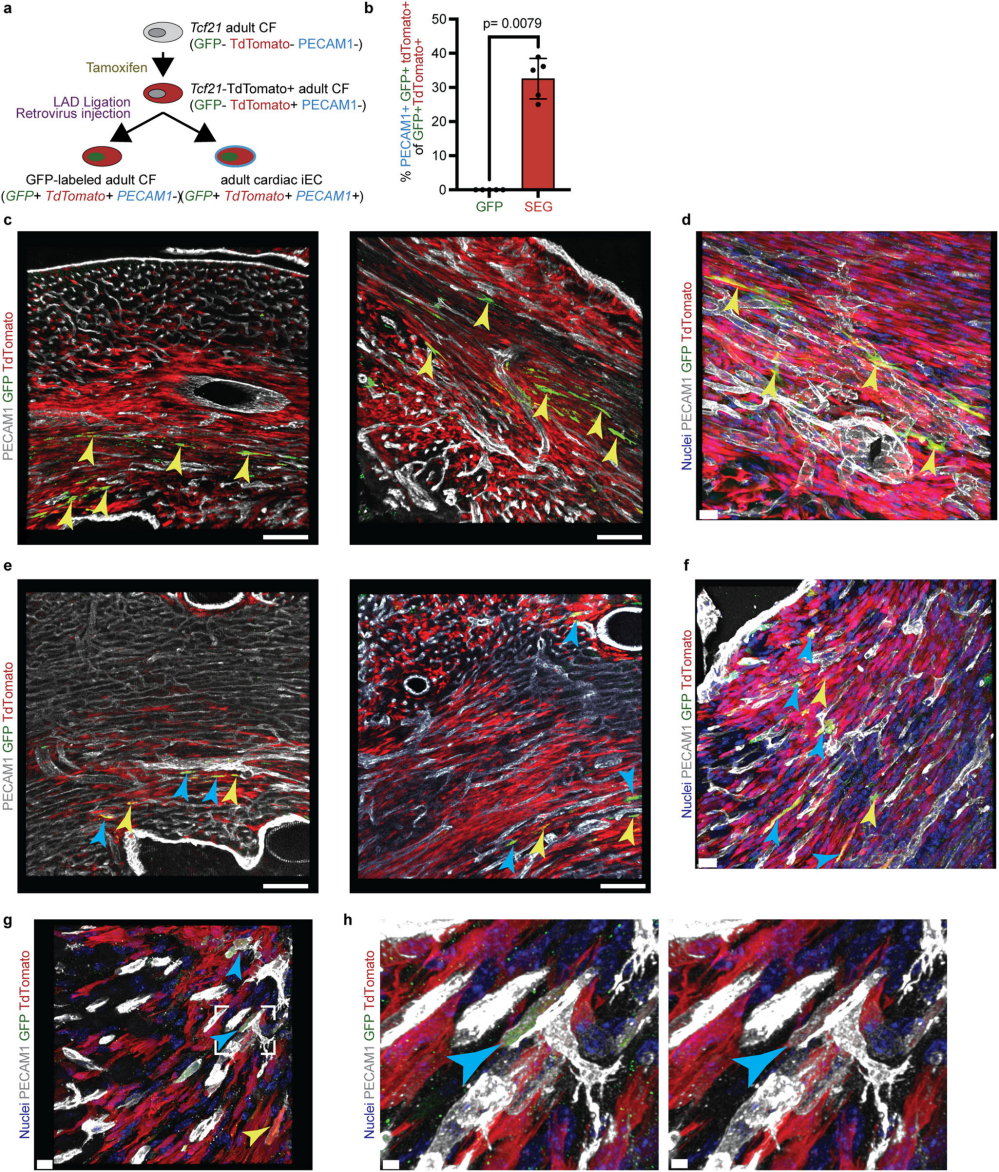
Sox17-Erg directly reprograms cardiac fibroblasts in vivo. **a** Schematic of in vivo iEC reprogramming. **b** Quantification of percent PECAM1+ GFP+ *Tcf21*-tdTomato+ of GFP+ *Tcf21*-tdTomato+ cells in Day 7 hearts (*n* = 5 animals) (two-sided Mann–Whitney test; mean with SD). Two representatives deconvolved low magnification images of Day 7 GFP control (**c**) and SEG (**e**) samples (scale bars 100 µm). Higher magnification deconvolved images of GFP (**d**) and SEG (**f**) samples (scale bars 20 µm). **g** Additional image of in vivo iECs within region of interest (**h**) (scale bars 10 and 3 µm). Yellow arrows indicate GFP+ tdTomato+ PECAM1− cells. Blue arrows indicate GFP+ tdTomato+ PECAM1+ cells. Source data are provided as a Source Data file.

## Discussion

In this study, we sought to identify a robust methodology to reprogram cardiac fibroblasts into endothelial cells and to demonstrate that these cells are able to function as endothelial cells both in vitro and in vivo. We found that *Sox17*-*Erg* direct reprogramming offers a highly efficient approach for reprogramming cardiac fibroblasts into induced endothelial cells. When compared to *Etv2*, this transcription factor methodology uses a more direct reprogramming mechanism that creates endothelial cells that are functional both in vivo and in vitro. Furthermore, this two-factor reprogramming cocktail can reprogram both neonatal and adult fibroblasts, highlighting its ability to reprogram cells of variable age, plasticity, and organ of origin. The ability of the *Sox17*-*Erg*-generated iECs to display properties that would be important for interacting with the cardiac microenvironment (such as interacting with cardiomyocytes) and to potentially impact the native cardiac vasculature at 7 days and 4 weeks post myocardial infarction illustrates the potential to generate blood vessels using organ-specific fibroblasts. However, further work needs to be done to determine how these cells directly affect the perfusion of the scar regions. This study also highlights the potential for this reprogramming to be used in situ, however, more in depth work needs to be done studying the identity of these in vivo reprogrammed cells and the impact of this reprogramming on non-endothelial cardiac repair since we did not evaluate heart function after in vivo reprogramming. Tracking the impact of in vivo iECs on cardiac function post-injury and analyzing how similar the in vivo reprogramming process is to the in vitro one through a combination of histological, cellular and multi-omics analyses would further develop this reprogramming approach.

One of the hurdles is creating organ-specific vasculature beyond cardiac vasculature. Our study illustrates the potential for the reprogrammed cells to express specific markers and functional characteristics of cardiac endothelial cells, however, further examination is required to determine how much organ-specificity is present in the reprogrammed cells (Fig. 3e and Supplementary Fig. 6c). With this in mind, direct reprogramming of organ-specific fibroblasts may be one way to help provide organ context and perhaps allow for the generation of organ-specific vasculature without the need for additional external cues. This reprogramming approach is also a proof of concept that targeting a terminally differentiated endothelial identity is possible without requiring reprogrammed cells to undergo the stepwise progression seen in development or use *Etv2*-based strategies. However, targeting an immature cell fate would allow for opportunities to target progenitor cell types, study vascular development, and may be able to generate rarer cell-types through a more guided differentiation process. By targeting a more differentiated state, the generated cell types may be more ready to be used in a clinical setting or in situ in damaged tissue, as seen in iCM direct reprogramming. Future studies can address what organ-specific properties are transferred during the iEC conversion, how *Sox17* and *Erg* work synergistically to induce iEC reprogramming as well as address fundamental questions on how organ-specific vessels acquire and maintain their highly specific identities.

## Methods

### Mice

All mouse procedures and usage follow the ethical guidelines of and were approved by the Institutional Animal Care and Use Committee of the University of North Carolina in Chapel Hill. Neonatal and adult cells isolated and used in the described methods are isolated from *C57BL/6J* mice (Jackson Strain#000664) or *Tcf21*-CreERT2^25^ bred with *Rosa26*-tdTomato (#007914). SCID mice (Charles River #236) are used in the in vivo cell engraftment assay. Mice are housed in a facility maintained at an average of 70 °F and 50% humidity at a 12 h light cycle.

Standard 5-day tamoxifen injection protocol (IP injection of 75 mg/kg in corn oil) was used to induce *Tcf21*-*CreERT2* in adult *Tcf21*-*CreERT2* TdTomato mice (6–12 weeks old). Mice underwent surgery one to 2 weeks after the fifth injection of tamoxifen. The GFP and SEG cohorts contain mice that underwent tamoxifen injection and surgery at the same points to ensure consistency between groups.

### Myocardial infarction surgery and injection of samples

Mice were first anesthetized with a combination of ketamine (100 mg/kg) and xylazine (10 mg/kg), and then intubated and ventilated using RoVent Jr. Standard Ventilator. The heart was accessed by cutting the intercostal muscle. Once exposed, the left anterior descending artery was ligated with a 7-0 silk suture. Immediately after ligation, 20 µL of iECs suspended in sterile PBS (1 million cells per 20 µL), 20 µL of sterile PBS, or 20 µL of retrovirus (GFP or SEG) is injected in three sites surrounding the infarcted area using insulin syringes with 29 G needles (BD #305935). The chest of the animal is then sutured closed, and the animal recovers on a 37 °C heating pad.

To prepare the retrovirus for injection, the virus was harvested from platE cells, filtered, and then ultracentrifuged (23,000 × *g* for 2 h). Resulting pellet was then resuspended in PBS with polybrene (8 μg/mL).

Four hearts were isolated for each experimental group (PBS control group or iEC cells) seven days after surgery. Each experiment group contains hearts from 2 males and 2 females. Tissue isolated from the PBS group was used to confirm the absence of GFP signal during immunofluorescence staining. Five hearts were isolated for each experimental group (PBS control or SEG iECs) containing males and females for the 4-week study and retroviral injection.

### Lectin perfusion and analysis of myocardial infarctions

Mice were sacrificed using approved UNC IACUC methods. The heart was accessed by opening the chest cavity with scissors. The right atria was then cut, and the heart was then slowly perfused with 6 mL of PBS through a 27 G needle. The heart was then perfused with 6 mL of 10 µg/mL of DyLight 594 tomato lectin (Vector DL-1177-1) and left to incubate for 3 min. After incubation, the heart is then perfused with 8 mL of 4% paraformaldehyde and then excised into a 15 mL tube that contains 4% paraformaldehyde. Samples were sectioned at a 50-micron thickness. Three sections that were at least 100 microns apart were imaged per mouse. The myocardial scar region per section was imaged using Zeiss LSM900 using both Z-stack and tile scans. The myocardial scar region was identified based on morphology as well as the differential autofluorescence when compared to normal cardiac regions in the GFP channel. The resulting images were then flattened to a maximum intensity image and then randomly assigned a new name for blinded quantification. The resulting images were then quantified in a blinded manner using the FIJI polygon selection tool in combination with the region of interest manager to first identify the scar area and then trace the outlines of the perfused vessels. The total area of traced lectin vessels found in the section’s scar area was then divided by the section’s total scar area to get the percent lectin perfused scar area. For normalization of lectin perfusion to the non-scar area, representative images of the scar area for two sections per animal were collected along with a representative non-scar left ventricle region with normal lectin perfusion for each collected section. Percent lectin volume was calculated by dividing the volume of lectin measured by Imaris surfaces by the volume of tissue in the image (measured using the autofluorescence in the GFP channel).

### Imaging and analysis of day 7 Tcf21 TdTomato lineage tracing

At Day 7 post-MI surgery, mouse hearts are harvested, perfusion fixed with 4% paraformaldehyde, and sucrose dehydrated, and then cryosectioned at 50 microns. Sections are then stained for GFP and PECAM1 using the immunofluorescence protocol stated below. Three sections containing GFP-positive cells were then imaged per heart, and all GFP-positive TdTomato-positive cells found in the section were imaged as Z-stacks using Zeiss LSM900. A maximum intensity image of the Z-stack image was then generated using ImageJ for downstream analysis. Marker-positive cells were then counted using QuPath multiplex analysis based on the classification of cells using DAPI, GFP, TdTomato, and PECAM1^26^.

### Neonatal cardiac fibroblast and endothelial cell isolation

In brief, hearts of neonatal mice (Day 0–Day 3) are isolated, pooled, minced, and then transferred to a 50 mL conical tube. 10 mL of 0.05% Trypsin is then added to the minced tissue, and the tube is then incubated at 37 °C for 10 min. The trypsin is then removed and 5 mL of 0.5 mg/mL Collagenase Type 2 (Worthington #LS004177) in HBSS is added to the tissue. After a 5 min incubation at 37 °C, the tube is vortexed, and the supernatant is removed and combined with 5 mL of complete media (DMEM + 10% FBS + 1% Penicillin/Strepavidin + 1% NEAA). The collagenase step is then repeated four more times, and the supernatant from each step is combined. The resulting solution of digested tissue is then passed through a 40 micron mesh sieve, and the flow through is then centrifuged for 5 minutes at 300 × *g*. If endothelial cell depletion is performed, the resulting cell pellet is resuspended in MACS buffer (0.5% BSA 2 mM EDTA in PBS), and Biotin-tagged PECAM1 antibody (BD #553371) is added to the resuspended cells (the amount of PECAM1 antibody scales with the number of isolated hearts). After a 30 min incubation at 4 °C on a rotator, the cell suspension is washed with 4 mL of MACS buffer and centrifuged for 5 min at 300 × *g*. The pellet is then resuspended in MACS buffer and Anti-biotin microbeads (Milltenyi Biotec #130-090-485) are added to the cell solution. After a 30 min incubation at 4 °C on a rotator, the cell solution is then run through a magnetic bead column (Milltenyi Biotec #130-042-401) and the flow through is collected. For endothelial cell depletion, the column is then washed with 4 mL of MACS buffer. Fibroblast isolation then follows endothelial depletion using the same methodology except for the magnetic column step, and the use of Biotin-labeled THY1 antibody (Thermo Fisher #13-0902-85). When added to the magnetic column, the initial and three 1 mL wash flow-throughs are discarded. After the wash steps, the cells still attached to the column beads are flushed with the provided plunger and then centrifuged for 5 min at 300 × *g*. The pelleted cells are then counted and resuspended in fibroblast media (DMEM + 20% FBS + 1% Penicillin/Strepavadin + 1% NEAA). If the depleted endothelial cells are used, they are flushed from the depletion column, pelleted, and then resuspended in EGM2 media (Lonza #CC-3162). All cells are plated on collagen-coated plates.

### Neonatal cardiomyocyte isolation

This procedure follows the same initial steps as fibroblast isolation. After the collagenase digestion, the digested cells are passed through a 70 micron mesh cell strainer. The filtered cells are then centrifuged at 100 × *g* for 5 min. The supernatant is then removed, and the pellet is resuspended in complete media. The resuspended cells are then plated on a 0.1% gelatin plate and cultured for 90 min. The plated cell suspension is then removed and centrifuged for 5 minutes at 100 × *g*. The pelleted cells are then counted and then mixed with iECs at a ratio of 1 to 1.

### Adult fibroblast isolation

Adult tissues (heart, lung or skeletal muscle) are isolated from 3 to 4-month-old adult animals and washed in PBS. The washed tissue is then minced and digested in collagenase solution (1 mg/mL Collagenase Type 2 + 1 mg/mL Collagenase Type 4 (Worthington #LS0004189) in HBSS) for 30 min at 37 °C and is vortexed for 30 s every 5 min. This solution is then passed through a 40 micron mesh sieve and then centrifuged for 10 minutes at 400 × *g*. The supernatant is then removed and the pellet is resuspended in 10 mL of ACK solution (Thermo Fisher #A1049201) and incubated at room temperature for 5 min. The cells are then centrifuged for 10 min at 400 × *g*. The pelleted cells are then resuspended in fibroblast culture media and cultured on 0.1% gelatin-collated plates for 3 h. The culture media is then removed, and the attached cells are washed with PBS twice, and new fibroblast media is added. On the next day, the media is then changed. The cells are monitored daily and then undergo MACS isolation (detailed above) when confluent, usually 4 days post-isolation.

### Retroviral constructs and infection of fibroblasts

Eight of the ten tested retrovirus constructs were cloned into the pMX-puromyocin backbone. pMX-*Tal1* (#131601) and pMX-*Klf2* (#50786) were purchased from Addgene.

platE (Cell Biolabs #RV-101) cells were used to create the appropriate retroviruses for reprogramming with Nanofect (Alstembio #NF100) or Lipofectamine 2000 (Thermo Fisher #11668019) used to transfect the platE cells using the manufacturer recommended Nanofect or Lipofectamine protocols that has been previously described^27^. Retrovirus collected on Day 2 and Day 3 post-transfection are filtered using 0.45 micron PES syringe filtered, pooled, pelleted, and resuspended in neonatal fibroblast media with polybrene (EMD Millipore #TR-1003-G). To control for batch effects, the viruses used in compared conditions are always produced on the same day using the same transfection and infection reagents.

### Immunofluorescence staining of tissue and cultured cells

All tissue is fixed in 4% paraformaldehyde and then washed with PBS. Heart tissue is then dehydrated in 15% and then 30% sucrose and then frozen in O.C.T. Compound. 10 or 50 micron sections are then sectioned from the frozen tissue using a cryostat.

Tissue sections and cultured cells are stained using the methodology using a previously published protocol. Samples are first blocked with 1% normal donkey serum in TSP (0.5% Triton X-100 and 0.1% Saponin in PBS) for one hour at 37 °C. Primary antibody solutions are then prepared using fresh blocking solution, and then the samples are incubated in primary antibody solution for one hour at 37 °C. Samples are then washed with TSP three times for 5 min each. Secondary antibody solution is then prepared using fresh blocking solution with secondary antibodies added at 1:200. Secondary antibody solution is then added, and samples are incubated for one hour at 37 °C. Samples are again washed three times for five minutes each. Samples are then stained with Hoescht to visualize nuclei and then washed one more time. PBS is then added to cultured cell samples. Tissue samples are then mounted with Prolong Diamond (#P36961) and covered with a coverslip.

Two-dimensional images were imaged using an EVOS7000 microscope. Three-dimensional images were obtained using Zeiss LSM900 at 1024 × 1024 resolution. Three-dimensional images were analyzed using Imaris and display images were deconvolved using AutoQuant.

#### Antibodies

anti-CD31 (1:100, R&D #AF3628); anti-CDH5 (1:100, R&D #AF1002); anti-GFP (1:500, Aves #GFP-1020). Donkey anti-Goat 568 (1:200, Thermo Fisher #A-11057); Donkey anti-Chicken 647(1:200, Jackson Immunoresearch (#703-605-155); Donkey anti-Chicken 488 (1:200, Jackson Immunoresearch #703-545-155). All primary antibodies were validated with controls before usage.

### Ac-LDL uptake and NO production

Ac-LDL uptake studies were performed using Cell Applications Dil-Ac-LDL Kit and protocol. Cells were treated with Dil-Ac-LDL for 4 h at 10 µg/mL in EGM2 media. Cells were washed with EGM2 media, and then nuclei were stained with Hoescht. Samples were immediately imaged using identical microscope settings during the same session and then quantified using CellProfiler using the same object identification parameters.

Nitric oxide production was detected using DAF-FM diacetate (AAT Bioquest #16298). Cells were treated with DAF-FM at a concentration of 5 mM in EGM2 media for 30 min. Cells were then rinsed with media and then incubated for an additional 15 min with Hoescht. Cells were again washed with media and then imaged using the identical microscope settings. The average pixel intensity was then measured for each image using ImageJ and then the values were normalized to the average pixel intensity of the control samples.

### TNFalpha stimulation and THP1 binding assays

Cells were treated with recombinant mouse TNFalpha at a concentration of 10 ng/mL in EGM2 media for four hours; untreated cells just received fresh EGM2 media. If collected for qPCR analysis, cells were then washed with PBS and then RNA was isolated using TRIzol extraction (Ambion #15596018). cDNA was then created from isolated RNA and then qPCR was performed on created cDNA for targeted genes.

THP1 cells were fluorescently labeled with CellTrace Far Red (Thermo Fisher#C34572) following the provided packaging instructions. After CellTrace labeling, cells were washed in THP1 culturing media (RPMI1640 + 10% FBS + 0.05 mM 2-mercaptoethanol), centrifuged at 300 × *g* for 5 min, and then resuspended in EGM2 media. During the THP1 washing steps, TNF-alpha-treated cells are washed with EGM2 media and labeled with Hoescht dye in EGM2 media for 5 min. The labeled THP1 cells are then added to TNF-alpha-treated cells at a concentration of five hundred thousand cells per well for a 24-well plate. After a 30 min incubation, all wells are washed with EGM2 media three times. All wells are then imaged using identical microscopy settings. The number of TNF-alpha (Hoescht-positive) and THP1 (CellTrace-positive) cells per field was quantified using CellProfiler. The total number of THP1 and Hoescht-positive cells for each replicate was totaled for all of the collected fields and used to obtain the ratio of THP1 cells per nuclei in order to take into account potential differences of TNF-alpha stimulated cells per condition. The TNF-alpha stimulated ratios were then normalized to the appropriate non-stimulated condition.

### CellProfiler quantification of images

CellProfiler was used in the unbiased quantification of the number of cells positive for particular cell markers. When comparing different conditions or reprogramming cocktails, all samples collected for the same replicate were analyzed using identical settings that take into account signal strength and background signal to control for batch effects. All images within a replicate are acquired using identical microscope settings. A similar pipeline was used in the quantification of the number of cells positive for a particular marker. In brief, the nuclei are first identified using IdentifyPrimaryObject module. Next, the protein of interest is identified using IdentifyPrimaryObject module. The settings of this module are set by performing test images on at least three images that are randomly selected by CellProfiler. The identified nuclei are then masked by the identified marker objects using the MaskObject module, and a majority of the identified nuclei must be masked by the marker objects in order to be counted as a nucleus that is positive for the marker of interest. At least 10 adjacent images are analyzed by this pipeline per replicate of a particular test condition.

### Flow cytometry analysis

Cells are detached from the cell culture plate using Accutase (#A6964-100 mL), and an equal volume of EGM media is added to the detached cells. The cells are then centrifuged at 300 × *g* for 5 min, and the pelleted cells are resuspended in 100 µL of FACS Buffer (0.5% BSA in PBS) with 10 µL of APC-conjugated PECAM1 antibody (R&D FAB3628A) or 5 µL of PE-conjugated CDH5 antibody (Thermo Fisher #12-1441-82). Cells are incubated in antibody solution for 30 min at 4 °C. The samples are then washed with 1 mL of FACS buffer and centrifuged at 300 × *g* for 5 min (repeated three times). After the last wash, the cells are filtered through a 40 micron strainer, briefly treated with DAPI to label dead cells, and then analyzed using Thermo Fisher Atunne NxT. Collected data is then analyzed using FlowJo (Supplementary Fig. 14 for gating strategy).

### Shear stress flow experiments

Day 6 iECs were detached from well plates using accutase, centrifuged, and then were seeded in individual wells of Ibidi μ-Slide VI 0.4. On day 7, cells were washed with EGM2 media, and then their media was changed to flow media (EBM2 media with 2% FBS and 1% Penicillin/Strepavadin). Ibidi μ-Slides were attached to Masterflex Ismatec Reglo Digital Pump. The flow samples were slowly ramped up to final shear stress condition using the following protocol: 0.5 dynes/cm^2^ (15 min), 1 dyne/cm^2^ (15 minu), 3 dynes/cm^2^ (15 min), 5 dynes/cm^2^ (30 min), 10 dynes/cm^2^ (30 min), 15 dynes/cm^2^ (30 min), 20 dynes/cm^2^ (1 h), 25 dynes/cm^2^ (1 h), and 30 dynes/cm^2^ (1 h). Flow condition samples were then subjected to 35 dynes/cm^2^ of shear stress for 24 h using a pulsatile pump in a standard 37 °C cell incubator.

After flow conditions, samples were fixed using 4% PFA in PBS. The immunofluorescence protocol described above was then used to stain the samples for GFP and CDH5. After staining, the samples were imaged using EVOS7000 microscope. Images from each sample were then analyzed for alignment to flow using the Directionality plugin in FIJI on the GFP images (at least 9 images per sample). The Directionality of each image was calculated using the Local Gradient Orientation function, and the absolute value of the Direction of the GFP channel was recorded per image. The recorded values per sample were then averaged. The four replicates for each condition were then compared using unpaired *t*-test.

### qPCR of TNFalpha-stimulated samples

After 4 h TNF-alpha stimulation, cells were washed with PBS, and then the RNA was extracted from the samples using standard TRIzol extraction protocol (Thermo Fisher #115596018). cDNA was then created for each sample using SuperScript IV Vilo Mastermix (Thermo Fisher #11756050). qPCR of samples was then performed on samples in duplicate using SYBR green master mix (Thermo Fisher #4309155). The average CT value of each gene was then taken and only used if values were within a half-cycle difference. Delta CT was then calculated using beta-actin as a reference gene. The change in expression due to TNF-alpha stimulation was calculated using an unstimulated sample.

### qPCR primer sequences (5’–3’)

*Vcam1* F CTGGGAAGCTGGAACGAAGT *Vcam1* R GCCAAATTGACCGTGAC

*Sele* F ATCCTGCAGTGGTCATGGTG *Sele* R GCCAAAGGAGCAGGAGGAAT

*Icam1* F CTGGGCTTGGAGACTCAGTG *Icam1* R CCACACTCTCCGGAAACGAA

*Actb* F *CCACCATGTACCCAGGCATT Actb* R AGGGTGTAAAACGCAGCTCA

*Notch1* F TGGACTGTTCTGTGCATCCC *Notch1* R TGGGGATCAGAGGCCACATA

*Dll4* F GTACTCACCACTCTCCGTGC Dll4 *Dll4* R AGCTGCCACCATTTCGACAG

*Gja5* F TGAGCTCTAAACGTGGAAGGC *Gja5* R ATGGTATCGCACCGGAAGTC

*Hey1* F GTTTGG GGTTTCGGGAATGC *Hey1* R CTT CCC CAG GGA ATG TGT CC

*Vegfr3* F GACCTCCTGGTGAACGTGAG *Vegfr3* R ACG CTG GCA GAG GAG TTT AC

*Vwf* F ACAACTTGACAGCAGGTCGG *Vwf* R GCCACCTCTCACTCCTAAGC

*Nr2f2* F ACCGGGTGGTCGCTTTTA TG *Nr2f2* R GGCCTTGAGGCAGCTATACTC

*Fli1* F ATGGACGGGACTATTAAGGAGG *Fli1* R GAAGCAGTCATATCTGCCTTGG

*Kdr* F TTGCCTGGTCAAACAGCTCA *Kdr* R GCTCTGCTTCCAGGAGTGTG

### Bulk RNAseq sample collection and analysis

RNA from samples was isolated using standard TRIzol extraction protocol (Thermo Fisher #15596018). Libraries were prepared using the Kapa mRNA Stranded Kit. Samples were sequenced using paired-end sequencing at a 2 × 50 read length using an Illumina Novaseq 6000 platform by UNC HTSF core. Raw reads were demultiplexed using bcl2fastq. Samples were checked for quality control using fastqc and multiqc, and high GC content was trimmed using BBDuk. Transcript expression was then quantified using Salmon^28^. DESeq2 was used to obtain differential gene expression between control and reprogrammed samples at each timepoint^29^. Gene Ontology enrichment analysis and enrichment analysis of the differentially expressed genes to previously published datasets were performed using ClusterProfiler^30^.

### Single-cell RNAseq library preparation and sequencing

Cells from two replicates for each condition were detached from cell culture plates using Accutase or 0.05% Trypsin and then centrifuged at 300 × *g* for 5 min at 4 °C. Replicates were then pooled and then the pooled replicates for each timepoint were multiplexed using the 3’ CellPlex Kit Set A (10x Genomics #1000261) with the Day 3, Day 7, 2 Weeks, and 4 weeks timepoints as separate samples. After the final wash step, the pooled multiplexed cells were immediately used in the Chromium Next GEM Single Cell 3’ Reagent Kit v3.1 (Dual Index) library preparation protocol (10x Genomics #1000268). The prepared gene expression and multiplexed libraries were then paired-end sequenced using NovaSeq 6000 platform by UNC HTSF core.

RNA was extracted from unused cells from scRNAseq sample preparation, and the overexpression of *Sox17*, *Erg*, and *Etv2* was independently confirmed by qPCR before samples were further analyzed.

qPCR Primer Sequences (5’–3’):

*Etv2* F cag agt cca gca ttc acc ac *Etv2* R agg aat tgc cac agc tga at

*Sox17* F gaa tcc aac cag ccc act g *Sox17* R tag gga aga ccc atc tcg gg

*Erg* F acc tca ccc ctc agt cca aa *Erg* R tgg tcg gtc cca gga tct g.

### Single cell RNAseq data analysis

The cellranger multi pipeline was used to demultiplex the sequenced samples (using the preassigned min-assignment-confidence of 0.9). The standard Seurat workflow was then used to filter (nFeatures RNA > 200, and percent.mt < 25), merge, and cluster the demultiplexed samples^31^. Once the clusters were assigned, FindAllMarkers was used to find the genes associated with each cluster with the specifications of min.pct above 25% and logfc.threshold of 0.25. ClusterProfiler was used for both GO Term Analysis and comparison to published gene sets^30^. Annotation of Tabula Muris heart data was performed by using CellID R-package^32^.

Pseudotime analysis was performed by using published Monocle3 pseudotime workflow by converting the Seurat object to the cell_data_set object function found in SeuratWrappers^33^. Sample-specific trajectories were isolated using choose_cell function and gene modules describing the trajectories were identified using graph_test in combination with find_gene_modules functions (adapted from Monocle3 vignette workflow).

Cell cycle states were identified using tricycle R-package with the SeuratWrappers workflow^34^. Cell signaling for each cluster was estimated using CellChat^35^. Gene regulatory network analysis was performed using SCENIC^36^. In silico cell perturbation analysis was performed using CellOracle^24^.

### H3K27ac CUT&Tag

Samples were detached from cell culture plates using Accutase, centrifuged, counted and then 100,000 cells were used in CUT&Tag V.3 protocol starting at the fresh cells step^37^. Samples were then prepared using the published CUT&Tag protocol using an H3K27ac antibody (Abcam #ab4729). Samples were then paired-end sequenced using NextSeq2000 platform by UNC HTSF core.

Data was analyzed following the published CUT&Tag data analysis protocol. The quality control statistics at each step of the analysis pipeline were routinely compared between replicates and sample types. Peaks were assigned using the SEACR package, which returned the top 0.01 fraction of stringent peaks per sample. Differential peaks were assigned by comparing the assigned peaks of each condition (*Etv2*, SEG, or primary endothelial cells) to the control condition using DESeq2 R-package^29^. Deeptools were used to generate peak heatmap for each sample^38^. HOMER package was used for transcription factor motif analysis of the differentially expressed peaks per sample type (*p*-value cut-off of 0.01 for Venn diagram comparison)^39^. The differentially expressed peaks were annotated using ChIPseeker R-packge, and ClusterProfiler was used for enrichment analysis of the annotated genes^30,40^.

### Statistics and reproducibility

GraphPad Prism was used to perform all of the statistical analyses. Comparisons were evaluated using two-sided *t*-tests, the Mann–Whitney test (for non-normal data), or One-way ANOVA with Tukey’s multiple comparison tests with a *p*-value of 0.05 being the minimum cut-off for statistical significance. For the screening data, ratio-paired *t*-tests were used to take virus titer variability and differences in starting samples into account. For all other *t*-tests, an un-paired *t*-test with Welch’s correction was used. No statistical method was used to predetermine the sample size. No data were excluded from the analyses. Sample blinding was used for the analysis of in vivo data. When possible, all quantifications of immunofluorescence data were automated using CellProfiler or QuPath.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of additional supplementary files

Supplementary Data 1

Reporting summary

### Source data

Source Data

## Data Availability

The data generated in this study have been deposited in the NIH GEO database under accession code GSE218418. The embryonic day 12.5 data used in this study are available in the Github database (https://github.com/gmstanle/coronary-progenitor-scRNAseq). The adult murine heart scRNAseq data used in this study are available in the Figshare database under Tabula Muris [https://figshare.com/projects/Tabula_Muris_Transcriptomic_characterization_of_20_organs_and_tissues_from_Mus_musculus_at_single_cell_resolution/27733]. Source data are provided with this paper.

# Supplementary material for: Direct conversion of cardiac fibroblasts into endothelial-like cells using Sox17 and Erg
**Source:** Nat Commun. 2024 May 16;15:4170. doi: 10.1038/s41467-024-48354-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1: Additional Factor Screen Images

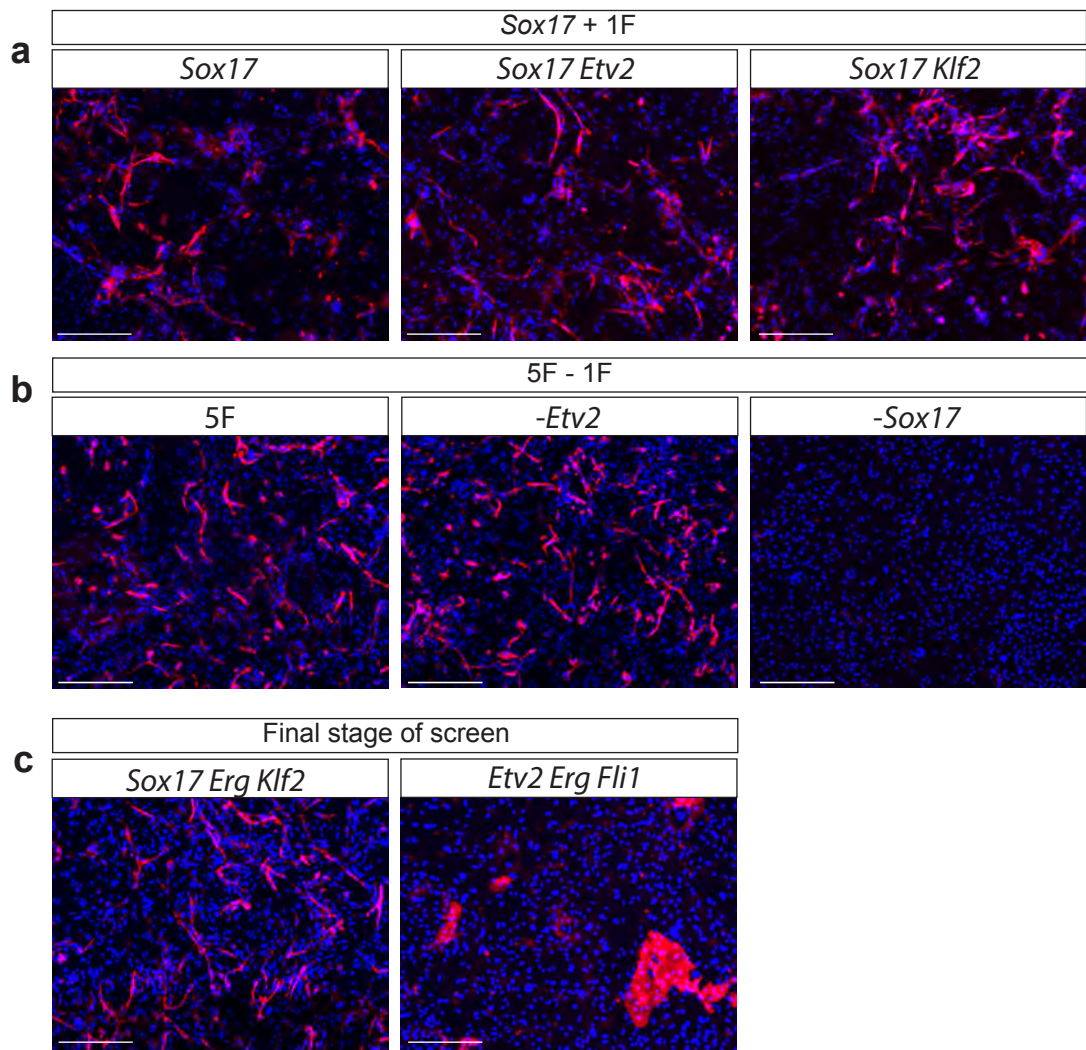

**a**, Additional images from Sox17 + 1F stage of factor screen (scale bar 275 microns). **b**, Additional images from 5F-1 stage of factor screen (scale bar 275 microns). **c**, Additional images from final stage of screen. Sox17 Erg Klf2 was also statistically significant in generating iECs when compared to Sox17 alone. (scale bar 275 microns).

## Supplementary Figure 2: Flow Cytometry Analysis of Depletion of PECAM1+ Cells during MACS isolation in Day 7 neonatal cardiac fibroblasts

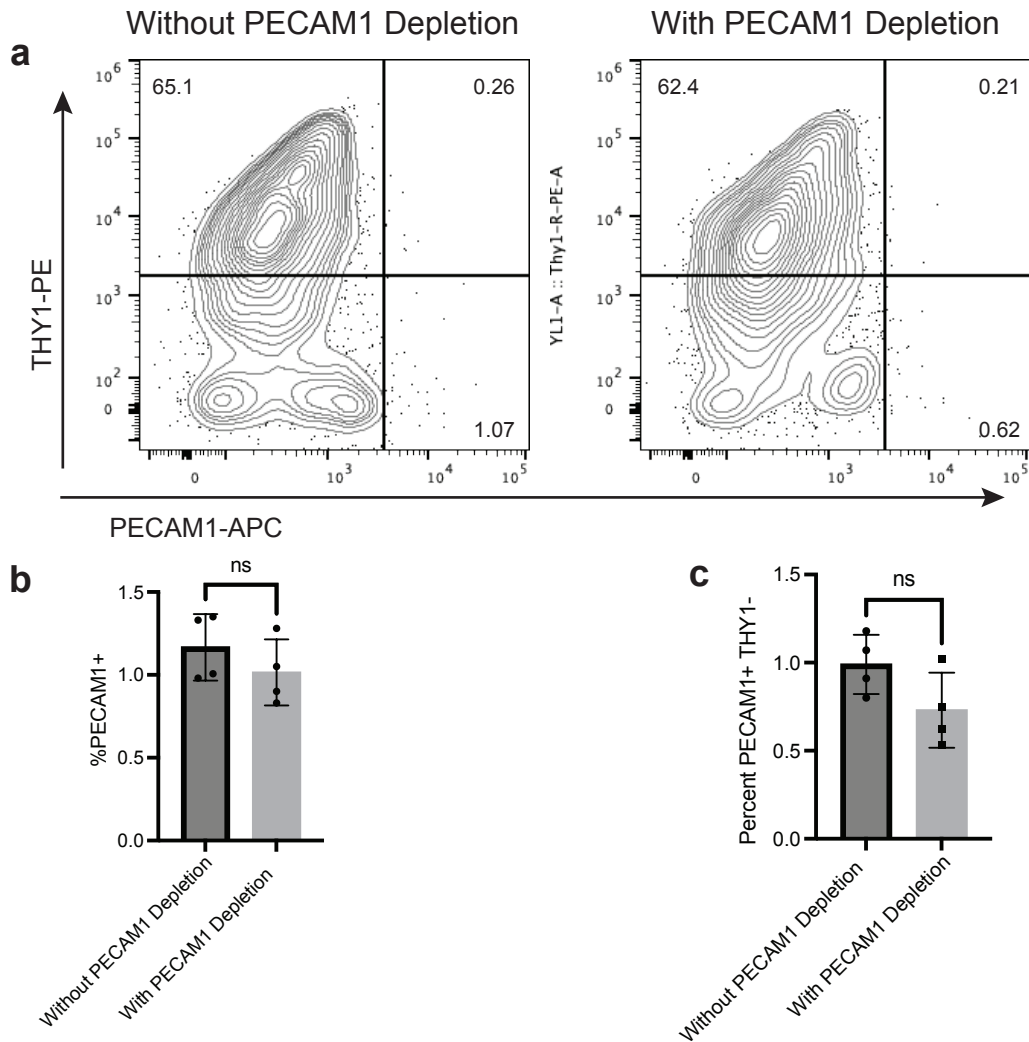

**a**, Flow cytometry plots of Day 7 samples stained with PECAM1 (x-axis) and THY1 (y-axis). **b**, Bar graph of percent PECAM1-positive cells. (two-sided student t-test, mean  $\pm$  SD, n=4 samples) **c**, Bar graph of percent PECAM1-positive THY1-negative cells. (two-sided student t-test, mean  $\pm$  SD, n=4 samples) Source data are provided as a Source Data file.

### Supplementary Figure 3: In vitro functional characterization images

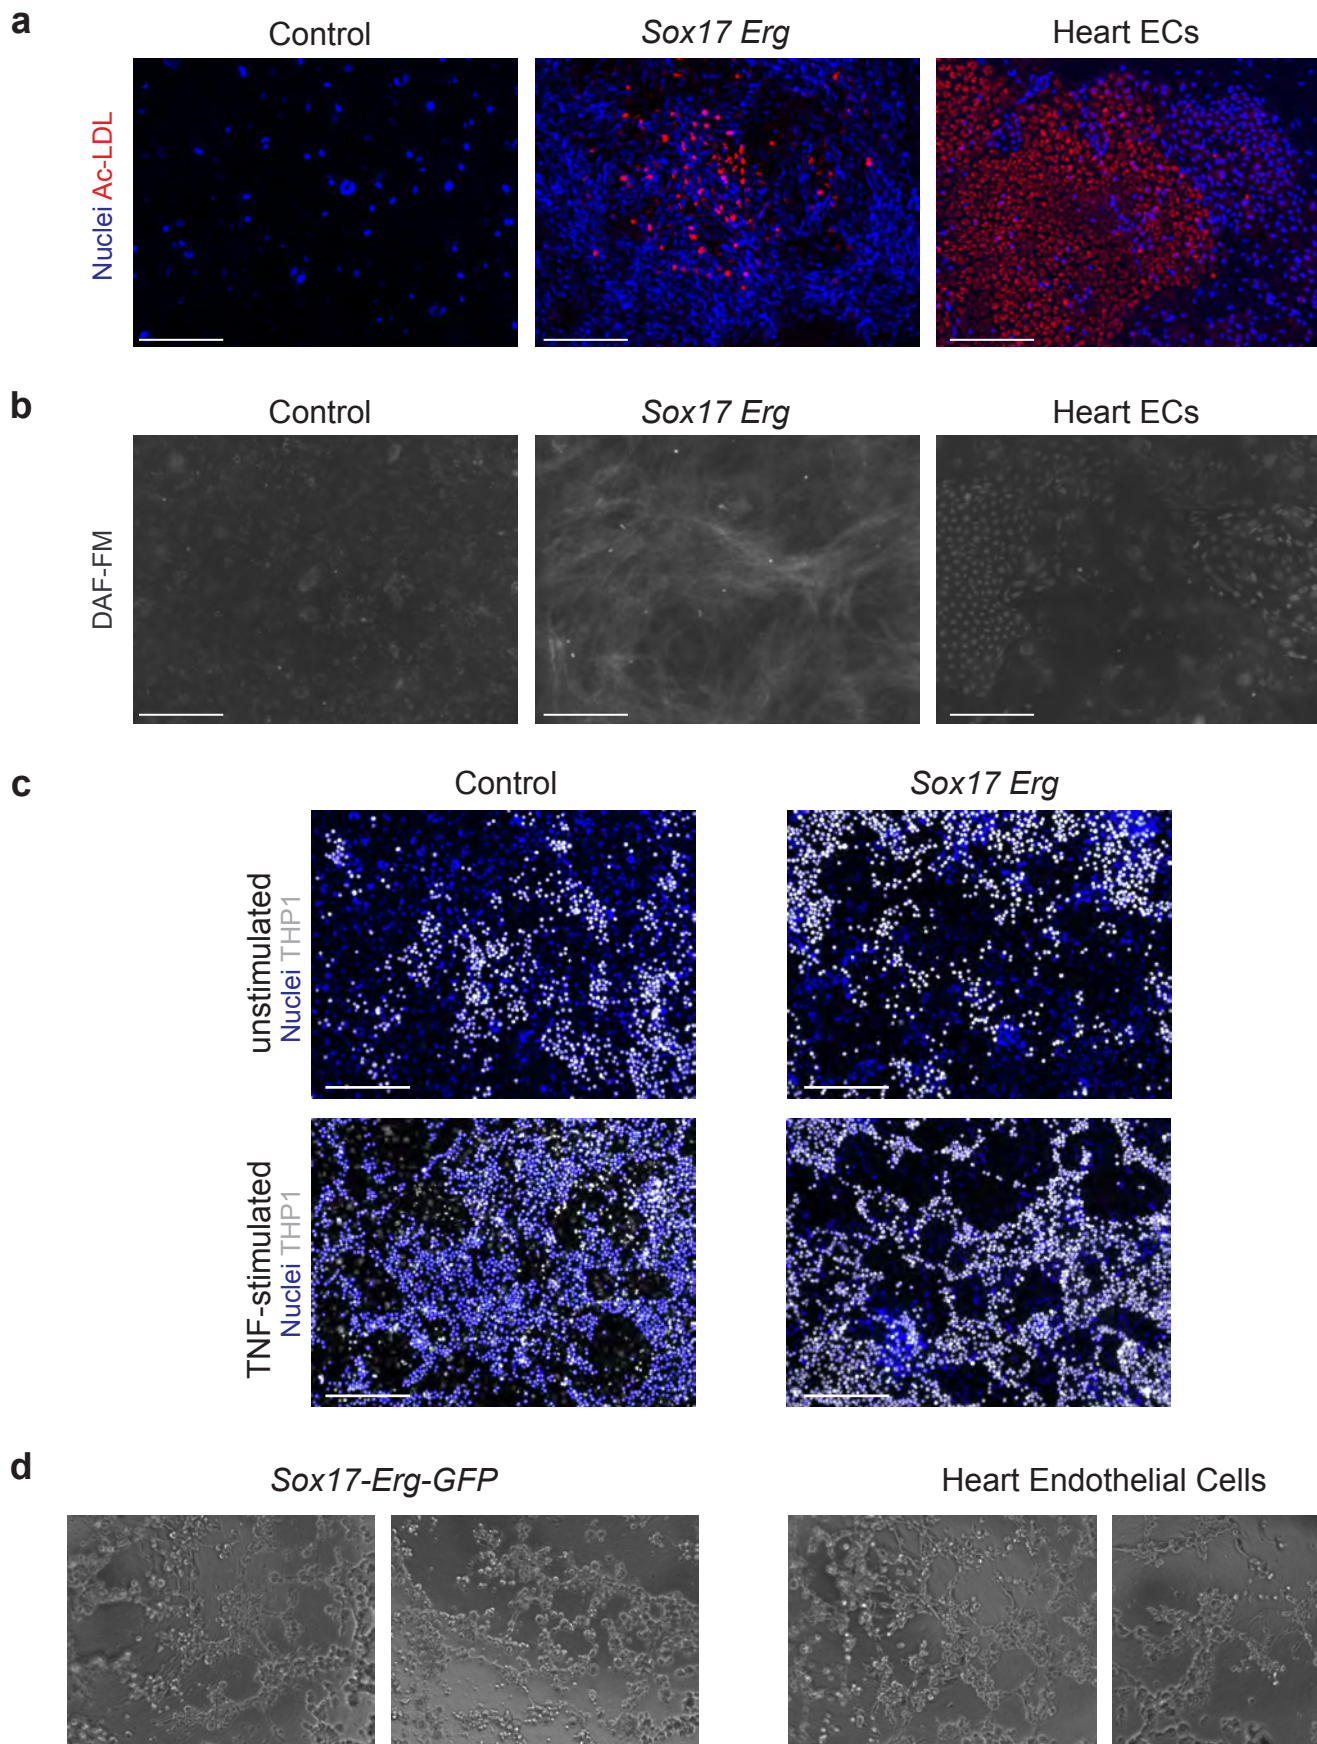

**a**, Representative Dil-Ac-LDL uptake images of four week old samples (scale bar 275 microns).

**b**, Representative DAF-FM NO Production images (scale bar 275 microns). **c**, Representative images of unstimulated and TNFalpha stimulated iECs co-cultured with THP1 cells (scale bar 275 microns). **d**, Cord formation assay after 4 hours of incubation. **d**, Representative images of cord formation assay of SEG and native heart endothelial cells after 4 hours of culture on matrigel.

Supplementary Figure 4

a

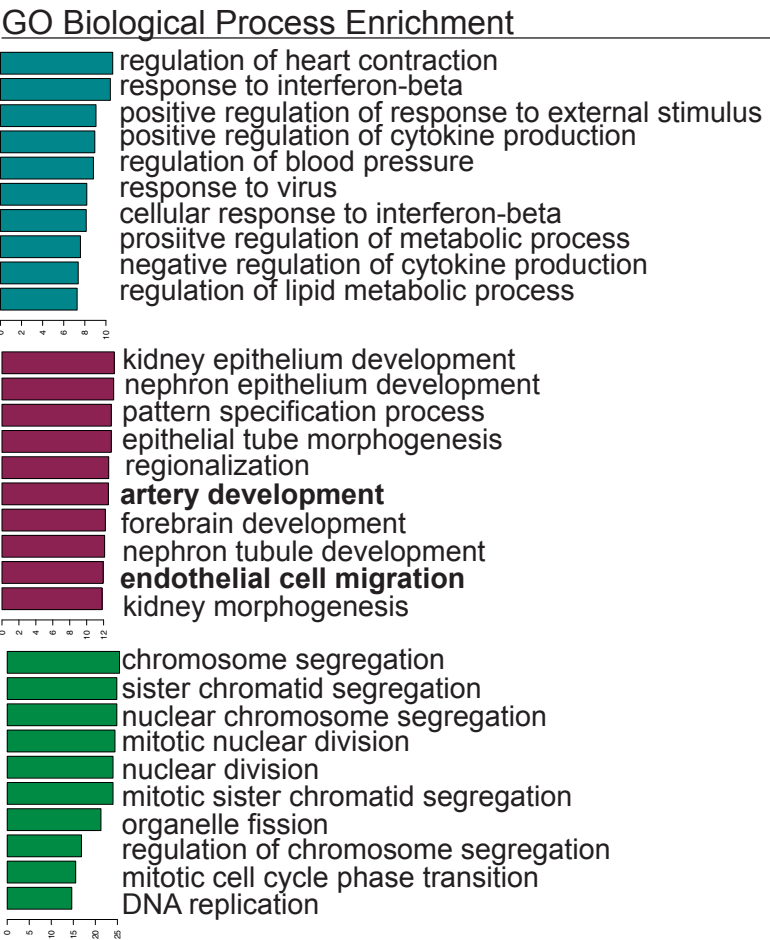

b

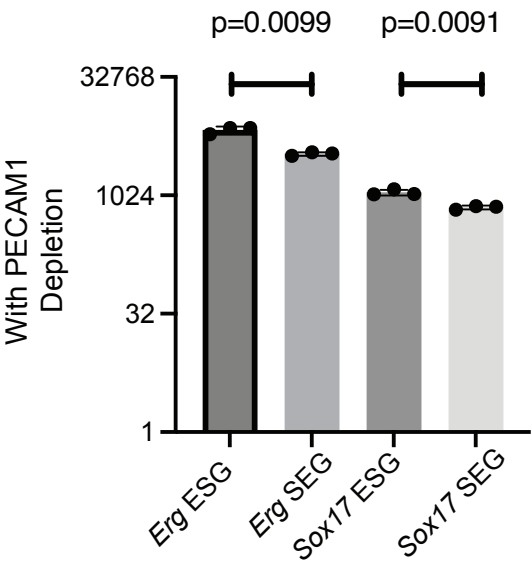

**a**, GO Biological Process Enrichment Analysis of Bulk RNAseq differentially expressed genes. **b**, qPCR of *Erg* and *Sox17* gene expression in *Erg-Sox17-GFP* (ESG) and *Sox17-Erg-GFP* (SEG) Day 7 construct samples. (n= 3 samples, two-sided student t-test, mean  $\pm$  SD). Source data are provided as a Source Data file.

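Panel a ranks GO Biological Process terms by how many of a cluster's DEGs carry the term compared with the number chance would give. The paper ran this test with ClusterProfiler, and its GO annotation was not used here. The first group of bars names heart contraction, the second artery development and endothelial cell migration, and the third chromosome segregation, mitotic division and DNA replication. For the first group, a list of cardiomyocyte genes, written after the data were seen, was counted in the k-means clusters of the same samples. Of 13 cardiomyocyte genes tested, such as *Myh6*, *Tnnt2* and *Actc1*, 11 fell in the control gene cluster (Fisher's exact test, adjusted p = 6.7e-07 over 48 tests). Their median log2 fold change in *Sox17*-*Erg* against control samples was -0.85 at Day 3, -1.55 at Day 7 and -2.64 at 4 weeks (adjusted p = 0.0023, 0.00033 and 6.2e-07 by the camera test). Of 27 interferon genes, also listed after the data were seen, 16 fell in the control gene cluster (Fisher's exact test, adjusted p = 1.2e-06). Their medians were -0.40, -1.31 and -0.94 (adjusted p = 0.052, 1.6e-09 and 0.00077 by the camera test).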

Supplementary Figure 5: In vivo functional characterization

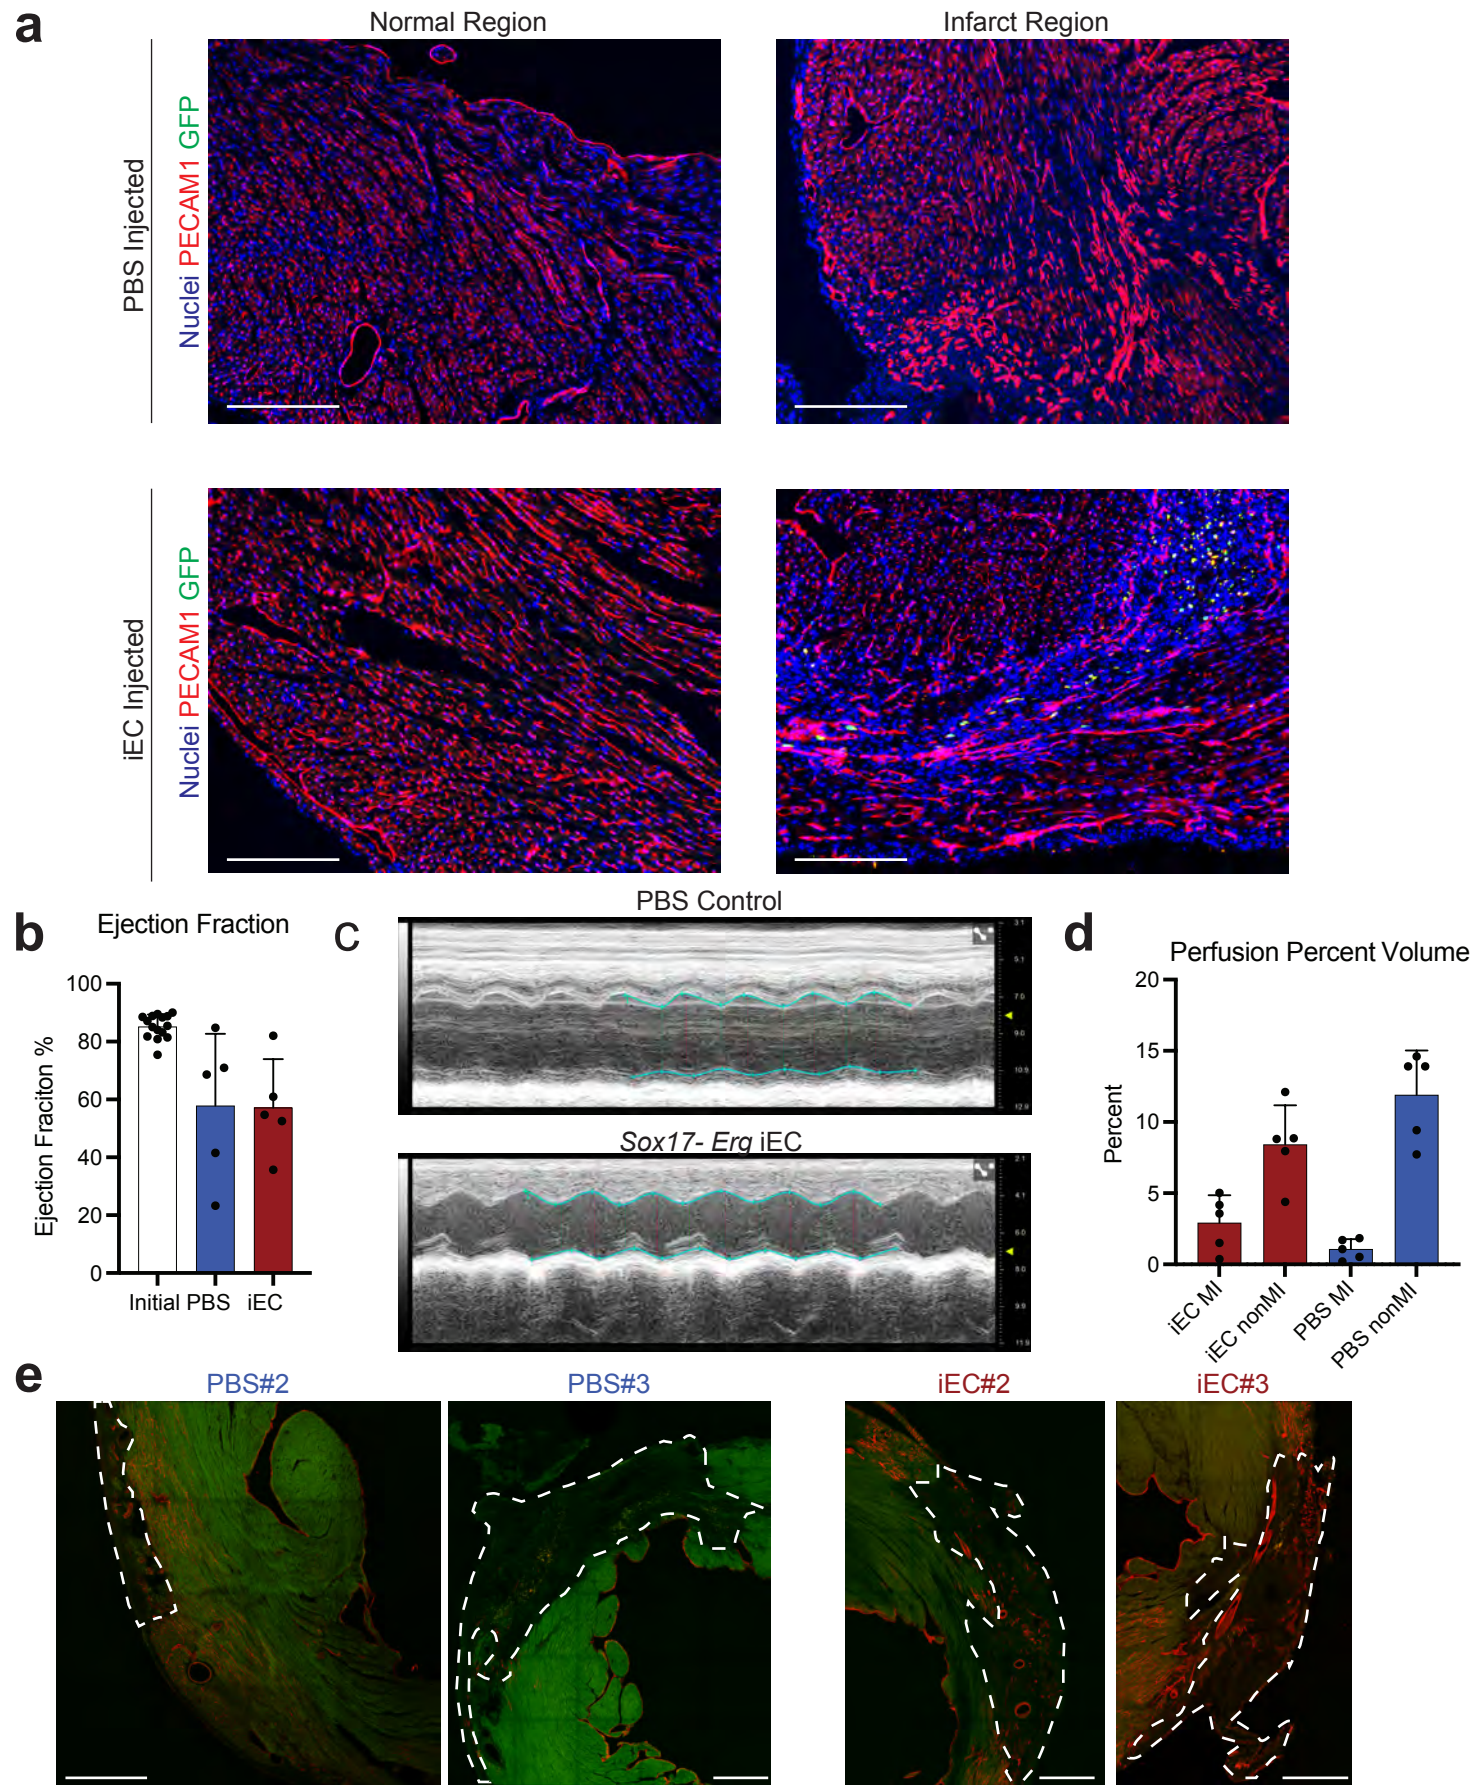

**a**, 10 micron thick sections of Day 7 infarcted hearts from PBS-control and iEC cell-injected samples (scale bar 275 microns). **b**, Ejection Fraction Quantification of four-week samples. (initial n=15 animals, PBS and iEC n =5 animals, mean  $\pm$  SD) **c**, Example echocardiography images from 4 week timepoint mice **d**, Quantification of Perfusion Volume in scar and non-scar regions in four-week samples. **e**, Additional images of lectin perfused scar regions from different samples (scale bar 500 microns). Source data are provided as a Source Data file.

Supplementary Figure 6: scRNAseq Quality Control Metrics

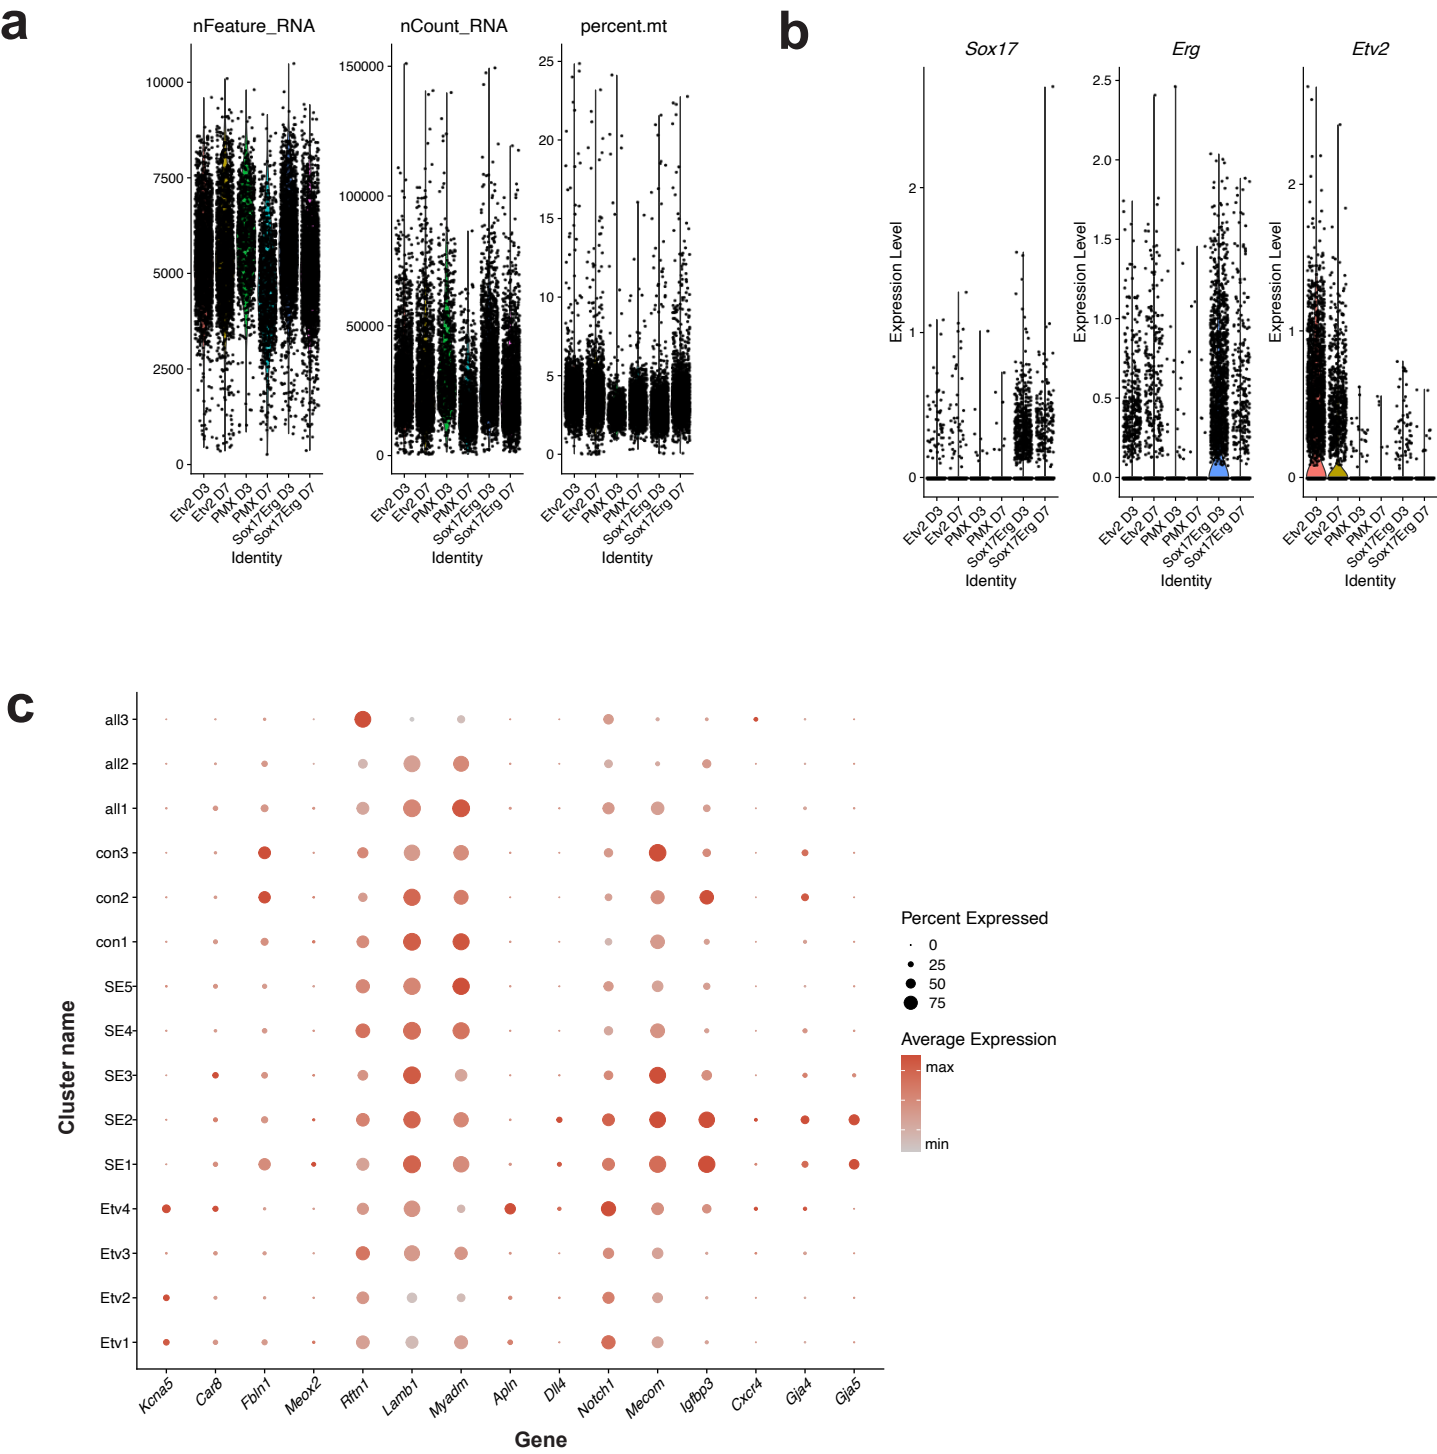

**a**, Quality control metrics of demultiplexed and combined Seurat object of scRNAseq data. **b**, Violin plots of gene expression of reprogramming genes annotated by sample. **c**, Dot plot of curated list of heart-specific endothelial and arterial genes.

Supplementary Figure 7: scRNAseq Cluster-specific Signaling Patterns

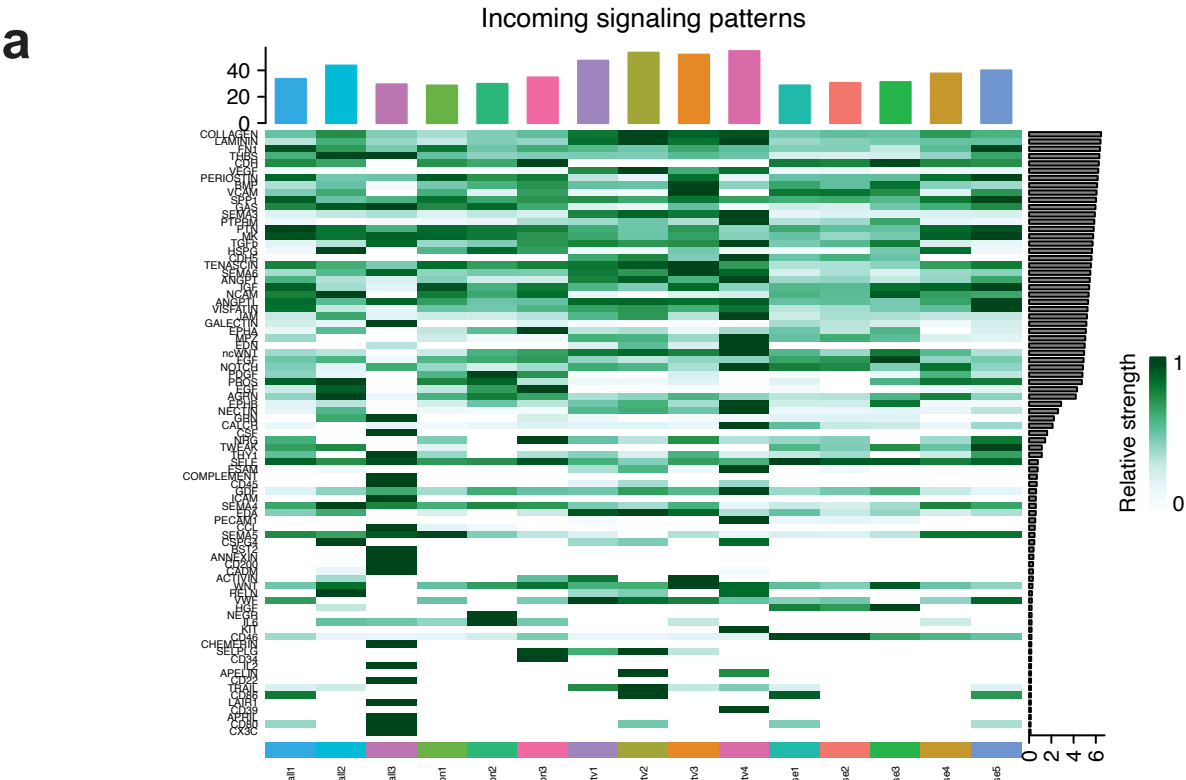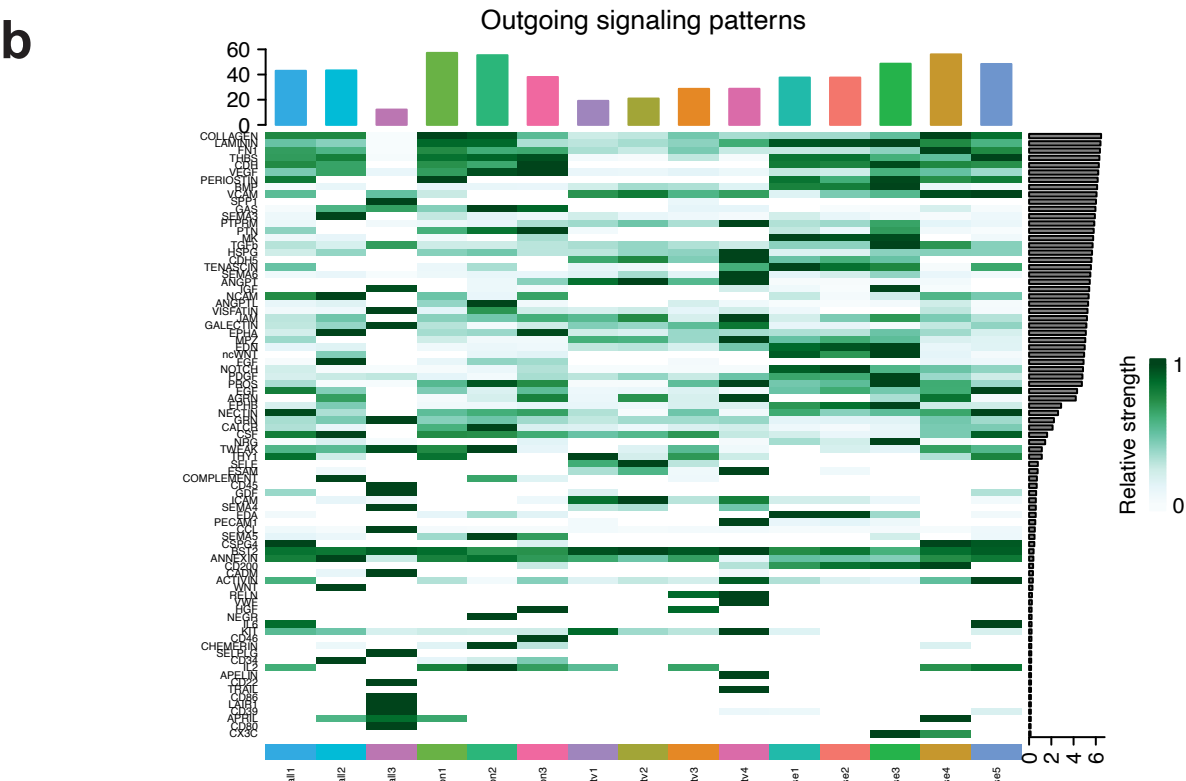

**a, b**, Predicted incoming and outgoing cell signaling pathways associated with specific clusters.

## Supplementary Figure 8: Multi-Organ Fibroblast Reprogramming

**a**

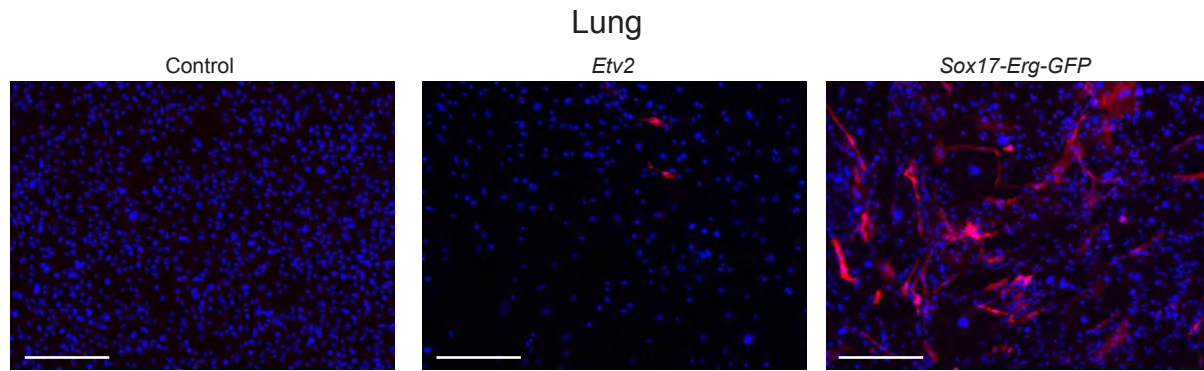

**b**

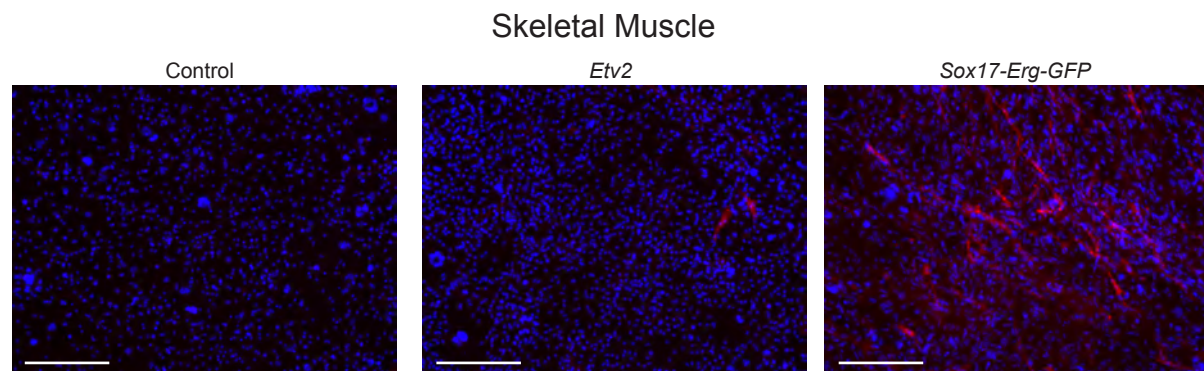

**c**

Quantification of Day 7  
Adult Lung iECs

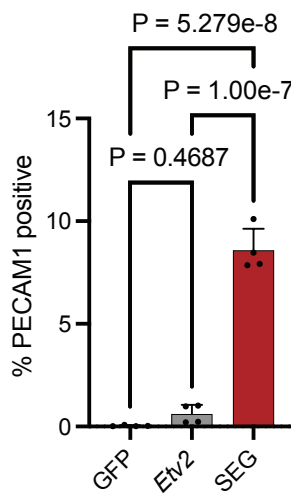

**d**

Quantification of Day 7 Adult  
Skeletal Muscle iECs

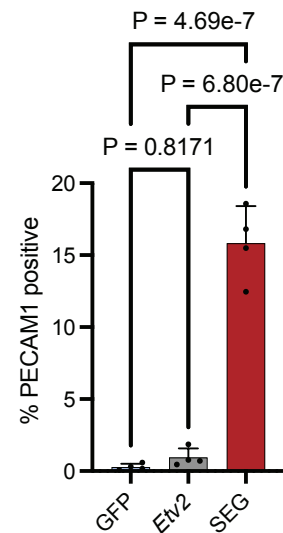

**a**, Images of Day 7 iEC reprogramming of isolated adult murine lung Thy1+ fibroblasts stained with Pecam (in red) and DAPI (in blue) (scale bar: 275 microns). **b**, Images of Day 7 iEC reprogramming of isolated adult murine skeletal muscle Thy1+ fibroblasts stained with Pecam (in red) and DAPI (in blue) (scale bar: 275 microns). **c**, **d**, Quantification of Day 7 Lung (**c**) and Skeletal Pecam-positive iECs (**d**) (n=4 samples). (two-sided student t-test, mean  $\pm$  SD). Source data are provided as a Source Data file.

Supplementary Figure 9: CUT&Tag Analysis Metrics

a

Sample Fragment Reproducibility Comparison

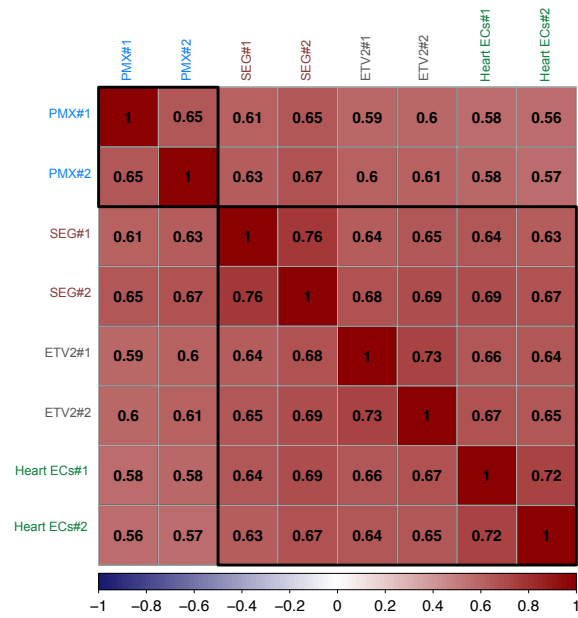

b

H3K27ac Peak Annotation

Up-regulated Peaks

Down-regulated Peaks

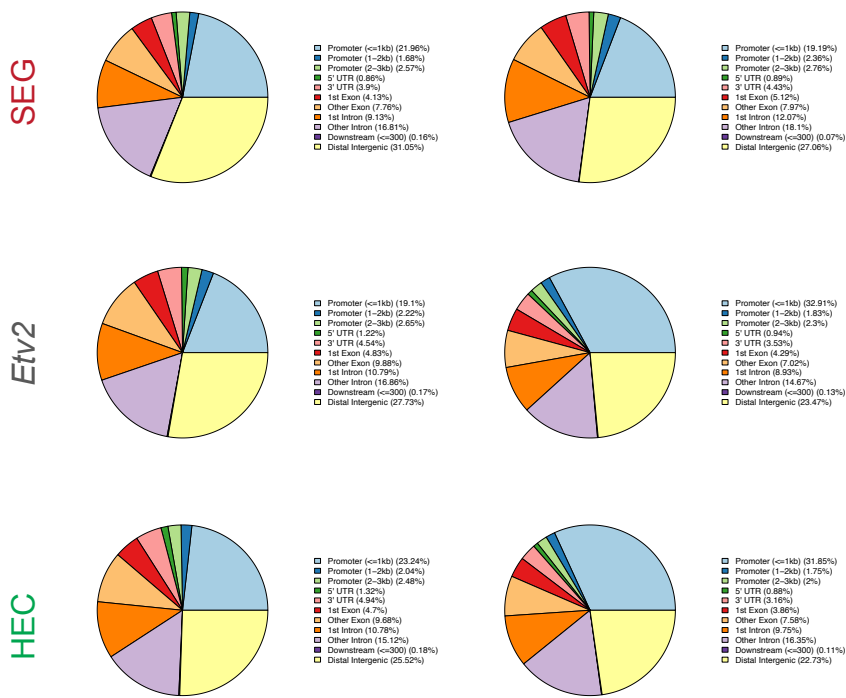

a, H3K27ac CUT&Tag fragment reproducibility comparisons between samples. b, H3K27ac Peak Gene Annotation metrics

Supplementary Figure 10: Peaks of Cluster-specific Marker Genes

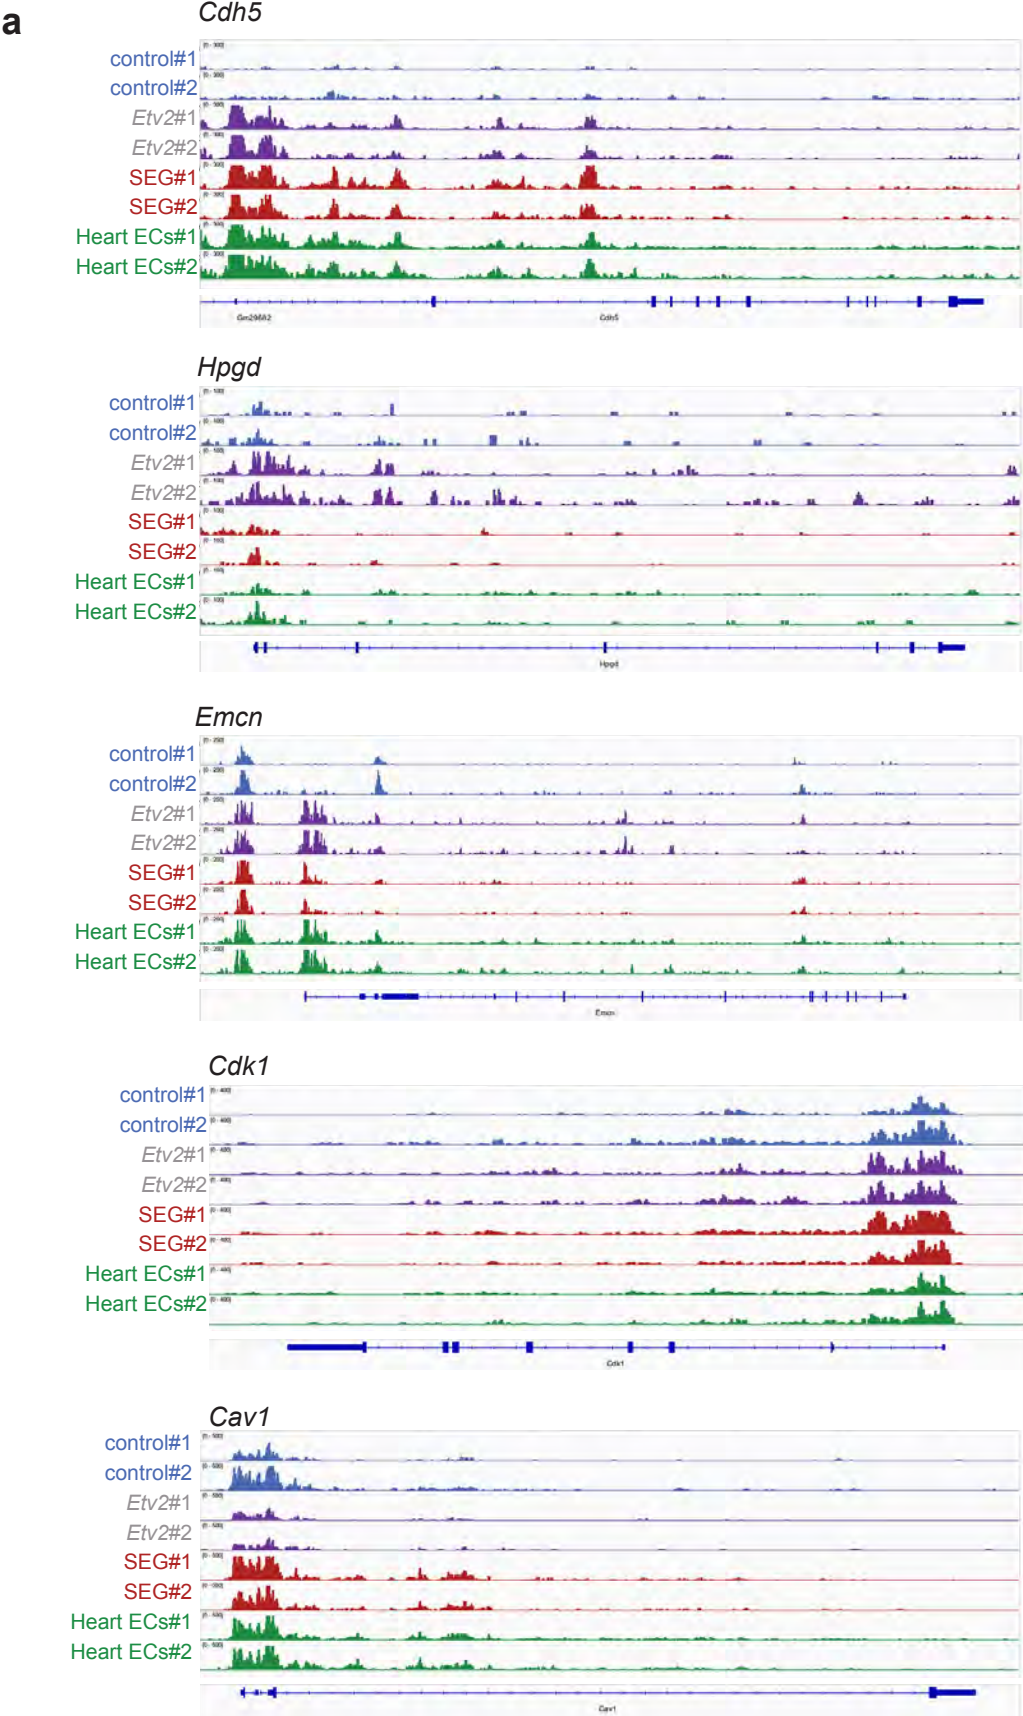

a, H3K27ac peaks in selected cluster-specific marker genes

Supplementary Figure 11: qPCR Comparison of *Etv2* and SEG iECs to isolated adult murine heart endothelial cells

Day 3

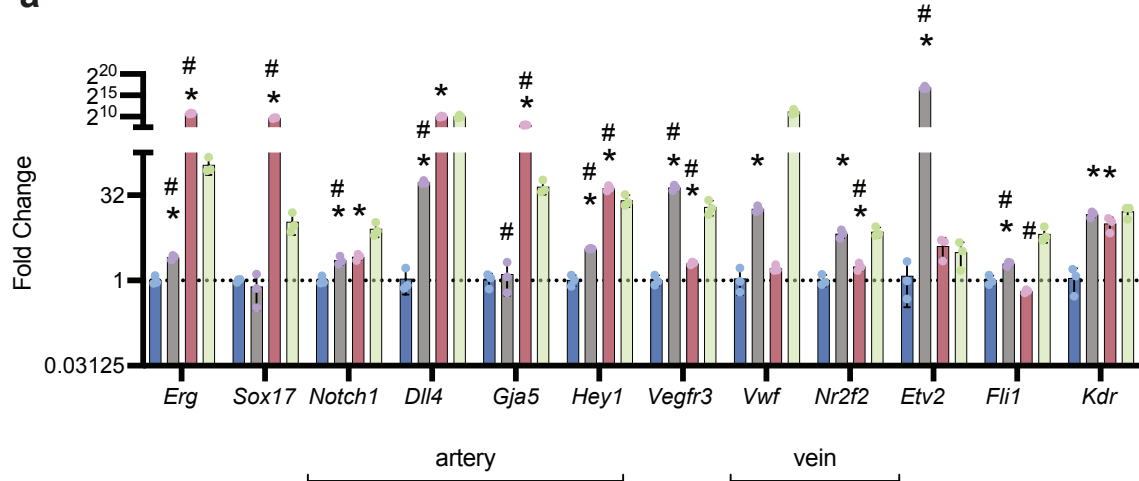

Day 7

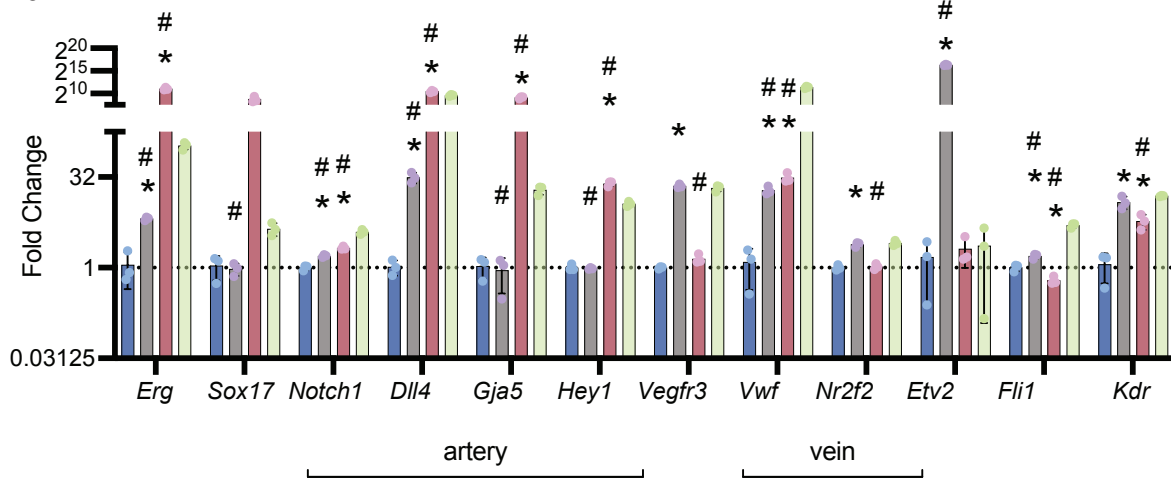

- Control
- *Etv2*
- *Sox17-Erg-GFP*
- Adult Cardiac ECs

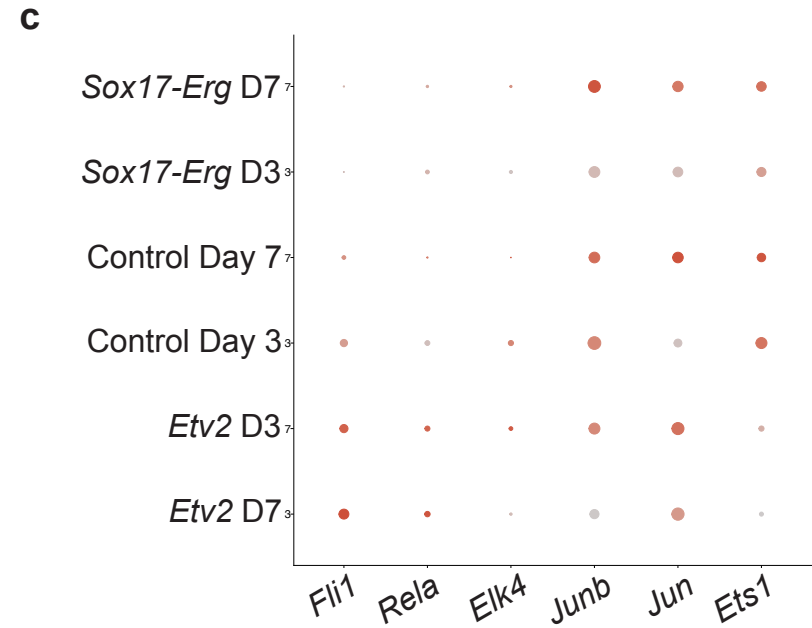

**a**, qPCR of Day 3 control, *Etv2*, SEG, and murine adult heart endothelial cells. (students t-test, mean  $\pm$ SD) **b**, qPCR of Day 7 control, *Etv2*, SEG, and murine adult heart endothelial cells. (students t-test, mean  $\pm$ SD) \*p-value < 0.05 for comparison to control cells. #p-value < 0.05 for comparison to heart endothelial cells. **c**, scRNAseq Dot plot of top hits from HOMER analysis of H3K27ac analysis. Source data are provided as a Source Data file.

Supplementary Figure 12: adult iEC scRNAseq

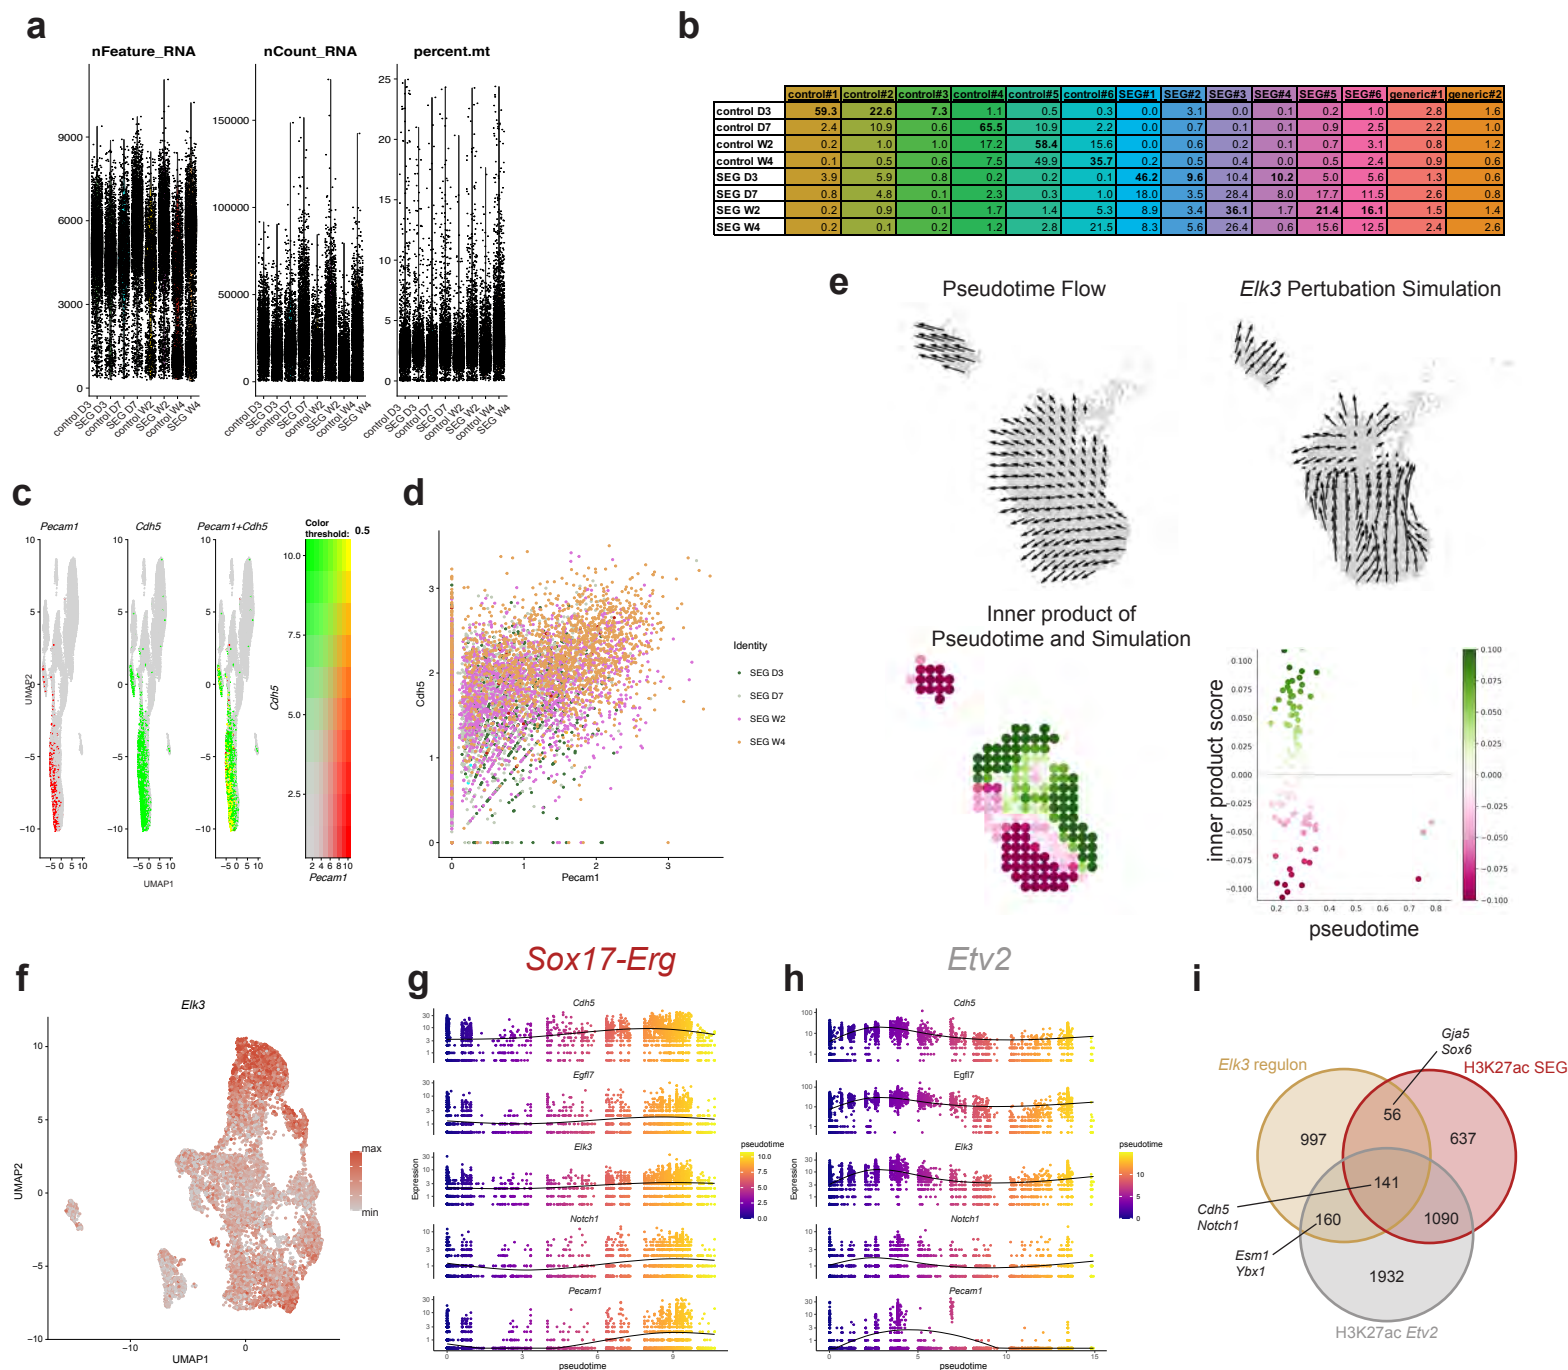

**a**, Quality control metrics of adult CF reprogramming scRNAseq by sample type and timepoint  
**b**, Percent cluster composition table of samples with highest sample type in cluster bolded.  
**c**, Co-Expression Plot of *Cdh5* and *Pecam1*  
**d**, Scatter plot of *Cdh5* and *Pecam1* of SEG clusters 1,3,4,5 labeled by sample timepoint.  
**e**, In silico gene perturbation of *Elk3* using CellOracle  
**f**, *Elk3* expression in neonatal iECs and cardiac fibroblasts  
**g**, Pseudotime expression of *Elk3*, select components of *Elk3* regulon, and *Pecam1* in *Sox17+Erg*  
**h**, Pseudotime expression of *Elk3*, select components of *Elk3* regulon, and *Pecam1* in *Etv2*  
**i**, Venn diagram comparison of SEG *Elk3* regulon genes, and H3K27ac SEG and *Etv2* upregulated genes.

Supplementary Figure 13: Higher magnification images of in vivo Reprogramming

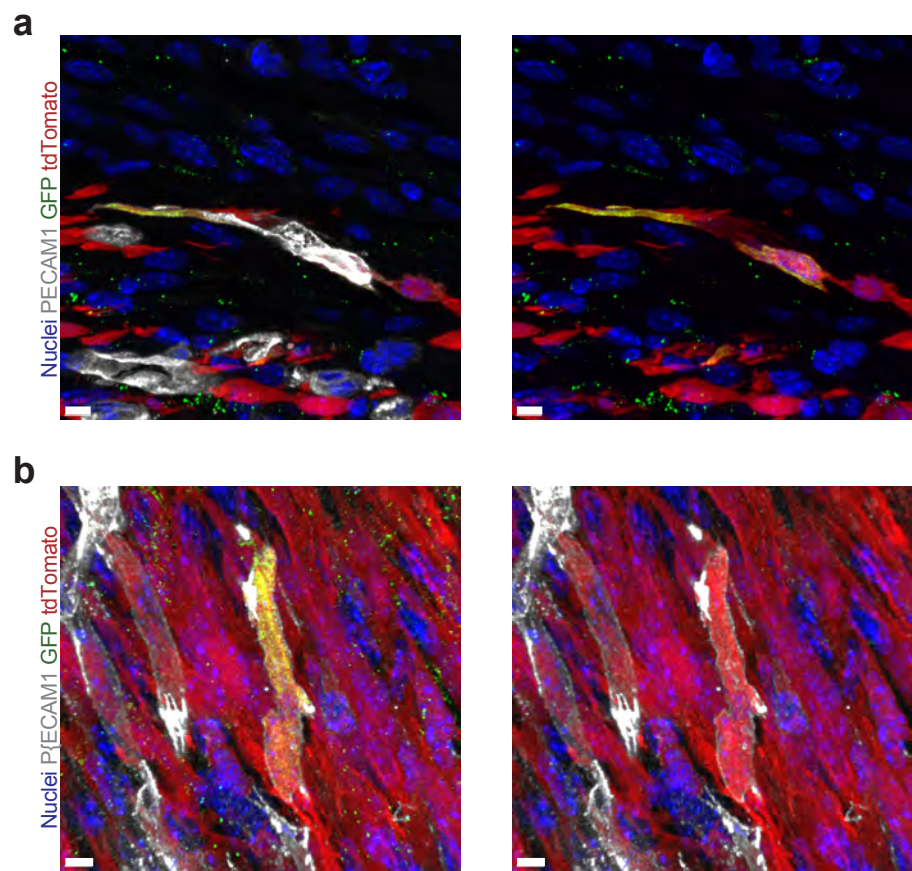

**a,b**, Additional high magnification images of SEG iECs (scale bars 5 microns)

Supplementary Figure 14: Flow Cytometry Gating Strategy Example

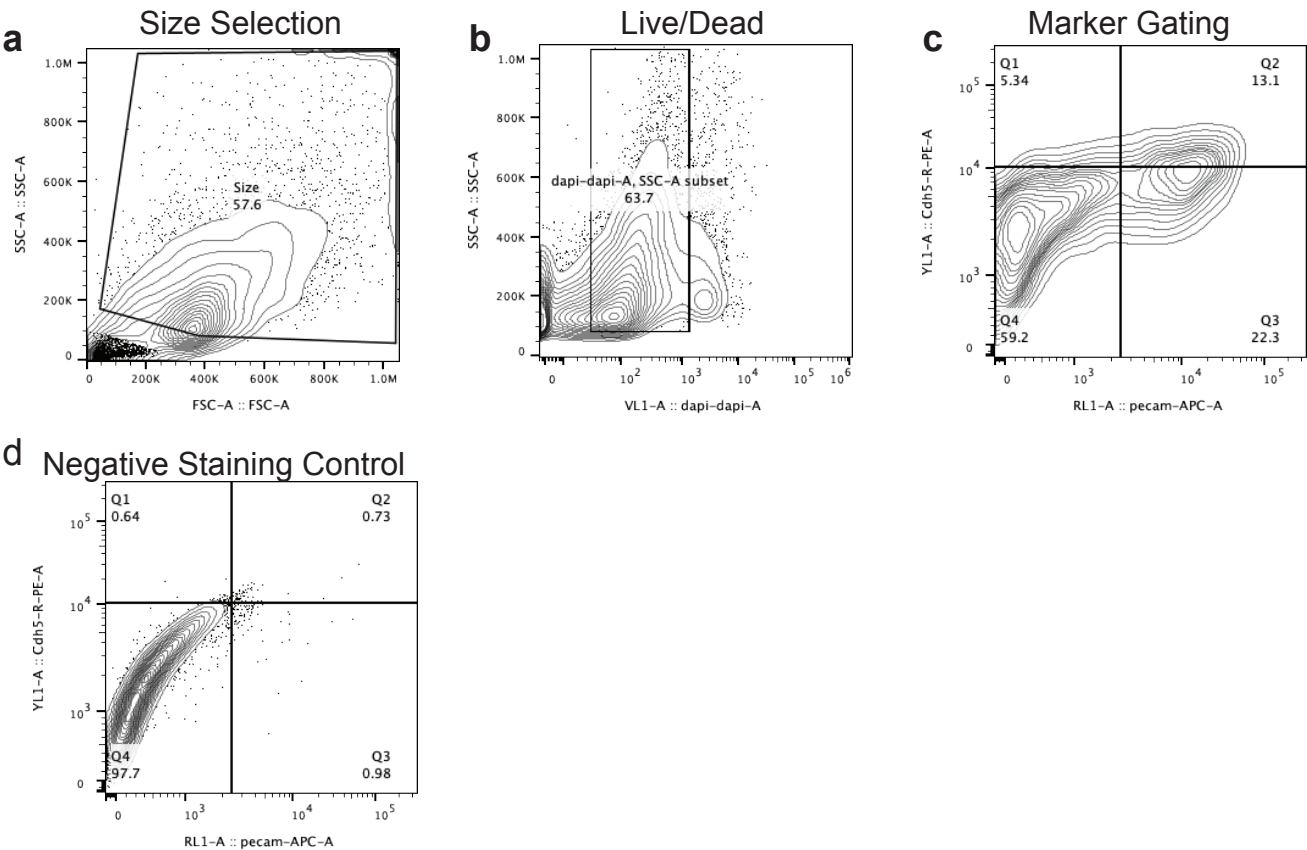

- a, Gating of cells using SSC and FSC
- b, Gating of Live cells from Dead cells using DAPI
- c, Example of gating of cells for CDH5-PE and PECAM1-APC using sample cells
- d, Example of negative staining control sample with the CDH5-PE and PECAM1-APC gating

# Supplementary material for: Direct conversion of cardiac fibroblasts into endothelial-like cells using Sox17 and Erg
**Source:** Nat Commun. 2024 May 16;15:4170. doi: 10.1038/s41467-024-48354-6
**Supplement:** Supplementary file 3 — Description of additional supplementary files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Marker genes of neonatal iEC clusters (Seurat FindAllMarkers Wilcoxon Rank Sum test)

# Supplementary material for: Direct conversion of cardiac fibroblasts into endothelial-like cells using Sox17 and Erg
**Source:** Nat Commun. 2024 May 16;15:4170. doi: 10.1038/s41467-024-48354-6

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).  
Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.  
For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | EVOS M7000 Imaging Software, Zeiss Zen Blue for LSM900, Attune NxT Flow Cytometer Software                                                                                                                                                                                                                                           |
| Data analysis   | FlowJo, CellProfiler, Imaris, AutoQuant, FIJI, QuPath, GraphPad Prism, Seurat (5.0.0), ClusterProfiler (4.10.1), CellID, Monocle3, SeuratWrappers, tricycle (1.10.0), CellChat, cellranger, CellOracle (0.17.1), DESeq2 (1.42.1), HOMER, ChIPseeker(1.38.0), Deeptools (3.5.5), SEACR(1.3). Code can be made available upon request. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Policy information about [availability of data](#)

**Data** All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All genomics data is accessible under NIH GEO Database GSE218418

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

An sample size (n) of three was determined to be the minimum sample size for any validation studies. Experimental sample size was determined by researching the industry standard for each applicable experiment.

Data exclusions

Data was only excluded if a replicate was an outlier two or more other replicates. If data was excluded, additional replicates would be performed with necessary controls in order to reach necessary sample size.

Replication

All experiments first underwent pilot experiments to ensure optimal conditions and working controls. Replicates of control and experiment conditions were done in parallel with at least three replicates per condition for non-sequencing experiments. All experiments contained control samples to ensure working reagents. All collected replicates are reported.

Randomization

When applicable, sample regions for quantification were selected using microscope automation.

Blinding

All quantification was performed in a blinded manner by computational software (i.e. CellProfiler, FIJI) and by researcher.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing

Data exclusions

Non-participation

Randomization

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                      |
|--------------------------|----------------------|
| Study description        | <input type="text"/> |
| Research sample          | <input type="text"/> |
| Sampling strategy        | <input type="text"/> |
| Data collection          | <input type="text"/> |
| Timing and spatial scale | <input type="text"/> |
| Data exclusions          | <input type="text"/> |
| Reproducibility          | <input type="text"/> |
| Randomization            | <input type="text"/> |
| Blinding                 | <input type="text"/> |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                      |
|------------------------|----------------------|
| Field conditions       | <input type="text"/> |
| Location               | <input type="text"/> |
| Access & import/export | <input type="text"/> |
| Disturbance            | <input type="text"/> |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-CD31 (R&D #AF3628); anti-Cdh5 (R&D #AF1002); anti-GFP (Aves #GFP-1020). Donkey anti-Goat 568 (ThermoFisher #A-11057); Donkey anti-Chicken 647 (Jackson ImmunoResearch (#703-605-155); Donkey anti-Chicken 488 (Jackson ImmunoResearch #703-545-155), H3K27ac (Abcam #4729). Cdh5-PE (ThermoFisher #12-1441-82), Pecan-APC (R&D FAB3628A). |
| Validation      | All primary antibodies were select due to use by previously published peer reviewed articles. Antibodies were then validated by comparing primary plus secondary staining to negative control (secondary only).                                                                                                                                |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                          |
|----------------------------------------------------------------------|----------------------------------------------------------|
| Cell line source(s)                                                  | platE cells- Cell BioLabs.                               |
| Authentication                                                       | platE cells were validated by retroviral GFP production. |
| Mycoplasma contamination                                             | none                                                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | none                                                     |

## Palaeontology and Archaeology

|                                                                                                                                                 |  |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Specimen provenance                                                                                                                             |  |
| Specimen deposition                                                                                                                             |  |
| Dating methods                                                                                                                                  |  |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |  |
| Ethics oversight                                                                                                                                |  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice (Jackson Strain#000664) (ages: Day0-Day4, 6-12 weeks old). ROSA26-tdTomato (#007914) (age: 6-12weeks). Tcf21-CreERT2 (gift from Song et. al 2012)(age: 6-12weeks). SCID (Charles River #236)(age: 6-12weeks). |
| Wild animals            | none                                                                                                                                                                                                                        |
| Reporting on sex        | Gender of male and female mice for in vivo studies was recorded.                                                                                                                                                            |
| Field-collected samples | none                                                                                                                                                                                                                        |
| Ethics oversight        | All animal studies were approved by UNC IACUC (#21-187) and IBC.                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |  |
|-----------------------------|--|
| Clinical trial registration |  |
| Study protocol              |  |
| Data collection             |  |
| Outcomes                    |  |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |  |
|-----------------------|--|
| Seed stocks           |  |
| Novel plant genotypes |  |
| Authentication        |  |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                           |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE218415                                                                                                 |
| Files in database submission                                       | control rep1, control rep2, Etv2 rep1, Etv2 rep2, SEG rep1, SEG rep2, neonatal EC rep1, neonatal EC rep2. |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             |                                                                                                           |

### Methodology

|                         |                                                        |
|-------------------------|--------------------------------------------------------|
| Replicates              | 2 replicates per sample type                           |
| Sequencing depth        | 400M (Novaseq 2000) was used for pooled samples.       |
| Antibodies              | H3K27ac (Abcam #4729)                                  |
| Peak calling parameters | SEACR top 0.01%                                        |
| Data quality            | Assessed using standard CUT&Tag data analysis pipeline |
| Software                | R studio with standard CUT&Tag data analysis pipeline  |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells are detached from cell culture plate using Accutase (#A6964-100mL) and a equal volume of EGM media is added to the detached cells. The cells are then centrifuged at 300xg for 5 minues and the pelleted cells are resuspended in 100uL of FACS Buffer (0.5% BSA in PBS) with 10uL of APC-conjugated Pecam1 antibody (R&D FAB3628A) or 5uL of PE-conjugated Cdh5 antibody (ThermoFisher #12-1441-82). Cell are incubated in antibody solution for 30 minutes at 40C. The samples are then washed with 1mL of FACS buffer and centrifuged at 300xg for 5 minutes (repeated 3 times). After the last wash, the cells are filtered through a 40micron strainer, briefly treated with DAPI to label dead cells, and then analyzed using ThermoFisher Attune NxT.

Instrument

Attune NxT Flow Cytometer

Software

FlowJo, Attune NxT Flow Cytometer Software

Cell population abundance

Thresholds were set so that a over 10,000 cells would be collected for each sample during initial collection.

Gating strategy

Size selection, Live/Dead, then Dual Marker Expression using negative control.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Design specifications

Behavioral performance measures

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

### Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

## Models & analysis

n/a | Involved in the study

- |                          |                          |                                              |
|--------------------------|--------------------------|----------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> | Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> | Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

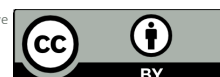

**Supplement:** Supplementary file 5 — Reporting summary

How the deposited data were processed for this re-analysis (not part of the article)

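Bulk RNAseq was measured in neonatal mouse cardiac fibroblast cultures with *Sox17*-*Erg* or control treatment at Day 3, Day 7 and 4 weeks, with 2 libraries in each of 6 groups. The authors trimmed high GC content with BBDuk, quantified the reads with Salmon and deposited estimated counts per gene, already rounded to whole numbers, for 35727 Ensembl genes. The values are not scaled for library size. The paper's text does not name the Salmon version, the genome build, the annotation, the threshold for DEGs or the clustering method. Gene symbols, positions, overlaps, GC content and shared 31-base words were taken from the GENCODE M21 annotation of GRCm38, which held 35422 of the genes.

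Library totals ran from 19011635 to 41240449 counts on genes, and 25680 genes had at least 1 count. Replicates differed far more than counting error would give, so errors are standard errors of the fitted model or SDs of 2 libraries, and not counting errors. With 2 libraries per group an SD is itself imprecise. Depth, floors and errors cover the libraries and not variation between further fibroblast isolations.

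Samples were grouped by treatment and time point from the sample labels. Counts were fitted in R 4.3.3 with edgeR 4.0.16, using TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, which kept 15506 genes, and a quasi-likelihood model with 1 mean per group and 6 residual degrees of freedom. *Sox17*-*Erg* was compared with control at each time point, time points were compared within each group, and differences in effect between time points were tested as interactions. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change. Medians of all genes moved by no more than 0.014 from 0 in size at any time point.

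CPM values are TMM-normalized. Principal components were taken from log2 CPM with a prior count of 2 over the 500 most variable genes, centered and not scaled. DEGs of any time point were clustered on z-scores by k-means with k = 3, 50 starts and a fixed seed. The control cluster was the one with the lowest *Sox17*-*Erg* minus control mean, and the second *Sox17*-*Erg* cluster was the one that fell more from Day 3 to 4 weeks. Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, and their overlap with clusters and unique DEGs with Fisher's exact test. Further lists were compared with 10000 random lists of the same size, matched on mean expression. Single genes were tested by exact permutation within time points.

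Genes were reported by name when the paper names them for the bulk RNAseq or as endothelial, arterial, venous, fibroblast, cell cycle or downstream genes, and when they were among the 5 most changed genes in either direction at a time point. The 5 genes nearest each cluster center and the members of the gene lists were also followed. Endothelial, arterial, fibroblast and cell cycle lists came from the paper's text and Supplementary Data 1. Lists of 10 markers for its other single-cell clusters were copied from Supplementary Data 1 after the data were seen. The lists of other gene families and cell types were also written then.

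Alternatives were the Wald test of DESeq2 1.42.0 in place of edgeR, its size factors in place of TMM, other filters, fits of single time points, a stricter adjusted p under 0.01, a minimum log2 fold change of 1, an estimated inter-gene correlation, other transformations and clusterings, and leaving out each library. The replicate number was also used as a block. It comes from the sample labels. The paper states that viruses for compared conditions were produced on the same day, and its text does not name whether equal numbers mark the same fibroblast isolation. Across genes, which are not independent replicates, the deviations of same-numbered libraries correlated by 0.19, 0.30 and 0.17 at the 3 time points, and with this replicate block 1230 genes were higher at Day 3. Blocks within each time point or with the numbers crossed at 4 weeks, and an offset for GC content, were added after the data were seen.

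The test and the clustering were tested on simulated data with known changes before use. The deposited counts were used as they were, and no reads were mapped again. GO terms and published cell type signatures were not analysed here. The other sequencing experiments of the paper were not analysed here. Counts per gene do not show which reads come from the retroviral copies of *Sox17* and *Erg*. *Etv2* had 0 counts in all 12 libraries.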

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

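The comparisons, the endothelial, arterial, fibroblast and cell cycle lists and the first set of alternatives were chosen before the data were examined. The tests of library depth, GC content, replicate preparation, change of the control cells, shared reads and overlapping genes were set down before their results were seen. No test in this part was chosen only after its result was seen, while the alternatives that add a block within each time point or a GC-content offset were added after other results were known.

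The difference in *Sox17*-*Erg* effect passed an adjusted p under 0.05 for 13 genes between Day 7 and Day 3, for 6 genes between 4 weeks and Day 7, and for 498 genes between 4 weeks and Day 3 (edgeR's quasi-likelihood test). *Igfbp3* showed the difference in the first comparison, at -4.10, and in the last, at -5.67. *Pecam1* differed by 3.54, *Icam2* by 3.20 and *Notch1* by 1.44 between 4 weeks and Day 3. The paper does not report these tests.

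Library depth is a candidate explanation for the larger number between 4 weeks and Day 3. After every library was thinned to 19011635 counts, 439 genes passed there, and 14 and 6 in the other comparisons. With a GC-content offset 423 genes passed. With a replicate block within each time point, for which same-time libraries correlated by 0.19, 0.30 and 0.17, 1068 genes passed. The other comparisons had 131 and 33 genes with this block. Neither thinning nor the offset removed the pattern. The block holds 1 library of each group per replicate number, so a shift shared by both groups largely cancels from the effects with or without it. The block could therefore hardly change the differences in effect themselves, and a preparation that differed between the groups is not ruled out. The control cells also changed with time. Of the 498 genes, 235 (47.2%) changed more in control than in *Sox17*-*Erg* samples from Day 3 to 4 weeks, and 327 changed in opposite directions in the groups. The pattern may therefore come from changes in both groups, which is a hypothesis found and tested on the same libraries. For *Igfbp3*, the control samples rose by a log2 fold change of 6.08 from Day 3 to 4 weeks (adjusted p = 0.00013), while the *Sox17*-*Erg* samples changed by 0.43 and -0.03 between successive time points.

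Among the genes with the largest positive effects, 7 are not named by the paper's text. *D430041D05Rik* had a log2 fold change of 10.33 at Day 3 (at least 43.4-fold higher). At Day 7, *Sost* had 12.86 (at least 288-fold), *Pmch* 11.62 (at least 122-fold) and *Tmem28* 11.28 (at least 95.9-fold). At 4 weeks, *Gm28439* had 16.94 (at least 4820-fold), *Prdm1* 13.30 (at least 386-fold) and *Npffr1* 13.24 (at least 370-fold). The log2 values rest on control libraries near 0 counts, so the lower bounds are the safer measure.

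Reads shared with other genes could raise such values. Of the 7 genes, 2 share more than 10% of their 31-base words with other genes, *Gm28439* (100%, all with the overlapping *Gm10222*) and *Pmch* (52.4%). Reads of an overlapping gene could do the same in 1 of the 7, *Pmch*, which overlaps *Parpbp*, also higher in *Sox17*-*Erg* samples. Counts per gene cannot separate these genes from their overlaps. With a GC-content offset all 11 of the 11 pairs of gene and time point that were called stayed past the threshold. For *D430041D05Rik*, *Sost*, *Tmem28*, *Prdm1* and *Npffr1*, shared 31-base words were at most 3.49%, and no biological explanation was tested.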

How the results depend on the processing

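The alternatives with a replicate block within each time point, with crossed numbers at 4 weeks, and with a GC-content offset were chosen after seeing the data, and no other test in this part was. The cause was not tested for any of the changes given here.

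With the DESeq2 Wald test, lower genes at Day 3 went from 795 to 1256, of which 791 were shared. Genes with a different effect went from 13 to 268 between Day 7 and Day 3, from 6 to 144 between 4 weeks and Day 7, and from 498 to 1023 between 4 weeks and Day 3. Within *Sox17*-*Erg*, 908 genes rose and 626 fell from Day 3 to Day 7 (317 and 214 with edgeR), and 582 rose and 456 fell from Day 7 to 4 weeks (178 and 104). On simulated counts DESeq2 made 55 false calls of 210 and edgeR 9 of 148. Those counts held far fewer changed genes and used edgeR's gene spreads, so these shares need not hold for the data. The log2 fold change of *Vwf* at Day 3 went from 0.04 to -0.03, with an adjusted p of 0.99 in both.

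With no filter on low counts, 1333 genes were lower at Day 3. Different effects were called for 452, 245 and 1179 genes, 1107 rose and 739 fell in *Sox17*-*Erg* from Day 3 to Day 7, and 723 rose and 696 fell from Day 7 to 4 weeks. With only the 4 libraries of the time point, 609 genes were higher and 479 lower at Day 7 (1470 and 1230 in the full fit), 669 were higher only at Day 3 (374) and 31 only at Day 7 (220).

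A minimum log2 fold change of 1 left 474 higher and 460 lower genes at Day 3, 779 and 798 at Day 7, and 1113 and 1003 at 4 weeks. Within *Sox17*-*Erg*, 209 rose and 57 fell from Day 3 to Day 7. Within control, 1058 rose and 986 fell from Day 3 to 4 weeks. Unique genes were 77 at Day 3, 86 at Day 7 and 464 at 4 weeks. The k-means clusters held 1339, 772 and 563 genes.

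At an adjusted p under 0.01, 304 genes were higher and 117 lower at Day 3, 691 and 410 at Day 7, and 1080 and 742 at 4 weeks. Different effects were called for 1 gene between Day 7 and Day 3, for 0 between 4 weeks and Day 7 (1004 at an unadjusted p under 0.05), and for 123 between 4 weeks and Day 3. Within *Sox17*-*Erg*, 11 rose and 5 fell from Day 3 to Day 7, and 19 rose and 11 fell from Day 7 to 4 weeks. Within control, 948 rose and 771 fell. Unique genes were 42 at Day 3 and 76 at Day 7.

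With the replicate number as a block over all libraries, whose same-time correlations were 0.19, 0.30 and 0.17, different effects between 4 weeks and Day 7 went from 6 to 14 and genes that fell in *Sox17*-*Erg* from Day 3 to Day 7 from 214 to 323. The log2 fold change of *Vwf* at Day 7 went from -0.11 to 0.23, that of *Klf2* at Day 7 from -0.01 to 0.04 and that of *Gm48499* at Day 3 from 0.00 to -0.08. Their adjusted p stayed between 0.87 and 1.

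A replicate block within each time point gave 1973 higher and 1619 lower genes at Day 3 and 2065 lower at Day 7. Different effects were called for 131, 33 and 1068 genes. Within *Sox17*-*Erg*, 1245 rose and 1180 fell from Day 3 to Day 7, and 696 rose and 718 fell from Day 7 to 4 weeks. Unique genes at Day 3 were 643. The log2 fold change of *Vwf* at Day 7 was 0.53 and that of *Klf2* 0.11. The cell cycle markers, with a median of 0.78 at Day 7, passed with an adjusted p of 0.035, against a range of 0.035 to 0.65 over the tested alternatives.

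A replicate block with the numbers crossed at 4 weeks gave 1712 higher and 1369 lower genes at Day 3, different effects for 30 genes between Day 7 and Day 3 and 748 between 4 weeks and Day 3, 885 rising and 715 falling from Day 3 to Day 7, 458 rising and 414 falling from Day 7 to 4 weeks, and 620 unique genes at Day 3.

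With a GC-content offset, 5 genes differed in effect between Day 7 and Day 3, 1 of them with the larger effect at Day 7 (20% against 38.5%). At 4 weeks 1719 genes were higher and 1890 lower with it, a reversed majority, where the main fit had 1845 higher and 1703 lower. The median log2 fold change of all genes at 4 weeks also went from -0.014 to -0.051 with the offset, so GC content alone need not explain the reversal. A replicate block within each time point with this offset gave 1956 higher and 1655 lower genes at Day 3. It gave 2176 and 2059 at Day 7, and 2228 and 2704 at 4 weeks. Different effects were called for 131, 37 and 1103 genes. From Day 3 to Day 7, 1080 rose and 1242 fell, so the rising share went from 59.7% to 46.5%, and from Day 7 to 4 weeks 718 rose and 773 fell. Unique genes were 647 at Day 3 and 340 at Day 7.

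With an estimated inter-gene correlation, the medians of the gene lists stayed at 2.12, 3.04 and 4.37 for the endothelial genes, 3.26, 5.63 and 6.04 for the arterial genes, -1.81, -2.48 and -2.53 for the fibroblast markers, and 1.46 and 2.11 for the cell cycle markers at Day 3 and 4 weeks. Their adjusted p rose to 0.065, 0.064 and 0.064, to 0.16, 0.12 and 0.065, to 0.16, 0.19 and 0.27, and to 0.39 and 0.47, so none of these lists passed at 0.05. The list results therefore depend on the correlation assumed between genes.

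Leaving out 1 library moved the medians of the endothelial genes over 1.76 to 2.36 at Day 3, 2.61 to 3.38 at Day 7 and 3.98 to 4.89 at 4 weeks. The arterial genes ran over 2.38 to 4.75, 4.04 to 6.32 and 5.73 to 6.60, the fibroblast markers over -2.65 to -1.42, -3.50 to -1.80 and -2.67 to -2.14, and the cell cycle markers over 1.27 to 1.64, -0.01 to 1.68 and 1.14 to 2.56. The first component held 47.3% to 55.6% and the second 16.4% to 22.1% over the 12 libraries left out. No outlier test is possible with 2 libraries per group, and counts of genes were not refitted without a library.

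Over all genes past the filter the components held 43.4% and 23.3%, and with DESeq2's variance stabilizing transformation 60.6% and 23.3%. With k = 5 the control cluster held 832 genes in place of 2206. DESeq2's size factors and a minimum of 10 counts in every library changed no count of genes by more than 1.5 times. The alternatives for normalized values were not run, because the deposited values are counts.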

Differences from the paper's values

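The figure shares in this part were compared with settings chosen before the values were seen, and the block within each time point was chosen after seeing the values. The first component held 51.1% of the variance and the second 19.1%, where the paper shows about 60% and about 23% in Fig. 2l, read by eye. DESeq2's variance stabilizing transformation gave 60.6% and 23.3%, and all genes past the filter gave 43.4% and 23.3%.

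The paper states that *Pecam1*, *Cdh5*, *Vwf*, *Gja5* and *Slit2* kept increasing from Day 7 to 4 weeks. Here *Slit2* changed by a log2 fold change of -0.26 within the *Sox17*-*Erg* samples (adjusted p = 0.67 by edgeR's quasi-likelihood test). The other genes changed by 1.22 (*Pecam1*, 0.13), 0.46 (*Cdh5*, 0.87), 3.36 (*Vwf*, 0.092) and 0.58 (*Gja5*, 0.73), and none passed the threshold. The DESeq2 Wald test called *Pecam1* (1.23, 0.023) and *Vwf* (3.38, 0.024). A replicate block within each time point, chosen after seeing the values, called *Vwf* (3.25, 0.03).

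The paper places *Vwf* and *Tek* among genes that were higher by Day 7 and stayed so at 4 weeks. Here *Vwf* had a log2 fold change of -0.11 at Day 7 (adjusted p = 0.95) and was higher at 4 weeks, and *Tek* was higher at Day 7 and had 0.54 at 4 weeks (adjusted p = 0.07). A replicate block within each time point, chosen after seeing the values, called *Tek* at 4 weeks (0.53, 0.042).

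The paper describes its second *Sox17*-*Erg* cluster as more lowly expressed after Day 3. Here these genes fell within the *Sox17*-*Erg* samples, by a median log2 change of -0.30 to Day 7 and -0.16 to 4 weeks, but their median against control stayed at 0.59 and 0.57.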

Other observations

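In this part, the tests of carried-over reads, of the amount of *Sox17*, of adipose tissue and of macrophages were chosen only after the result was seen. The random-list tests of this part used genes whose counts had not been looked at, except for the macrophage markers and 4 smooth muscle genes, but the hypotheses came from genes that had been. The share of converted cells was set down before its result was seen.

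Control replicate 2 held more reads of endothelial genes than control replicate 1 at Day 3 and Day 7. In control replicate 2, *Cdh5* was at 8.02% of its mean in the *Sox17*-*Erg* samples at Day 3 and at 2.49% at Day 7, *Erg* was at 6.25% and 7.50%, and *Sox17* was at 0.0686% and 0.00898%. If reads had been carried over from the *Sox17*-*Erg* libraries, all 3 genes could be expected at like shares. *Erg* and *Cdh5* had like shares at Day 3, but the smaller ratio of *Cdh5* to *Sox17* was 117. A list of 15 other endothelial genes had a median log2 ratio of replicate 2 to replicate 1 of 0.34 at Day 3, higher in 12 of 15 genes and at percentile 100 of 10000 random lists. In control at Day 7 and 4 weeks it was at percentiles 90.29 and 46.74, and in *Sox17*-*Erg* at Day 3 and Day 7 at 29.9 and 63.1. In *Sox17*-*Erg* at 4 weeks it pointed the other way, with a median of -0.15 at percentile 1.75. Endothelial cells left in the control culture of replicate 2 at Day 3 are therefore a candidate explanation at that time point, and the tests did not show an excess in replicate 2 at the others. The same list did not rise with *Sox17*-*Erg*, with medians of -0.09, -0.15 and 0.09 against control.

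The 5 arterial genes differed more between the *Sox17*-*Erg* replicates at Day 7 than *Pecam1* and *Cdh5* did. The median log2 ratio of replicate 1 to 2 was 1.73 for the arterial genes, 0.77 for *Pecam1* and 0.69 for *Cdh5* at Day 7, and 0.75 and -0.14 for the arterial genes at Day 3 and 4 weeks. The amount of transgene could cause this, but *Sox17* differed by 0.34 at Day 7 and by 0.85 at Day 3, where the arterial genes differed less. A different share of converted cells could as well, but the 556 genes higher at all 3 time points had a median ratio of 0.26. Since *Pecam1* and *Cdh5* did differ, this explanation remains open. Cell cycle markers also differed between the replicates at Day 7, by 1.31 in *Sox17*-*Erg* and 1.48 in control, and whether this is linked to the arterial genes was not tested.

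Adipocyte genes were read in control libraries at Day 7 and 4 weeks and hardly in *Sox17*-*Erg* libraries. Summed counts of 6 genes were 325 to 5544 in control libraries at Day 7 and 2314 to 6419 at 4 weeks, against 7 to 12 in the *Sox17*-*Erg* libraries at those times. The largest count of *Adipoq*, *Cidec*, *Cfd* or *Car3* in a Day 3 library was 4, which cannot tell whether adipose tissue was carried along at isolation and grew later. Another 12 adipocyte genes had a median log2 fold change of -1.55 at Day 7, higher in 0 of 12, and -1.69 at 4 weeks, higher in 1 of 12, both at percentile 0 of the random lists. At Day 3 they were already lower, with a median of -0.91 at percentile 0.03. The summed counts of the first 6 genes were then only 2 to 17 in the control libraries and 10 to 12 in the *Sox17*-*Erg* libraries, so those 6 showed no such decrease. An adipocyte programme in control cells may add to the difference at Day 7 and 4 weeks, but it leaves the difference at Day 3 open and cannot be told apart from adipose cells in the cultures.

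Smooth muscle genes that had been looked at were higher in *Sox17*-*Erg* samples, with medians of 1.98 at Day 7 and 1.87 at 4 weeks. Another 7 smooth muscle genes had medians of 0.17 and 0.06, at percentiles 72.24 and 68.66, so the rise did not extend to them.

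Macrophage markers of the paper's single-cell data were higher in replicate 2 than in replicate 1 at 4 weeks in both groups. The median log2 ratio was 3.53 in control, higher in 10 of 10 genes, and 2.52 in *Sox17*-*Erg*, higher in 9 of 10, which put both at percentile 100 among the random lists. Macrophages carried with the cells of replicate 2, control and *Sox17*-*Erg* alike, are a candidate explanation. It was tested on the genes that raised it, and no further list was tried.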
